# Mesenchymal Osr1^+^ cells regulate embryonic lymphatic vessel formation

**DOI:** 10.1242/dev.202747

**Published:** 2024-09-02

**Authors:** Pedro Vallecillo-García, Mira Nicola Kühnlein, Mickael Orgeur, Nils Rouven Hansmeier, Georgios Kotsaris, Zarah Gertrud Meisen, Bernd Timmermann, Claudia Giesecke-Thiel, René Hägerling, Sigmar Stricker

**Keywords:** Cxcl12, Osr1, Extracellular matrix, Lymphatic vasculature, Mesenchymal cell

## Abstract

The lymphatic system is formed during embryonic development by the commitment of specialized lymphatic endothelial cells (LECs) and their subsequent assembly in primary lymphatic vessels. Although lymphatic cells are in continuous contact with mesenchymal cells during development and in adult tissues, the role of mesenchymal cells in lymphatic vasculature development remains poorly characterized. Here, we show that a subpopulation of mesenchymal cells expressing the transcription factor Osr1 are in close association with migrating LECs and established lymphatic vessels in mice. Lineage tracing experiments revealed that Osr1^+^ cells precede LEC arrival during lymphatic vasculature assembly in the back of the embryo. Using *Osr1*-deficient embryos and functional *in vitro* assays, we show that *Osr1* acts in a non-cell-autonomous manner controlling proliferation and early migration of LECs to peripheral tissues. Thereby, mesenchymal Osr1^+^ cells control, in a bimodal manner, the production of extracellular matrix scaffold components and signal ligands crucial for lymphatic vessel formation.

## INTRODUCTION

The lymphatic vasculature establishes a blind-ended hierarchical network of vessels with crucial roles in interstitial fluid homeostasis, immune cell response and lipid metabolism. In peripheral tissues, lymphatic vessels form thin-walled capillaries that drain interstitial fluid and facilitate the transport of macromolecules and cells into larger pre-collecting lymphatic vessels. Here, the lymph is moved unidirectionally by the cooperative action of lymphatic valves, the synchronic contraction of lymphatic vessel-associated mural cells and passively by the force generated in surrounding tissues such as skeletal muscles and arteries. Finally, the lymph is transported into the blood stream at the subclavian vein (Tammela and Alitalo, 2010; Schulte-Merker et al., 2011; Vaahtomeri et al., 2017).

Lymphatic vessels are formed by specialized endothelial cells, the lymphatic endothelial cells (LECs), which originate from venous and non-venous tissues depending on the vascular bed (Jafree et al., 2021; Lioux et al., 2020; Stanczuk et al., 2015). By far the best understood process is the formation of LECs via dedifferentiation of embryonic venous endothelial cells. In mice, reprogramming of venous cells towards an LEC fate occurs at embryonic day (E)9-E10, relying on the activation of key LEC transcription factors such as prospero homeobox1 (PROX1) and SRY-related HMG-box 18 (SOX18), and is associated with the expression of markers such as lymphatic vessel endothelial hyaluronan receptor 1 (LYVE1) (Tammela and Alitalo, 2010; Schulte-Merker et al., 2011; Francois et al., 2008). After this initial step in LEC commitment, which occurs at the dorsal part of the cardinal vein, LECs delaminate and migrate into the surrounding mesenchyme, forming transient primordial lymphatic vascular structures called primordial thoracic ducts, formerly known as lymph sacs, which can be observed in the mouse embryo during the stages E11.5-E14.5 (Tammela and Alitalo, 2010; Schulte-Merker et al., 2011; Alitalo et al., 2005; Oliver, 2004). LEC initial migration from the cardinal vein is dependent on the production of vascular endothelial growth factor C (VEGFC) and the activation of its primary receptor fms-related tyrosine kinase 4 (FLT4), also known as VEGFR3 (Karkkainen et al., 2004; Hagerling et al., 2013). Activation of canonical or non-canonical VEGFR3-signaling, and enzymes controlling the proteolytic activation of VEGFC, play an essential role in LEC initial migration as well as in development and maintenance of lymphatic vessels (Karkkainen et al., 2004; Wang et al., 2020; Janssen et al., 2016; Jeltsch et al., 2014; Koltowska et al., 2015). In addition, directed migration of LECs is controlled by the CXCL12/CXCR4 chemokine axis (Peng et al., 2022; Niimi et al., 2020; Cha et al., 2012). Both *Vegfc* and *Cxcl12* are highly expressed by embryonic mesenchymal cells adjacent to the developing lymphatic vasculature (Karkkainen et al., 2004; Wang et al., 2020; Peng et al., 2022; Vallecillo-Garcia et al., 2023). Despite the knowledge gained on mechanisms supporting LEC migration in recent years (Shiiya and Hirashima, 2023), little is known about how the final pattern of lymphatic vessels in different tissues of the embryo is achieved. Several cell types have been described to influence lymphatic vessel development in zebrafish and mice, such as platelets, arterial endothelial cells, neurons, myeloid cells and mural cells (Wang et al., 2020; Peng et al., 2022; Bussmann et al., 2010; Uchida et al., 2015). However, embryonic mesenchymal cells adjacent to lymphatic vessels have remained understudied, in part due to the lack of specific markers that label mesenchymal cell subpopulations during development. Mesenchymal cells are important producers of the extracellular matrix (ECM) scaffold during embryogenesis and adult life (Walma and Yamada, 2020). Of note, LEC-ECM interactions and biophysical properties of the ECM associated with lymphatic vessels influence lymphatic vessel development and function (Frye et al., 2018; Wiig et al., 2010).

The transcription factor Osr1 is expressed in a variety of mesenchymal cells derived from the lateral plate and intermediate mesoderm (Mugford et al., 2008; Wang et al., 2005). In the limb, Osr1^+^ mesenchymal cells are present before skeletal muscle progenitors colonize the limb bud mesenchyme, and they produce guidance and a proper ECM scaffold for skeletal muscle patterning (Vallecillo-Garcia et al., 2017). *Osr1* expression decreases in late fetal stages of development but is reactivated after tissue damage (Vallecillo-Garcia et al., 2023, 2017; Stumm et al., 2018; Kotsaris et al., 2023). We recently showed that *Osr1* is required in mesenchymal cells to organize lymph node lymphatic vasculature assembly, and that *Osr1*-expressing cells cooperate with LECs in the lymph node anlage driving lymph node initiation (Vallecillo-Garcia et al., 2023). This suggests a crosstalk between mesenchymal Osr1^+^ cells and LECs as an important event for lymphatic vessel formation. Moreover, the lymphatic vasculature can be remodeled in pathogenic conditions such as inflammation, wound healing, tumor formation, hypertension or tissue transplantation (Jafree et al., 2021; Pichol-Thievend et al., 2018), where mesenchymal cell-LEC interactions might be necessary to achieve lymphangiogenesis. Nevertheless, the role of these mesenchymal *Osr1*-expressing cells or the ECM produced by them in the formation of murine lymphatic vasculature remains obscure.

Here, we show that mesenchymal cells expressing the transcription factor *Osr1* are in close association with the developing venous-derived lymphatic endothelial cells. Functionally, the lack of *Osr1* revealed a non-cell-autonomous function of embryonic Osr1^+^ mesenchymal cells that control lymphatic vessel formation by producing a beneficial ECM scaffold and signaling molecules necessary for LEC proliferation and directed migration.

## RESULTS

### Osr1^+^ mesenchymal cells accompany LECs during development and in adult tissues

Impaired lymphatic vasculature assembly in embryonic lymph node anlage and back lymphedema found in *Osr1*-deficient embryos indicates a more general role of Osr1^+^ mesenchymal cells in lymphatic vasculature formation (Vallecillo-Garcia et al., 2023; Wang et al., 2005). Therefore, we analyzed *Osr1* expression and distribution of Osr1^+^ cells in association with the developing lymphatic vasculature. Using an Osr1-GFP reporter mouse line (*Osr1^GCE/+^*) (Mugford et al., 2008), we identified Osr1^+^ cells in close association with LECs during the first stages of lymphatic vessel development. At E11.5, Osr1^+^ cells were found in the mesenchyme populated by delaminating and migrating PROX1^+^ LECs dorsal and ventral of the cardinal vein (Fig. 1A,A′; Fig. S1A). Of note, at E11.5, Osr1^+^ cells were not found in dorsal skin tissues (Fig. 1A″). At E12.5, we observed that the primordial thoracic duct was surrounded by a mesenchyme rich in Osr1^+^ cells (Fig. 1B). At E14.5, when the first lymphatic vascular structures are established in the dermis of the back, whole-mount immunofluorescence of E14.5 *Osr1^GCE/+^* isolated skin showed dermal lymphatic vasculature embedded by Osr1^+^ dermal fibroblasts (Fig. 1C; Fig. S1B).

**Fig. 1.**
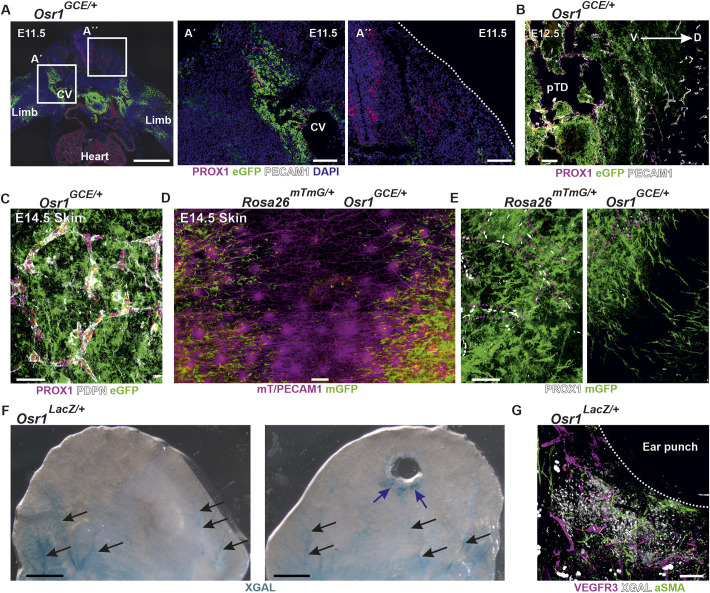
**Mesenchymal Osr1^+^ cells accompany lymphatic endothelial cells during development.** (A) Immunofluorescence of E11.5 *Osr1^GCE/+^* cross-section shows Osr1^+^ cells (eGFP) in the migration path of delaminating LECs labeled by PROX1 and PECAM1 dorsally of the cardinal vein. Boxed regions are shown at higher magnification at the right (A′,A″). (B) E12.5 sagittal section of *Osr1^GCE/+^* embryos show primordial thoracic duct surrounded by Osr1^+^ mesenchymal cells. (C) E14.5 whole-mount immunofluorescence shows lymphatic vasculature labeled by PDPN and PROX1 embedded in Osr1^+^ dermal fibroblasts in the dorsal skin of E14.5 *Osr1^GCE/+^* embryos. (D,E) Whole-mount immunofluorescence of E14.5 *Rosa26^mTmG/+^ Osr1^GCE/+^* dorsal skin shows the distribution of lineage traced Osr1 mesenchymal cells (mGFP). Stripes of Osr1-traced cells are localized ahead of blood vasculature labeled with mT/PECAM1 and lymphatic vasculature labeled with PROX1. Dashed lines represent the border of lymphatic vessels in E. (F) Whole-tissue X-gal staining reveals Osr1 expression in the dermal side of the ear from adult *Osr1^lacZ^* reporter animals in contralateral (left) and ear punch-injured (right). Blue arrows point to activated Osr1 expression in the injury area and black arrows to Osr1 expression in association with established vessels. (G) Osr1 expression close to the ear punch injury in adult *Osr1^lacZ^* reporter animals assessed by whole-tissue X-gal staining. Dashed lines represent the border of the regenerating tissue. Representative immunofluorescence images have been captured from at least three different animals. CV, cardinal vein; D, dorsal; pDT, primordial thoracic duct; V, ventral. Scale bars: 500 µm (A); 100 µm (A′,A″,B,G); 50 µm (C,E); 200 µm (D); 2 mm (F).

In order to follow Osr1^+^ mesenchymal cell descendants and their contribution to the mesenchyme adjacent to blood and lymphatic vasculature, we performed whole-mount immunofluorescence of E14.5 *Rosa26^mTmG/+^ Osr1^GCE/+^* back skin after tamoxifen induction at E11.5. Genetic tracing of E11.5 Osr1^+^ mesenchymal cells (schematic depiction in Fig. S1C) showed contribution to dermal fibroblasts between blood and lymph vessels (Fig. 1D), to mural smooth muscle actin-expressing cells (αSMA^+^) in arteries, and to cells associated with veins in the skin (Fig. S1C). In the back skin, Osr1^+^ descendants were found in the lymphatic avascular midline, suggesting that Osr1^+^ cells progress ahead of LECs in the back dermis (Fig. 1E), anticipating LEC migration through the forming dermis. Of note, Osr1^+^ descendants were located in close association with blood and lymphatic vasculature but, in agreement with previous results (Vallecillo-Garcia et al., 2023), mGFP signal was not found in endothelial cells (Fig. S1D).

Analyses of *Osr1* expression in embryonic stages and adult tissues have revealed that *Osr1* expression decreases at late stages of development (Vallecillo-Garcia et al., 2017; Stumm et al., 2018; Kotsaris et al., 2023) and Osr1^+^ cells are found in the stroma of some adult tissues (Vallecillo-Garcia et al., 2023, 2017; Kotsaris et al., 2023). We analyzed Osr1^+^ cell distribution in association with blood and lymphatic vasculature in adult ear dermis and lymph nodes of *Osr1^lacZ/+^* animals. Whole-mount *lacZ* staining revealed that Osr1^+^ cells were associated with arteries in the dermal tissue of the ear and with lymphatic vessels in the medulla of mesenteric lymph nodes of *Osr1^lacZ/+^* animals (Fig. 1F; Fig. S1E). Ear punch trauma led to an activation of *Osr1* expression in surrounding mesenchyme (Fig. 1F, right panel; Fig. S1F) in cells closely associated with lymphatic and blood vasculature (Fig. 1G; Fig. S1G). In summary, Osr1^+^ cells accompany LEC migration during lymphatic vasculature formation in the embryo and persist as mesenchymal vessel-associated cells, including mural cells, in adult tissues.

### Osr1^+^ mesenchymal cells control lymphatic vasculature formation

As *Osr1*-expressing mesenchymal cells associated with migrating LECs and embedded the first lymphatic vasculature in the skin, we asked whether impairment of the lymphatic vasculature could be responsible for the back edema observed in *Osr1^GCE/GCE^* (knockout; KO) embryos (Fig. S2A; Wang et al., 2005). We first analyzed whether the commitment or delamination of LECs from the cardinal vein are affected in *Osr1^GCE/GCE^* embryos. Immunofluorescence of 100-µm thick sections from E11.5 *Osr1^+/+^* and *Osr1^GCE/GCE^* embryos showed no significant changes in LEC commitment or delamination into the surrounding mesenchyme, together with normal blood vasculature structures (Fig. 2A; Fig. S2B). In line, quantification of PROX1^+^ LECs inside the cardinal vein and migrating into the mesenchyme dorsally from the cardinal vein were not significantly changed in E11.5 Osr1*^GCE/GCE^* embryos (Fig. 2A, lower panel). At E12.5, the first impairments in lymphatic structures were identified by immunofluorescence in *Osr1^GCE/GCE^* embryos, before a back edema was visible. Migration of LECs towards the dorsal region of the embryo was decreased and the PROX1^+^/VEGFR3^+^ vascular network in the primordial thoracic duct region showed reduced vascular branching (Fig. 2B). We found a reduction of VEGFR3^+^ lymphatic vessels after immunofluorescence of 100-µm thick sections at the back of E12.5 *Osr1^GCE/GCE^* embryos (Fig. 2B, lower panel). In line, whole-mount immunofluorescence of isolated back skin from E14.5 embryos showed markedly impaired migration of dermal LECs in the skin of E14.5 *Osr1^GCE/GCE^* embryos, with significantly increased distances between growing fronts in both cervical and lumbar regions compared with *Osr1^+/+^* controls (Fig. 2C-E; Fig. S2C,D). In addition, lymphatic vessels showed a decrease in the number of branching points (Figs 2C,F,G) and increased caliber (Fig. 2F,H) in E14.5 *Osr1^GCE/GCE^* skin. In line with the defects found in LEC migration, LECs in the migrating front of E14.5 *Osr1^GCE/GCE^* dermis presented a reduced number of filopodia per PROX1^+^ LEC (Figs 2I; Fig. S2E) suggesting an impaired ECM-LEC interaction. Of note, in the skin of E14.5 *Osr1^GCE/GCE^* embryos, blood vasculature showed no significant impairment in vessel thickness or branching point numbers (Fig. S2F).

**Fig. 2.**
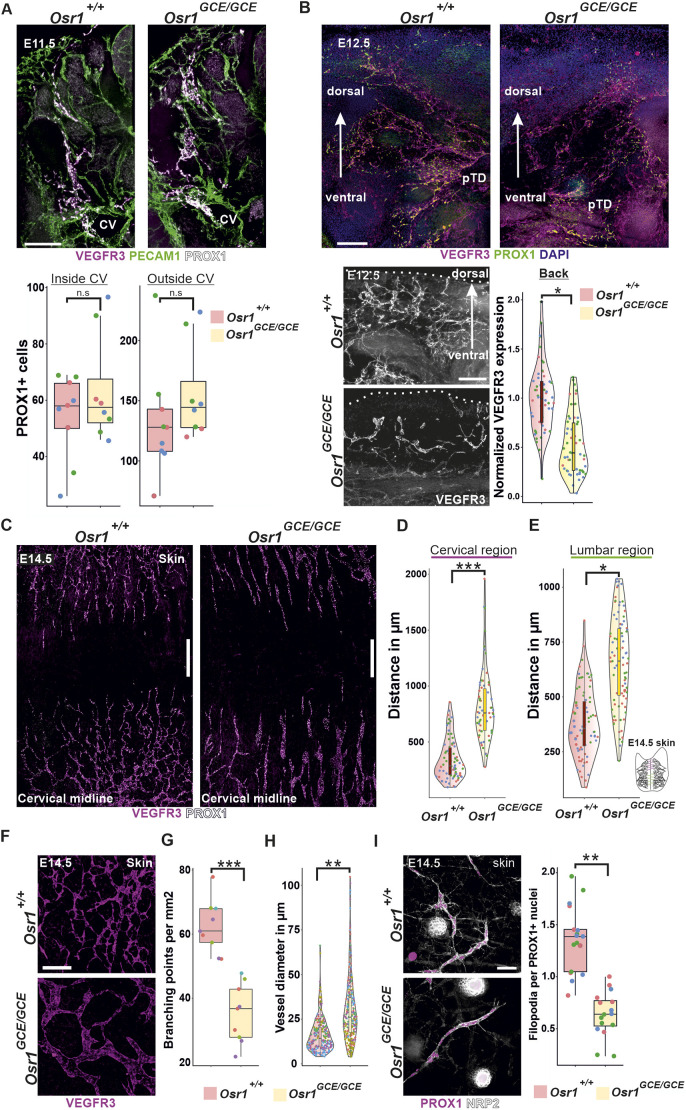
**Lack of Osr1 in mesenchymal cells leads to lymphatic vasculature defects.** (A) Maximal intensity projection images of *Osr1^+/+^* and *Osr1^GCE/GCE^* E11.5 100 µm cross-sections after immunofluorescence. Immunolabeling for PROX1, VEGFR3 and PECAM1 shows normal commitment and delamination of LECs and normal blood endothelial structures in the dorsal part of the cardinal vein. Below, quantification of PROX1^+^ nuclei inside of the cardinal vein and dorsally migrating outside of the cardinal vein. *n*=3. (B) At E12.5, maximal intensity projection images of 100 µm cross-sections reveal first impairments in lymphatic structures labeled for PROX1 and VEGFR3. Below, quantification of VEGFR3^+^ lymphatic vasculature in the most dorsal region of the back. *n*=3. Dotted line represents the edge of the embryo. (C) Whole-mount immunofluorescence of E14.5 *Osr1^+/+^* and *Osr1^GCE/GCE^* skin samples for VEGFR3 and PROX1. (D,E) Quantification of the distance in µm between the tips of the migrating lymphatic vasculature front and the center of the avascular line in the skin in cervical and lumbar regions. *n*=3. (F) Representative micrographs of E14.5 *Osr1^+/+^* and *Osr1^GCE/GCE^* skin labeled for VEGFR3. (G,H) Quantification of lymph vessel branching points per mm^2^ (G, *n*=4) and vessel diameter (H, *n*=5) in E14.5 *Osr1^+/+^* and *Osr1^GCE/GCE^* skin labeled for VEGFR3. (I) Representative images of skin whole-mount immunofluorescence showing reduced filopodia formation at the tips of lymphatic vessels in the back of E14.5 *Osr1^GCE/GCE^* embryos. Filopodia protrusions are immunolabeled with anti-NRP2 and LECs are detected by anti-PROX1. Right, quantification of filopodia protrusions per PROX1^+^ cell. *n*=3. Measurements obtained from the same embryo are represented as dots with the same color. Representative immunofluorescence images have been captured from at least three different embryos. Scale bars: 200 µm (A,F); 100 µm (B); 500 µm (C); 50 µm (I). *P<0.05, **P<0.01, ***P<0.001 (unpaired, two-tailed Student's *t*-tests). n.s., not significant. Box plots show median values (middle bars), first to third interquartile ranges (boxes), whiskers indicate 1.5× the interquartile ranges and dots indicate measured sample values. CV, cardinal vein; pDT, primordial thoracic duct.

Overall, this shows that the transcription factor *Osr1* expressed in mesenchymal cells is crucial for the establishment of the lymphatic vasculature; the loss of *Osr1* leads to severe impairments in LEC migration and subsequent formation of lymphatic vasculature structures.

### Transcriptome analysis reveals impaired ECM interaction of LECs in E13.5 *Osr1* KO embryos

At E13.5, *Osr1* is transcribed mainly in mesenchymal cell populations and is not detected in LECs (Vallecillo-Garcia et al., 2023, 2017). To assess LEC defects in E13.5 *Osr1-*deficient embryos, we first isolated E13.5 LECs (PDPN^+^ PECAM1^+^) via fluorescence activated cell sorting (FACS) (Fig. 3A). Enrichment of LECs was confirmed via real-time (RT)-qPCR analysis of key LEC markers *Vegfr3*, *Prox1* and *Ccl21* compared with FACS-isolated E13.5 blood endothelial cells (BECs) and GFP^+^ mesenchymal cells from *Osr1^GCE/+^* embryos (Fig. 3B). Of note, relative percentages of BECs and LECs were not impaired in E13.5 *Osr1^GCE/GCE^* embryos (Fig. S3A), suggesting that there was no general defect in LEC pool expansion and maintenance. Next, we performed transcriptome analysis of E13.5 LECs from *Osr1^controls^* and *Osr1^GCE/GCE^* embryos. 

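LECs sorted as CD45− PDPN+ CD31+ cells from E13.5 embryos were sequenced in 4 libraries, 2 of *Osr1 controls* and 2 labelled *Osr1 GCE/GCE*, and each library held the pooled cells of 8 to 10 embryos. The *Osr1 controls* group is *Osr1+/+* and *Osr1 GCE/+* embryos in the legend of Fig. 3 and wild type in the deposited labels, and no source used here gives the number of embryos of each genotype in a pool. The authors aligned the reads to mm10 with STAR, counted them per gene with featureCounts and divided the counts by DESeq2's size factors, and the deposited table holds these normalized counts for 55385 genes. Multiplied by each library's size factor, every value came to a whole number of reads within 0.001 reads. By this measure *Osr1 controls* replicates 1 and 2 held 53438492 and 36535451 reads in genes, and replicates 1 and 2 labelled *Osr1 GCE/GCE* held 37865172 and 31586765. The paper gives its depth as obtained and mapped reads per library, whereas the values here rest on the reads in genes.

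*Osr1*, the targeted gene (ENSMUSG00000048387.8, chromosome 12 of mm10 from 9570116 to 9581500), had normalized counts of 32.8 and 30.4 in the *Osr1 controls* libraries and of 168 and 303 in the libraries labelled *Osr1 GCE/GCE* (log2 fold change 2.80, standard error 0.31, adjusted p = 0.0262 from limma). Counts over the whole gene do not tell transcripts of the GCE allele from those of an intact allele, so whether the genotype labels account for this direction is not settled. The groups are therefore named by their labels here, and each direction is read between labelled groups. Citing earlier work, the paper describes *Osr1* as not detected in LECs at this stage, and it uses eGFP from the GCE allele to mark Osr1+ cells and reports the lymphatic phenotype of *Osr1 GCE/GCE* embryos by immunofluorescence (Fig. 2). *Pdpn*, one of the sorting markers, was higher in the libraries labelled *Osr1 GCE/GCE* (log2 fold change 0.61, standard error 0.10, adjusted p = 0.0329), while *Pecam1*, which encodes CD31, did not pass the test (0.23, adjusted p = 0.204). *Pdpn* lost its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p = 0.0849). *Pdpn* lost its call without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p = 0.0732). *Pecam1* had a log2 fold change of 0.15 without replicate 1 labelled *Osr1 GCE/GCE*.

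Differences were tested with limma on log2(normalized count + 1) for the 19479 genes with a mean of at least 10, and the paper's thresholds for DEGs were applied. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the adjusted p-values rest on the spread pooled over genes. Gene lists below were tested with camera at a preset inter-gene correlation and again with an estimated one. With so few libraries the estimated version had little power, so its high p-values do not show that a list is unchanged. The library preparation kit does not mark strand, so reads of overlapping genes cannot be told apart. A gene is called uncertain below where it overlaps another tested gene, and the length of the overlap was not weighed. Fits with a library left out keep a single library in its group, so their spread comes from the other group alone. A lower p in such a fit is no support for a change.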

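The 4 LEC libraries held high levels of LEC genes. Table S1 names no classes, and its genes form 3 runs of falling mean TPM, read here as 15 LEC, 4 BEC and 5 mesenchymal genes, whose median levels over all libraries were 727, 208 and 44.2 TPM. The first run also holds early response genes (*Fos*, *Fosb*, *Junb*), basement membrane genes (*Col4a1*, *Col4a2*, *Col18a1*) and pan-endothelial genes (*Cdh5*, *Tie1*). Its median is the level of *Col4a2*, so it does not measure LEC markers alone. *Prox1* and *Lyve1* lay below *Kdr* and *Pecam1* of the second run. *Mmrn1*, which encodes a secreted glycoprotein of lymphatic endothelium, averaged 705 TPM, *Flt4*, which encodes VEGFR3, 582 TPM, and *Prox1*, the transcription factor of lymphatic identity, 312 TPM. *Lyve1*, the hyaluronan receptor of lymphatic vessels, had the lowest mean of the LEC genes, at 293 TPM. Among the BEC genes, *Kdr* averaged 490 TPM and *Pecam1* 387 TPM, whereas *Nrp1* averaged 28.7 TPM and *Cd44* 15.9 TPM. *Postn* was the highest of the mesenchymal genes at 131 TPM, and *Osr1* the lowest at 6.15 TPM, with 1.52 TPM in the *Osr1 controls* and 10.8 TPM in the libraries labelled *Osr1 GCE/GCE*. *Col4a1* and *Col4a2* lie on opposite strands and overlap each other only where both start, at 11312826 and 11312805 of chromosome 8. *Prox1* overlaps an antisense gene, so its level is uncertain. *Ccl21a*, the *Ccl21* gene the table of normalized counts lists under that symbol, had 1.4, 1.0, 2.2 and 1.2 normalized counts in the 4 libraries and was not tested. The paper reports *Ccl21* as enriched in sorted LECs by RT-qPCR (Fig. 3B). These counts are therefore not taken to show that LECs lack it, and the cause of the low values was not tested.

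**Figure D1:**
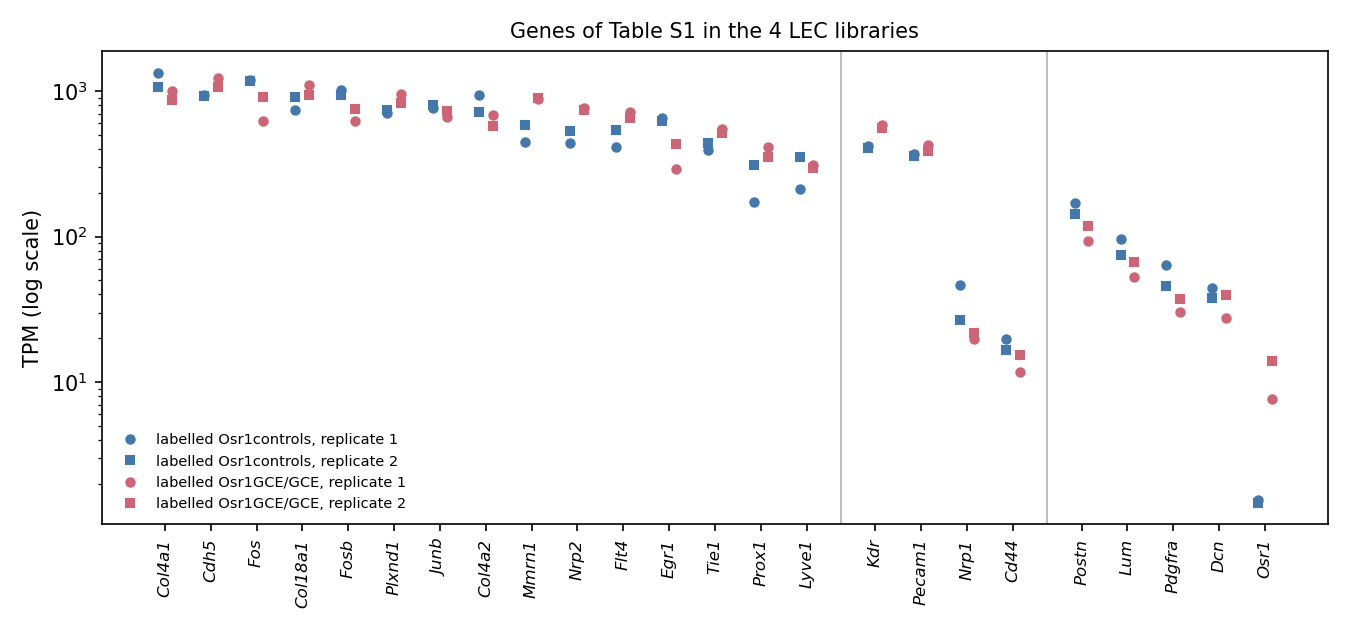
TPM on a log scale of the genes of Table S1, in the order of that table, with vertical lines between the genes read as LEC, BEC and mesenchymal. Each point is 1 library, blue for *Osr1 controls* and red for the label *Osr1 GCE/GCE*, with circles for replicate 1 and squares for replicate 2; for *Osr1* the red points lie above the blue ones.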

Consistent with a high expression of LEC markers observed via RT-qPCR (Fig. 3B), RNA-seq analysis from E13.5 LECs showed higher expression of LEC markers compared with BEC (Jurisic and Detmar, 2009) and mesenchymal markers (Table S1). This analysis revealed 1386 differentially expressed genes (DEGs) with 877 down-, and 509 upregulated genes (Fig. 3C). 

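In the libraries labelled *Osr1 GCE/GCE*, in which *Osr1* itself read higher, 341 genes were downregulated and 221 upregulated, together 562 DEGs or 2.89% of the 19479 genes tested. In each of them the 2 groups of libraries did not overlap, as in 53.6% of all tested genes, where chance gives 33.3%. The largest decreases included genes of meiotic chromosomes, namely *Sycp2*, a component of the synaptonemal complex (log2 fold change -1.96, standard error 0.29, adjusted p = 0.0434), *Dmc1*, the meiotic recombinase (-1.62, adjusted p = 0.0333), *Tex12* (-1.64, adjusted p = 0.0453, a gene that overlaps *Il18* and is uncertain) and *Ankrd31* (-1.70, adjusted p = 0.0329). *Tnmd*, a tendon gene (-1.83, adjusted p = 0.0329), *Cemip*, which takes part in hyaluronan breakdown (-1.79, adjusted p = 0.0185), and the tenascin gene *Tnn* (-1.64, adjusted p = 0.0434) were also among them, as were *Ccdc172* (-1.79, adjusted p = 0.0276), *Adad2* (-1.65, adjusted p = 0.0387) and *Fggy* (-1.61, adjusted p = 0.0276). The largest increases after *Osr1* included *Klhl4*, a gene of LECs (log2 fold change 1.08, standard error 0.10, adjusted p = 0.0185), *Tnfrsf11a*, which encodes the receptor RANK (1.00, adjusted p = 0.0276), *Mctp2* (1.13, adjusted p = 0.0333), and *Oxtr*, the oxytocin receptor gene (0.95, adjusted p = 0.0442). Others were *Gm42047* (1.59, adjusted p = 0.0316), *Mir703* (1.35, adjusted p = 0.0281) and 3 genes that overlap another tested gene and are uncertain, *mt-Atp8* (1.27, adjusted p = 0.0329), *1110032F04Rik* (0.97, adjusted p = 0.0276) and *Gm17641* (0.89, adjusted p = 0.0496). *Sycp2*, *Tex12*, *Tnn*, *Gm42047* and *Gm17641* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0549 to 0.212). *Sycp2* and *Gm42047* lost their calls without *Osr1 controls* replicate 2 (adjusted p from 0.149 to 0.173). All except *Osr1*, *Sycp2*, *Cemip*, *Klhl4*, *Tnfrsf11a* and *Gm42047* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.0584 to 0.224). *Tnn*, *Adad2*, *Mctp2*, *Oxtr*, *Mir703*, *mt-Atp8*, *1110032F04Rik* and *Gm17641* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0513 to 0.172).

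Of 25 genes of meiotic prophase, listed after these values were seen, 13 fell and 12 did not pass the test, while 5 of 24 germ cell genes outside meiosis fell and 19 did not pass. Adjusted over the list alone, the numbers that fell were 22 and 11. Of 5 measured sex-linked genes 1 fell, the Y-linked *Uty* (-1.02, adjusted p = 0.0418), and 4 fell when adjusted over the list alone. The call of *Uty* ended without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p = 0.194) and replicate 2 labelled *Osr1 GCE/GCE* (adjusted p = 0.107). The split of the calls moved with the scaling, since TMM factors gave 232 downregulated and 237 upregulated DEGs (49.5% down) and library totals 480 and 197 (70.9% down), against 60.7% down with the authors' factors. Left out in turn, *Osr1 controls* replicates 1 and 2 gave 864 and 1460 DEGs, and replicates 1 and 2 labelled *Osr1 GCE/GCE* gave 25 and 289, of which 414, 488, 15 and 194 were among the 562. Lower meiotic genes numbered 8, 12, 5 and 13 and lower germ cell genes 19, 9, 0 and 3 in the same 4 fits. DESeq2 on the recovered reads gave 1469 DEGs and edgeR 528, whereas limma without its trend and robust options gave 0, with 3425 genes at an unadjusted p under 0.05.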

We further characterized DEGs by performing gene ontology (GO) analysis. 

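Genes of muscle, of the ECM, of meiosis and of axon guidance were over-represented among the genes downregulated in the libraries labelled *Osr1 GCE/GCE*, a group whose *Osr1* counts were higher. Of the 335 downregulated DEGs with an Entrez identifier, 16 belonged to the Reactome set of 203 genes for extracellular matrix organization (adjusted p = 0.00737), 8 to the 53 genes of collagen biosynthesis and modifying enzymes (adjusted p = 0.00737) and 7 to the 56 genes of ECM proteoglycans (adjusted p = 0.0236). Muscle contraction had the lowest adjusted p of the 853 sets, with 11 of its 52 genes downregulated (adjusted p = 2.24e-05), a value shared with striated muscle contraction. For axon guidance, whose ligands and receptors also steer migrating cells, 17 of 262 genes were downregulated (adjusted p = 0.0159) and 15 were upregulated (adjusted p = 0.00354). Meiosis had 8 of 63 genes downregulated (adjusted p = 0.0131). Among 30 skeletal muscle genes 8 fell, including *Actc1* (log2 fold change -0.92, standard error 0.10, adjusted p = 0.0233), *Acta1* (-1.24, adjusted p = 0.0276) and *Myog* (-1.09, adjusted p = 0.0276), and none rose (21 and 0 when adjusted over the list alone). Their median log2 fold change was -0.89 (camera adjusted p = 3.43e-14, and adjusted p = 0.464 with an estimated correlation), and 13, 7, 0 and 4 of them fell without *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE*. *Actc1*, *Acta1* and *Myog* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.0763 to 0.133). *Myog* lost its call without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p = 0.0562).

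The sets were tested with one-sided Fisher's exact tests against 13982 tested genes with an Entrez identifier and a mean TPM over 1, and 16 sets passed for the downregulated and 7 for the upregulated DEGs. Fewer or more sets passed for the downregulated DEGs without single libraries, 5 without *Osr1 controls* replicate 1, 60 without *Osr1 controls* replicate 2, 4 without replicate 1 labelled *Osr1 GCE/GCE* and 6 without replicate 2 labelled *Osr1 GCE/GCE*, and TMM scaling left 3. For the upregulated DEGs, 2 sets passed without *Osr1 controls* replicate 2 and 0 without replicate 1 labelled *Osr1 GCE/GCE*. The GO, Jensen and KEGG libraries were not used here.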

GO analysis for biological processes on all DEGs revealed an enrichment of terms associated with ECM organization and cell migration (Fig. 3D; Fig. S3B). ECM-associated terms were also identified by GO analysis using the Jensen compartment database (Fig. 3E), and the term ECM-receptor interaction was enriched after GO analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (Fig. 3F; Fig. S3C). 

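Receptors for ECM proteins moved in both directions in the libraries labelled *Osr1 GCE/GCE*, the group with the higher *Osr1* counts. Of 32 such genes, 3 rose, 1 fell and 28 did not pass the test (4 and 5 when adjusted over the list alone). *Cd47*, which encodes the integrin-associated thrombospondin receptor, rose (normalized counts 6574 and 6781 in the *Osr1 controls* libraries and 10795 and 11138 in the libraries labelled *Osr1 GCE/GCE*, log2 fold change 0.72, standard error 0.08, adjusted p = 0.0276). *Itga6*, a laminin-binding integrin subunit, rose as well (0.48, adjusted p = 0.0333). The median of the list was -0.13, or -0.06 without *Osr1 controls* replicate 1, and the list did not differ from other genes (camera adjusted p = 0.582). Of the 20 genes shown as lower in Fig. S3C, 19 were lower here and 9 of them fell, including *Lama5* (-0.74, adjusted p = 0.0487), *Col6a2* (-0.68, adjusted p = 0.0450), *Col6a3* (-0.52, adjusted p = 0.0473) and *Sv2c* (-0.86, adjusted p = 0.0329, uncertain through an overlapping gene). Of the 8 genes shown as higher, 7 were higher and 3 of them rose. The genes of that panel were chosen on these libraries, so their tallies are not independent evidence of a direction. *Thbs1*, which encodes a ligand of CD47, fell (-0.42, adjusted p = 0.0467). All except *Osr1*, *Cd47*, *Itga6* and *Sv2c* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0545 to 0.111). *Itga6* and *Thbs1* lost their calls without *Osr1 controls* replicate 2 (adjusted p from 0.0637 to 0.107). All except *Osr1* and *Cd47* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.129 to 0.261). All except *Osr1*, *Cd47* and *Col6a3* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0502 to 0.107).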

Further GO analysis for biological processes by separating down- and upregulated genes showed an enrichment of ECM terms in genes downregulated in LECs of *Osr1^GCE/GCE^* embryos (Fig. 3G). 

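All 25 measured genes of fibrillar and network collagens had lower levels in the libraries labelled *Osr1 GCE/GCE* than in the *Osr1 controls* libraries, in contrast to *Osr1*, which read higher there. Of these 7 fell and 18 did not pass the test (15 fell when adjusted over the list alone), and the median log2 fold change was -0.61 (camera adjusted p = 1.27e-11, and adjusted p = 0.464 with an estimated correlation). *Col1a1*, which encodes the main chain of type I collagen (ENSMUSG00000001506.10, chromosome 11 of mm10 from 94936224 to 94953042), had 73372 and 58643 normalized counts in the *Osr1 controls* libraries and 37678 and 42569 in the libraries labelled *Osr1 GCE/GCE* (log2 fold change -0.71, standard error 0.12, adjusted p = 0.0343). *Col5a1*, a regulator of collagen fibril assembly with an uncertain level through an overlapping gene, fell (-0.61, adjusted p = 0.0333), as did *Col12a1*, a collagen of fibril surfaces (-0.89, adjusted p = 0.0371), and *Col8a1*, a network-forming collagen (-1.15, adjusted p = 0.0329). Non-ECM marker genes of fibroblasts moved the same way, with 7 of 30 lower and only *Osr1* higher (15 and 2 when adjusted over the list alone) and a median of -0.54 (camera adjusted p = 2.81e-07, and adjusted p = 0.464 with an estimated correlation). *Crabp1* (-0.93, adjusted p = 0.0276) and *Osr2* (-0.83, adjusted p = 0.0333) are examples. Of the fibroblast list, 3 genes also stand in another list and 3 in panels or tables of the paper.

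With *Osr1 controls* replicates 1 and 2 and then replicates 1 and 2 labelled *Osr1 GCE/GCE* left out in turn, 5, 20, 0 and 3 collagen genes and 5, 16, 0 and 2 fibroblast markers fell, and without *Osr1 controls* replicate 1 the fibroblast median was -0.34. *Col1a1* and *Col5a1* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0567 to 0.0605). Of the called genes named, only *Osr1* kept its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.114 to 0.193). *Col1a1*, *Col12a1* and *Osr2* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0527 to 0.0676).

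**Figure D2:**
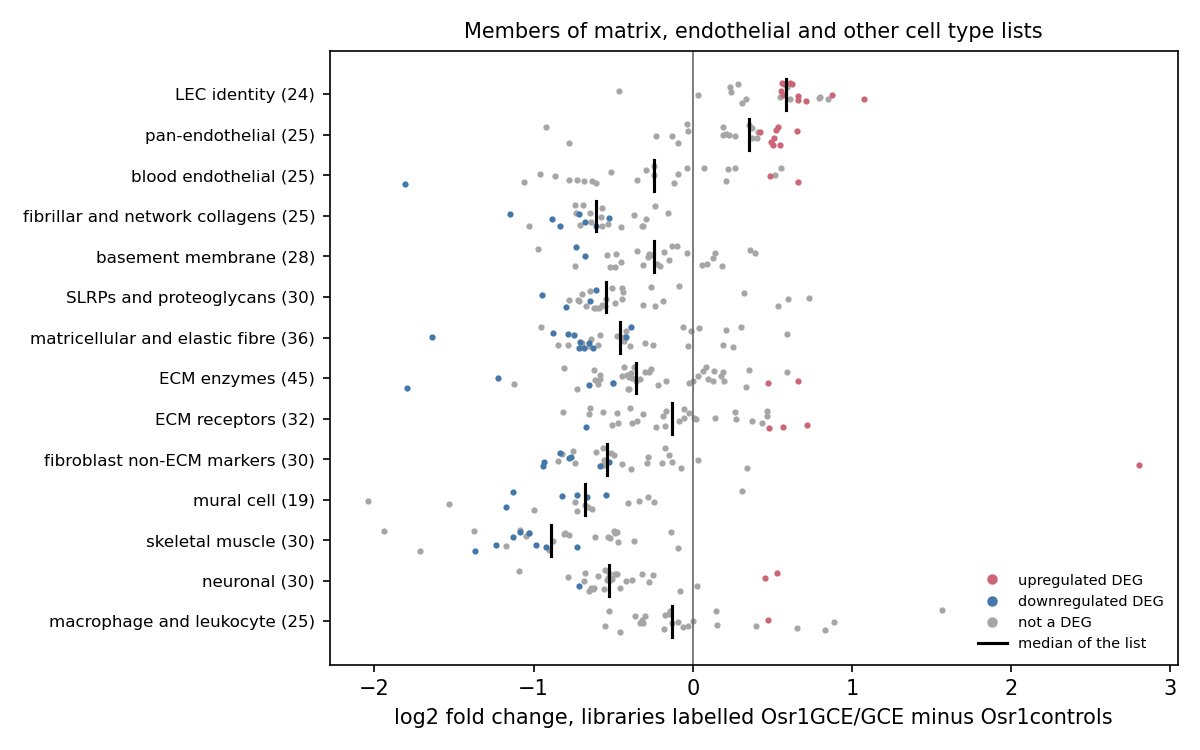
Log2 fold changes of the members of 14 gene lists, the libraries labelled *Osr1 GCE/GCE* minus *Osr1 controls*, each point 1 gene and the number of measured genes in brackets. Vertical bars mark the medians, for example 0.58 for LEC identity, -0.61 for collagens and -0.89 for skeletal muscle; red and blue points are DEGs.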

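Secreted proteins that bind or assemble the ECM were lower in the libraries labelled *Osr1 GCE/GCE*, whose *Osr1* level was higher. Of 36 matricellular and elastic fibre genes 11 fell and none rose (22 and 1 when adjusted over the list alone), with a median log2 fold change of -0.46 (camera adjusted p = 4.00e-08, and adjusted p = 0.464 with an estimated correlation). *Igfbp5* had 32454 and 27078 normalized counts in the *Osr1 controls* libraries and 18204 and 18141 in the libraries labelled *Osr1 GCE/GCE* (log2 fold change -0.71, standard error 0.10, adjusted p = 0.0276), and *Fbln2*, a fibulin (-0.71, adjusted p = 0.0377), and *Ltbp1*, which tethers latent TGF-beta to the matrix (-0.68, adjusted p = 0.0387), also fell. Among 45 ECM enzymes 4 fell and 2 rose (15 and 5 when adjusted over the list alone, median -0.36, camera adjusted p = 0.00209, and adjusted p = 0.464 with an estimated correlation). *Pcolce*, an enhancer of procollagen processing (-1.22, adjusted p = 0.0262), and *Adamts2*, a procollagen N-proteinase (-0.65, adjusted p = 0.0440), fell, whereas *Plau*, the urokinase gene (0.66, adjusted p = 0.0276), and *Adam10*, a sheddase (0.47, adjusted p = 0.0333), rose. Of 28 basement membrane genes 2 fell, *Lama5* and *Fras1* (-0.68, adjusted p = 0.0362), and 26 did not pass (6 lower and 2 higher when adjusted over the list alone, median -0.24, camera adjusted p = 0.00786, and adjusted p = 0.464 with an estimated correlation). Mural cell genes moved in the same direction, with 6 of 19 lower and none higher (9 and 1 when adjusted over the list alone), among them *Acta2* (-1.13, adjusted p = 0.0185), *Tagln* (-1.18, adjusted p = 0.0276) and *Tpm2* (-0.82, adjusted p = 0.0276), and a median of -0.68 (camera adjusted p = 3.98e-07, and adjusted p = 0.464 with an estimated correlation). *Tagln* and *Pcolce* overlap other tested genes and are uncertain.

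Without *Osr1 controls* replicate 1 the medians of the mural cell, ECM enzyme and basement membrane lists were -0.33, -0.19 and -0.12, and without replicate 2 labelled *Osr1 GCE/GCE* the basement membrane median was -0.14. In the fits without *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE*, in this order, 7, 18, 1 and 4 matricellular genes, 3, 14, 1 and 3 ECM enzymes, 1, 7, 0 and 2 basement membrane genes and 6, 14, 1 and 2 mural cell genes fell. *Adam10* and *Lama5* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0545 to 0.0630). *Adam10* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.0583). All except *Osr1* and *Acta2* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.0584 to 0.261). *Fbln2*, *Ltbp1*, *Adamts2*, *Lama5* and *Tpm2* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0540 to 0.0676).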

In line, GO analysis against the Jensen Compartment database by separating down- and upregulated genes revealed genes associated with ECM-related terms as top ranked within downregulated genes (Fig. S3D). Among genes upregulated in LECs of E13.5 *Osr1^GCE/GCE^* embryos, GO analysis for biological processes revealed terms associated with vascular development ranking top (Fig. 3G). 

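Genes of LEC identity were higher in the libraries labelled *Osr1 GCE/GCE*, alongside the higher *Osr1*. Of 24 such genes 11 rose and none fell (17 and 0 when adjusted over the list alone), and their median log2 fold change was 0.58 (camera adjusted p = 2.21e-14, and adjusted p = 0.464 with an estimated correlation). *Mmrn1* had 26847 and 34195 normalized counts in the *Osr1 controls* libraries and 55087 and 55941 in the libraries labelled *Osr1 GCE/GCE* (log2 fold change 0.87, standard error 0.12, adjusted p = 0.0276), and *Nr2f2*, a transcription factor of venous and lymphatic endothelium, rose (0.66, adjusted p = 0.0276). For *Prox1* the log2 fold change was 0.80 (standard error 0.31, adjusted p = 0.275), with 14850 and 25816 normalized counts in the *Osr1 controls* libraries and 36935 and 31263 in the libraries labelled *Osr1 GCE/GCE*. Of 25 pan-endothelial genes 8 rose and none fell (13 and 0 when adjusted over the list alone), with a median of 0.35 (camera adjusted p = 6.08e-07, and adjusted p = 0.464 with an estimated correlation), for example *Ecscr*, an endothelial surface gene (0.51, adjusted p = 0.0333). Blood endothelial genes did not differ from other genes as a list (median -0.24, camera adjusted p = 0.310), and of 25 members *Nr2f2* and *Unc5b* (0.49, adjusted p = 0.0495) rose while *Gja5*, an arterial connexin gene (-1.81, adjusted p = 0.0406), fell (3 each way when adjusted over the list alone). *Prox1*, *Nr2f2*, *Unc5b* and *Gja5* overlap other tested genes and are uncertain. Among Reactome sets, hemostasis had 19 of its 357 genes upregulated (adjusted p = 0.00211), and EPH-ephrin signaling 7 of 73 (adjusted p = 0.0211).

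*Osr1 controls* replicate 1 stood apart in some endothelial genes, with 3285 normalized counts of *Vwf* against 1388 in *Osr1 controls* replicate 2 and 1348 and 1153 in the libraries labelled *Osr1 GCE/GCE*, and the blood endothelial median was 0.00 without that library and -0.46 without *Osr1 controls* replicate 2. Leaving out *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE* in turn left 10, 18, 1 and 5 LEC identity and 8, 5, 0 and 3 pan-endothelial genes higher, and without *Osr1 controls* replicate 2 4 pan-endothelial genes fell. *Unc5b* and *Gja5* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0538 to 0.140). Except for *Osr1*, no called gene named kept its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.0779 to 0.207). *Mmrn1* and *Ecscr* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0549 to 0.0598). *Prox1* had a log2 fold change of 0.40 without *Osr1 controls* replicate 1. Without *Osr1 controls* replicate 2, which left only the library that stood apart as control, it was 1.19.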

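The 18 genes of the panel, among them receptors and junction genes of lymphatic vessels, all had higher levels in the libraries labelled *Osr1 GCE/GCE*, the group in which *Osr1* also read higher. Of these, 8 rose and 10 did not pass the test. *Calcrl*, the adrenomedullin receptor gene, had 2252 and 2249 normalized counts in the *Osr1 controls* libraries and 3655 and 3437 in the libraries labelled *Osr1 GCE/GCE* (log2 fold change 0.65, standard error 0.09, adjusted p = 0.0276). The receptors *Tgfbr2* (0.55, adjusted p = 0.0284), *Tgfbr3* (0.43, adjusted p = 0.0434) and *Tie1* (0.42, adjusted p = 0.0494) rose, as did *Mmrn1*, *Kdr*, *Flt4* and *Hhex*. Among the other 10, the log2 fold change ran from 0.35 for *Egfl7* (adjusted p = 0.0846) to 0.80 for *Reln* (adjusted p = 0.0520), and *Cdh5*, which encodes VE-cadherin, had 0.37, adjusted p = 0.0750. *Tgfbr3*, *Egfl7* and *Reln* overlap other tested genes and are uncertain. DESeq2 on the recovered reads called 17 of the 18 upregulated. The panel was selected on these libraries, so the shared direction is not independent evidence. *Tgfbr3*, *Tie1* and *Flt4* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0601 to 0.167). *Tgfbr3*, *Tie1* and *Kdr* lost their calls without *Osr1 controls* replicate 2 (adjusted p from 0.0506 to 0.0563). All of these genes except *Osr1* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.102 to 0.243). All except *Osr1*, *Calcrl*, *Tgfbr2* and *Kdr* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0524 to 0.163). The log2 fold change of *Reln* was 0.55 without *Osr1 controls* replicate 1 and 1.04 without *Osr1 controls* replicate 2, where that of *Egfl7* was 0.44. For *Cdh5* it was 0.47 without replicate 2 labelled *Osr1 GCE/GCE*.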

In line with this, selected genes known to have a positive effect in lymphatic vasculature formation (Schulte-Merker et al., 2011; Alitalo et al., 2005; Gauvrit et al., 2018; Liu et al., 2018; Xiang et al., 2020) were found to be upregulated in LECs of E13.5 *Osr1^GCE/GCE^* embryos (Fig. 3H).

**Fig. 3.**
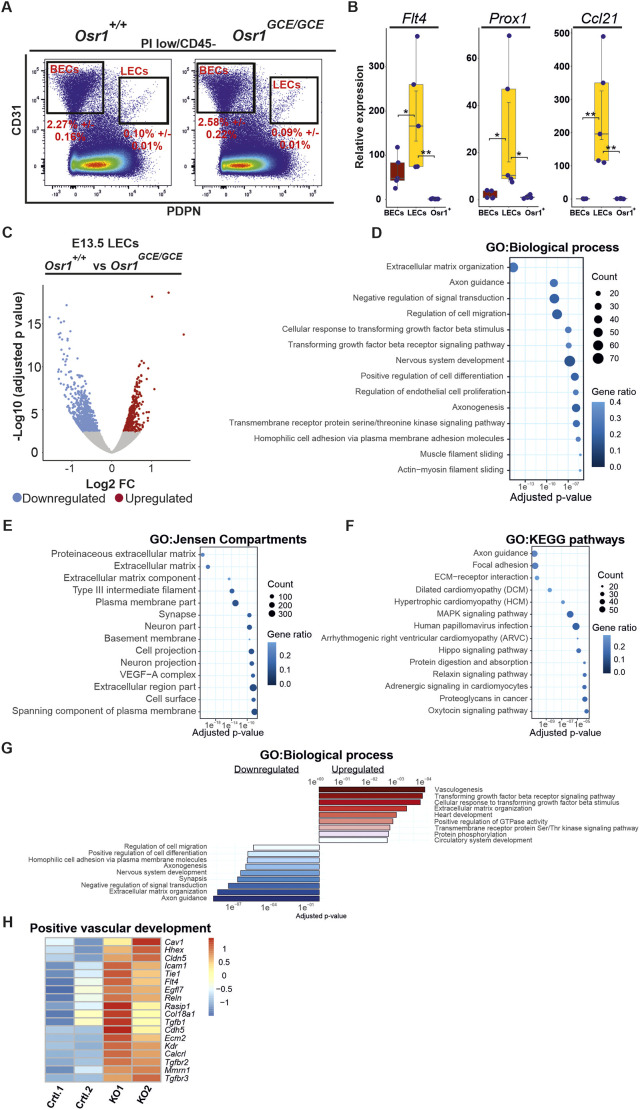
**Transcriptional adaptations of LECs to an environment lacking Osr1.** (A) Cell sorting strategy for isolating E13.5 LECs (CD45^−^ PDPN^+^ CD31^+^) and BECs (CD45^−^ PDPN^−^ CD31^+^) from Osr1^controls^ (*Osr1^+/+^* and *Osr1^GCE/+^*) and *Osr1^GCE/GCE^* embryos. Percentage of cells±standard deviation of the mean is shown. *n*=9. (B) Box plots from RT-qPCR analysis showing relative expression of Vegfr3, Prox1 and Ccl21 in E13.5 FACS isolated BECs, LECs and *Osr1^GCE/+^* cells. Relative expression was normalized to *Osr1^GCE/+^* cells. *n*=5. *P<0.05, **P<0.01 (one-way ANOVA with Dunnett's multiple comparisons). Error bars represent s.e.m. Box plots show median values (middle bars), first to third interquartile ranges (boxes), whiskers indicate 1.5× the interquartile ranges and dots indicate measured sample values. (C) Volcano plot showing transcriptome analysis of E13.5 FACS sorted LECs from *Osr1^controls^* and *Osr1^GCE/GCE^* embryos showing upregulated (red) and downregulated (blue) genes identified by an absolute log2 fold change>0.3 and an adjusted *P*-value<0.05. (D-F) Dot plot depiction of GO analysis for biological processes (D), Jensen Compartments (E) and KEGG pathways (F) using all deregulated genes; top 14 terms ranked by their adjusted *P*-value are shown. Count represents number of genes in the term; gene ratio represents the percentage of significant genes over the total genes in a given term. (G) Bar plot representation of GO analysis for biological processes performed in upregulated (red) or downregulated genes (blue). Terms were ranked by their adjusted *P*-value. (H) Heatmap depiction of TPM values for selected genes positively involved in lymphatic vessel formation. Raw scaled normalization is represented on the right.

In summary, lack of *Osr1* in mesenchymal cells leads to a series of transcriptional adaptations in embryonic LECs. Mesenchymal cell impairment leads to decreased expression of ECM and ECM-receptor interaction genes and downregulation of genes involved in cell migration in LECs of *Osr1^GCE/GCE^* embryos. Finally, E13.5 *Osr1^GCE/GCE^* LECs activate genes positively involved in lymphatic vessel formation, suggesting a compensatory mechanism.

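A broader list of lymphangiogenic signalling genes, fixed from general knowledge, moved upward in the libraries labelled *Osr1 GCE/GCE* (the libraries with more *Osr1*). Of its 35 measured members 10 rose, 1 fell and 24 did not pass the test (13 and 3 when adjusted over the list alone), with a median log2 fold change of 0.27 (camera adjusted p = 2.88e-05, and adjusted p = 0.464 with an estimated correlation). The receptors *Nrp2*, *Calcrl* and *Kdr* and the transcription factor *Nr2f2* were among those that rose, with *Nrp2* and *Nr2f2* uncertain through overlapping genes. *Svep1*, a secreted ECM protein needed for lymphatic vessel formation, was the member that fell (log2 fold change -0.68, standard error 0.13, adjusted p = 0.0434). The numbers that rose were 8, 10, 0 and 6 without *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE*, and without the last the median was 0.44. *Svep1* lost its call without *Osr1 controls* replicate 1 (adjusted p = 0.0549). *Kdr* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.0506). Of the called genes named, only *Osr1* kept its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.0779 to 0.233). From the lower ECM, ECM-receptor and migration genes and the higher vascular genes, the paper concludes that LECs adapt their transcription to impaired mesenchymal cells, and it proposes that the higher genes compensate.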

### Transcriptome analysis of mesenchymal Osr1^+^ cell–LEC interactions via the ECM

RNA-seq analysis revealed that LECs in *Osr1^GCE/GCE^* embryos have a deregulated transcriptional signature of ECM organization and ECM-receptor interaction, with many genes related to these terms being downregulated (Fig. 3; Fig. S3). To address this from the perspective of Osr1^+^ mesenchymal cells, we used our previously published RNA-seq dataset of Osr1^+^ cells from E13.5 *Osr1^GCE/+^* versus *Osr1^GCE/GCE^* embryos (Vallecillo-Garcia et al., 2017). To specifically select for dermal fibroblast-expressed genes, we intersected the 511 E13.5 *Osr1^GCE/GCE^* DEGs with the 976 genes found to be highly abundant in the dermal cluster of E13.5 *Osr1*-expressing cells extracted from a published single-cell (sc)RNA-seq dataset (Vallecillo-Garcia et al., 2023), given that this cluster was enriched for key embryonic skin dermal fibroblast population markers (Ge et al., 2020; Gupta et al., 2019) (Fig. 4A). Among the genes deregulated in E13.5 *Osr1^GCE/GCE^* cells, we identified 50 deregulated ‘dermal’ genes (Fig. 4B; Table S6). We subjected this set of genes to GO analysis and found the terms ‘small leucine-rich proteoglycan (SLRP) molecules’, ‘NCAM1 interactions’ and ‘TGF-beta regulation of extracellular matrix’ as significant terms downregulated in this intersection (Fig. 4C). Further GO analysis of the molecular functions of upregulated genes in this intersection revealed that ‘metalloendopeptidase activity’ and ‘metallopeptidase activity’ were the only significantly enriched terms (Fig. 4D). Consistent with the observations of ECM defects seen in embryos lacking *Osr1* in other tissues (Vallecillo-Garcia et al., 2017; Kotsaris et al., 2023), this analysis suggested that in dermal E13.5 *Osr1*-deficient cells, ECM production and organization mediated by mesenchymal cells may be also impaired.

**Fig. 4.**
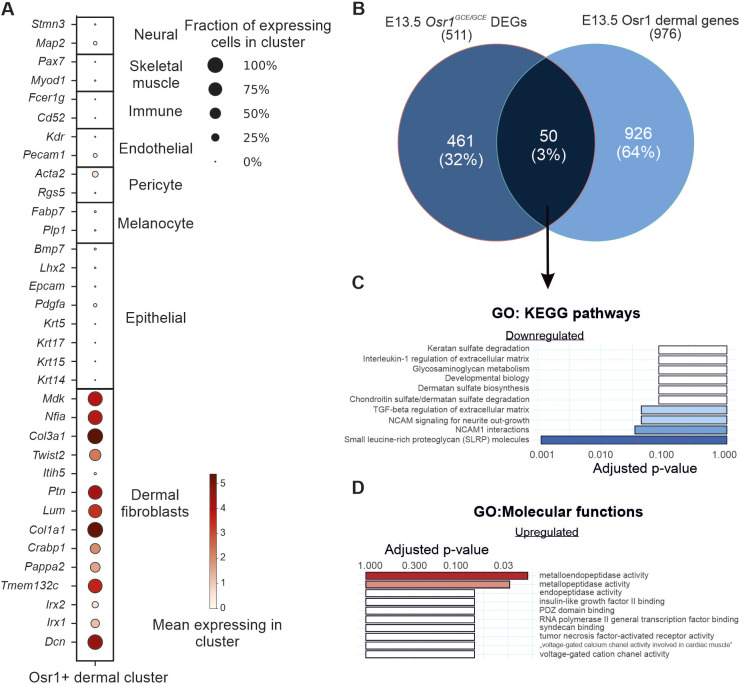
**LECs-Osr1 interactions in the dermis.** (A) Expression of key genes for the main cell populations of embryonic skin tissues (Gupta et al., 2019) in the E13.5 Osr1^+^ dermal cell cluster identified by scRNA-seq (Vallecillo-Garcia et al., 2023). (B) Venn diagram intersecting deregulated genes obtained after RNA-seq analysis of E13.5 *Osr1^GCE/+^* versus *Osr1^GCE/GCE^* cells and genes characterizing the E13.5 Osr1 dermal cluster identified by scRNA-seq analysis. (C,D) Bar plot representation of GO analysis using 50 genes deregulated in *Osr1^GCE/GCE^* cells and enriched in E13.5 dermal cluster for KEGG pathways in downregulated genes (blue) and for molecular functions in upregulated genes (red). Terms were ranked by their adjusted P-value.

### Impaired ECM scaffold in the dermis of *Osr1*-deficient embryos

Transcriptome analyses of E13.5 Osr1^+^ cells and LECs suggested defective ECM organization in the developing lymph vasculature of *Osr1^GCE/GCE^* embryos. We therefore characterized the ECM in direct contact with the dermal vasculature. Dermal fibroblasts are the primary source of ECM scaffold components such as *Col12a1*, *Col1a1*, *Fn1*, *Col3a1*, or small leucine-rich proteoglycans (SLRPs) such as *Dcn* or *Lum*; of note, *Osr1* expression is enriched in dermal fibroblasts (Rezza et al., 2016) (Fig. S4A). Whole-mount immunofluorescence of E14.5 skin using antibodies against the ECM proteins COL12A1, COL6 and TNC revealed an impaired ECM scaffold in direct contact with lymphatic vasculature showing frayed fiber organization and increased TNC expression in E14.5 *Osr1^GCE/GCE^* embryos (Fig. 5A-C). The representative images shown in Fig. 5A-C display lymphatic vessels and the surrounding ECM of lymphatic vessels at the front of the migrating zone; of note, ECM-organization defects were observed in ventral regions as well as in the region of the dorsal migrating front of LECs (Fig. S4B). Despite normal formation of dermal blood vessels observed in E14.5 *Osr1^GCE/GCE^* embryos (Fig. S2F), closer appreciation of the basal lamina in dermal blood capillaries showed an irregular, ruffled COL1 staining along the PECAM1^+^ endothelial layer (Fig. 5D). In contrast to blood capillaries, lymphatic vessels at this stage showed almost an absent COL1 staining along the VEGFR3^high^ endothelial layer in both controls and *Osr1^GCE/GCE^* embryos (Fig. S4C).

**Fig. 5.**
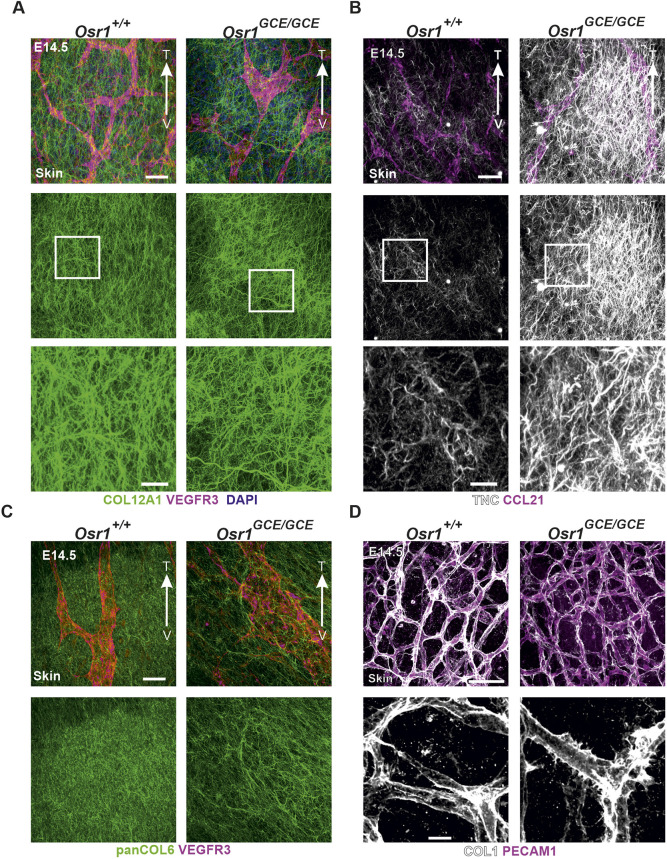
**Impaired dermal ECM in E14.5 *Osr1^GCE/GCE^* embryos*.*** (A-C) Representative micrographs of E14.5 skin whole-mount immunofluorescence showing ECM impairments in *Osr1^GCE/GCE^* embryos. ECM was labeled for COL12A1 (A), TNC (B) and COLVI (C). Lymphatic vasculature is labeled for VEGFR3 (A,C) or CCL21 (B). (D) Representative micrographs of E14.5 skin whole-mount immunofluorescence showing defects in the basal lamina of blood vessels. Endothelial cells are labeled for PECAM1 and basal lamina for COL1. Representative immunofluorescence images have been captured from at least three different embryos. In A-C, arrows show the direction of lymphatic vessels from ventral side (V) to tips (T) pointing to the avascular zone. Scale bars: 50 µm (A-D, upper panels); 20 µm (A,B,D, bottom panels).

### Mesenchymal Osr1^+^ cells are a source of *Vegfc* and control LEC proliferation via a proactive-ECM

Activation of the VEGFC/VEGFR3 signaling pathway is essential for lymphatic vessel formation driving LEC delamination from the cardinal vein and LEC proliferation (Karkkainen et al., 2004; Zhang et al., 2010; Wang et al., 2001; Makinen et al., 2001; Flister et al., 2010). Available scRNA-seq data for the stages E9.5-E13.5 (Cao et al., 2019) showed that mesenchymal cells and endothelial cells were the major source of *Vegfc* expression (Fig. S5A). We confirmed that E13.5 Osr1^+^ cells showed high expression of *Vegfc*, together with endothelial cells, by comparing *Vegfc* transcriptional expression in Osr1^+^ cells, BECs and LECs separated by FACS (Fig. 6A). At E11.5, *Vegfc* expression in BECs was higher compared with mesenchymal Osr1^+^ cells; however, at E13.5 BECs and Osr1^+^ cells express comparable *Vegfc* levels (Fig. S5B). Transcriptome analysis of E13.5 *Osr1^GCE/+^* and E13.5 *Osr1^GCE/GCE^* mesenchymal cells revealed a decrease in *Vegfc* transcripts in cells lacking *Osr1* (Vallecillo-Garcia et al., 2017). We confirmed *Vegfc* transcript downregulation in E13.5 *Osr1^GCE/GCE^* mesenchymal cells, whereas at E11.5, *Osr1^GCE/GCE^* mesenchymal cells produced similar *Vegfc* transcript levels as controls (Fig. 6B). Contradictory to the notion that reduced *Vegfc* in mesenchymal cells may cause a downregulation of *Vegfr3* in LECs, we observed an increase in *Vegfr3* expression in LECs of E13.5 *Osr1^GCE/GCE^* embryos, together with other genes involved in the VEGFR3-signaling axis such as *Hhex*, *Maf* or *Egr1* (Koltowska et al., 2015; Gauvrit et al., 2018; Shin et al., 2008; Dieterich et al., 2017) (Fig. 6C). 

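*Flt4*, which encodes VEGFR3 (ENSMUSG00000020357.3, chromosome 11 of mm10 from 49609263 to 49652739), had 34682 and 43880 normalized counts in the *Osr1 controls* libraries and 63330 and 57005 in the libraries labelled *Osr1 GCE/GCE*, where *Osr1* read higher (log2 fold change 0.62, standard error 0.12, adjusted p = 0.0434). *Hhex*, a transcription factor upstream of *Flt4* and *Prox1* in the work the paper cites, rose from 1433 and 1240 to 1872 and 2008 (log2 fold change 0.54, standard error 0.11, adjusted p = 0.0444). *Maf*, a transcription factor gene, rose from 4118 and 4381 to 6282 and 7193 (log2 fold change 0.66, standard error 0.10, adjusted p = 0.0281), and *Kdr*, which encodes VEGFR2, rose as well (log2 fold change 0.55, standard error 0.08, adjusted p = 0.0293). *Egr1*, an immediate early gene, had 29668 and 27738 normalized counts in the *Osr1 controls* libraries and 13860 and 20460 in the libraries labelled *Osr1 GCE/GCE*, and did not pass the test (log2 fold change -0.77, standard error 0.18, adjusted p = 0.0896). *Maff* did not pass either (0.42, adjusted p = 0.0770). Of the 6 genes that Fig. 6C shows as lower, *Esm1* (-1.06, adjusted p = 0.0843), *Nr4a1* (-0.57, adjusted p = 0.175), *Fos* (-0.58, adjusted p = 0.127), *Camk2b* (-0.86, adjusted p = 0.0683) and *Lama2* (-0.49, adjusted p = 0.0624, uncertain through an overlapping gene) were lower without passing the test, while *Ltb*, a lymphotoxin gene, rose (log2 fold change 0.80, standard error 0.15, adjusted p = 0.0397). On the recovered reads, DESeq2 called *Egr1* and the 5 lower genes downregulated and *Maff* and *Ltb* upregulated. *Flt4* lost its call without *Osr1 controls* replicate 1 (adjusted p = 0.108). *Kdr* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.0506). Except for *Osr1*, no called gene named kept its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.0574 to 0.243). All except *Osr1* and *Kdr* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0524 to 0.163). Without *Osr1 controls* replicate 1 the log2 fold change of *Camk2b* was -1.14. *Esm1* and *Nr4a1* had log2 fold changes of -0.65 and -0.36 without *Osr1 controls* replicate 1. *Maff*, *Esm1*, *Nr4a1* and *Lama2* had log2 fold changes of 0.54, -1.48, -0.77 and -0.58 without *Osr1 controls* replicate 2. *Egr1*, *Nr4a1* and *Fos* had log2 fold changes of -0.49, -0.36 and -0.31 without replicate 1 labelled *Osr1 GCE/GCE*. *Egr1* and *Fos* had log2 fold changes of -1.05 and -0.84 without replicate 2 labelled *Osr1 GCE/GCE*.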

As BECs are also a source of *Vegfc*, we analyzed *Vegfc* expression in E13.5 *Osr1^GCE/GCE^* embryos via RT-qPCR analysis of FACS-isolated BECs and did not observe a change in *Vegfc* expression (Fig. S5C). Of note, available transcriptome analysis of E14.5 skin populations confirms fibroblasts and melanocytes as the main cell types expressing *Vegfc* (Sennett et al., 2015) (Fig. S5D).

**Fig. 6.**
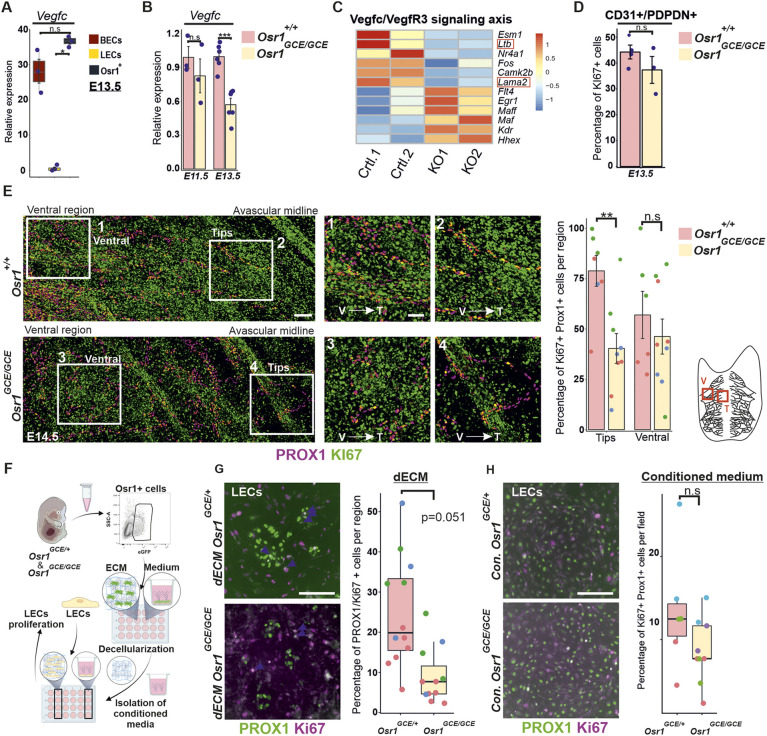
**Mesenchymal Osr1^+^ cells promote LEC proliferation at the migrating front via the ECM.** (A) Relative expression of *Vegfc* in E13.5 *Osr1^GCE/+^* cells, BECs and LECs isolated by FACS. *n*=3. (B) RT-qPCR analysis showing *Vegfc* relative expression in E11.5 (*n*=3) and E13.5 (*n*=6) FACS isolated *Osr1^GCE/+^* and *Osr1^GCE/GCE^* cells. (C) Heatmap depiction of TPM values for selected genes involved in the VEGFC/VEGFR3 signaling pathway. Raw normalized scale is represented on the right. Genes surrounded by a red square are not in agreement with upregulation of the VEGFC/VEGFR3 signaling pathway described by others. (D) Quantification of Ki67^+^/PROX1^+^ cells in cultured FACS-isolated LECs from E13.5 *Osr1^GCE/+^* and *Osr1^GCE/GCE^* embryos shows no differences in proliferation. *n*=3. (E) Representative micrographs of E14.5 skin whole-mount immunofluorescence showing Ki67^+^ proliferative LECs labeled by PROX1. Quantification of PROX1^+^/Ki67^+^ cells in ventral (V) and migration front (T) regions is shown on the right, together with a schematic representation of skin lymphatic vessels and regions measured. *n*=3. (F) Schematic of experimental workflow for decellularized (d)ECM and conditioned media production from E13.5 FACS isolated *Osr1^GCE/+^* and *Osr1^GCE/GCE^* cells. Subsequent tdLEC culture was performed on dECM or using conditioned media. (G) Immunofluorescence of tdLECs cultured on dECM for 48 h. LECs are labeled for PROX1 and Ki67 for proliferation. Quantification of proliferative LECs is shown on the right. *n*=3. (H) Immunofluorescence of tdLECs cultured for 24 h in conditioned media coming from E13.5 FACS isolated *Osr1^GCE/+^* and *Osr1^GCE/GCE^* cells. LECs are labeled for PROX1 and Ki67 for proliferation. Quantification of proliferative LECs is shown on the right**.** Control *n*=3 and KO *n*=4. Measurements obtained from the same embryo are represented as dots with the same color. Representative immunofluorescence images have been captured from at least three different embryos. Scale bars: 100 µm (E); 50 µm (E1-E4); 200 µm (G,H). *P<0.05, **P<0.01, ***P<0.001 (A: one-way ANOVA with Dunnett's multiple comparisons; B, D, E, H: unpaired, two-tailed Student's *t*-test; G: paired, two-tailed Student's *t*-test). n.s., not significant. Error bars represent s.e.m. Box plots show median values (middle bars), first to third interquartile ranges (boxes), whiskers indicate 1.5× the interquartile ranges and dots indicate measured sample values.

E13.5 LECs isolated by FACS from E13.5 whole *Osr1^+/+^* and *Osr1^GCE/GCE^* embryos and cultured *in vitro* did not show defects in cell proliferation (Fig. 6D). Interestingly, using whole-mount immunofluorescence we detected a heterogeneous proliferation of LECs in wild type embryos, depending on their distribution in the skin. LECs in the migrating front show higher proliferation quantified by PROX1/Ki67 co-staining, compared to LECs on the ventral side (Fig. 6E). Quantification of E14.5 LECs proliferation showed a reduced proliferation in E14.5 *Osr1^GCE/GCE^* embryos specifically in the migrating front, while LECs in the ventral lymphatic vasculature (Fig. 6E) showed similar proliferation in *Osr1*-deficient and control embryos.

In order to untangle the mechanism used by Osr1^+^ mesenchymal cells to control LEC proliferation, we aimed to separate the effects coming from signaling molecules secreted by Osr1^+^ cells and the effects of the ECM scaffold produced by Osr1^+^ cells. For this purpose, we isolated E13.5 *Osr1^GCE/+^* and *Osr1^GCE/GCE^* cells via FACS and let them produce either an ECM scaffold or a conditioned medium (Fig. 6F). Next, we isolated dermal LECs from the tail (tdLECs) of adult wild-type mice (Fig. S5E,F) and quantified the effects of decellularized ECM (dECM) or cell-conditioned media on tdLECs proliferation (Fig. 6F). LECs were cultured for 48 h on dECM produced by Osr1^+^ cells (Fig. S5G). LECs cultured on dECM produced by E13.5 *Osr1^GCE/GCE^* cells showed reduced proliferation, quantified by PROX1^+^/Ki67^+^ co-staining, compared with LECs cultured on dECM produced by E13.5 *Osr1^GCE/+^* cells (Fig. 6G). Conversely, conditioned medium produced by E13.5 *Osr1^GCE/GCE^* cells did not significantly reduce LEC proliferation compared with E13.5 *Osr1^GCE/+^* conditioned medium (Fig. 6H).

We conclude that, although mesenchymal Osr1^+^ cells are an important source of *Vegfc* in the mouse, decreased *Vegfc* in *Osr1^GCE/GCE^* cells did not lead to decreased VEGFR3 downstream target expression in LECs. Instead, a defective ECM secreted by *Osr1^GCE/GCE^* cells affects LEC proliferation *in vitro* in line with decreased LEC proliferation in E14.5 *Osr1^GCE/GCE^* embryos at the migrating front of the growing lymph vasculature.

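Early response genes downstream of VEGFR3 and growth factor signaling were, as a list, lower in the libraries labelled *Osr1 GCE/GCE*, the group with higher *Osr1*. The list holds general immediate early genes as well, so it does not measure VEGFR3 output alone. Of 31 such genes none rose, 3 fell and 28 did not pass the test (2 and 9 when adjusted over the list alone), with a median log2 fold change of -0.28 (camera adjusted p = 0.00269, and adjusted p = 0.464 with an estimated correlation). Those that fell were *Egr2*, a zinc finger transcription factor gene (log2 fold change -0.73, standard error 0.14, adjusted p = 0.0434), *Ier3*, an immediate early gene (log2 fold change -0.54, standard error 0.10, adjusted p = 0.0377), and *Jun*, a component of AP-1 (log2 fold change -0.49, standard error 0.09, adjusted p = 0.0404). Each of them had lower normalized counts in both of the libraries labelled *Osr1 GCE/GCE*, for *Jun* 15407 and 17020 against 21838 and 23528, although *Jun* overlaps *Junos* and is uncertain. Members with higher levels did not pass, such as *Dusp2* (0.55, adjusted p = 0.110) and *Dusp6*, a feedback phosphatase gene of ERK (0.29, adjusted p = 0.116). Members that fell numbered 2, 4, 0 and 6 without *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE*. *Egr2* lost its call without *Osr1 controls* replicate 1 (adjusted p = 0.0734). *Jun* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.0805). *Egr2*, *Ier3* and *Jun* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.174 to 0.207). *Ier3* lost its call without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p = 0.116). *Dusp2* had a log2 fold change of 0.31 without *Osr1 controls* replicate 1. It was 0.80 without *Osr1 controls* replicate 2.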

### Mesenchymal Osr1^+^ cells provide beneficial guidance for LEC migration

In line with a reduced LEC migration observed in the skin of E14.5 *Osr1^GCE/GCE^* embryos, cell migration was one of the most enriched terms in the GO analysis for biological processes in E13.5 LEC RNA-seq data, in which the majority of deregulated genes were downregulated (Fig. 7A). 

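Of the migration genes of Fig. 7A, 34 are shown as lower and 21 as higher, and each had that direction in the libraries labelled *Osr1 GCE/GCE*, whose *Osr1* counts were higher. Of the former 14 fell and 20 did not pass the test, and of the latter 11 rose and 10 did not pass. *Sfrp1*, a secreted Wnt inhibitor (log2 fold change -0.79, standard error 0.10, adjusted p = 0.0276), and *Carmil1*, a regulator of actin capping (log2 fold change -0.66, standard error 0.11, adjusted p = 0.0329), were among the lower genes. *Sema3d*, a secreted semaphorin whose gene overlaps others and is uncertain (log2 fold change 0.79, standard error 0.09, adjusted p = 0.0262), and *Stc1* (0.67, adjusted p = 0.0276) were among the higher ones. The panel was chosen on these libraries and is not independent evidence of a direction. In a list of 63 axon guidance ligands and receptors fixed from general knowledge, 6 genes fell, 4 rose and 53 did not pass (27 and 6 when adjusted over the list alone), with a median log2 fold change of -0.38 (camera adjusted p = 8.65e-05, and adjusted p = 0.464 with an estimated correlation). *Ephb3* (-0.94, adjusted p = 0.0276), *Robo2* (-0.82, adjusted p = 0.0333) and *Sema4g* (-0.67, adjusted p = 0.0329) fell, and *Ephb1* rose (0.61, adjusted p = 0.0362). Neuronal and glial marker genes were lower too, as lists. Of 30 neuronal genes 1 fell, *Mapt* (-0.72, adjusted p = 0.0458), and 2 rose, *Gap43* (0.46, adjusted p = 0.0377) and *Rtn1* (0.53, adjusted p = 0.0434), at a median of -0.53 (15 lower and 2 higher when adjusted over the list alone, camera adjusted p = 6.84e-07, and adjusted p = 0.464 with an estimated correlation). Of 20 glial genes 2 fell, *Erbb3* (-0.62, adjusted p = 0.0365) and *Egr2*, at a median of -0.40 (5 lower and 0 higher when adjusted over the list alone, camera adjusted p = 0.000283, and adjusted p = 0.464 with an estimated correlation).

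Without replicate 1 labelled *Osr1 GCE/GCE* the neuronal median was -0.32, and without *Osr1 controls* replicate 1 the axon guidance median was -0.25, while the fits without *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE* gave 8, 23, 0 and 2 lower axon guidance genes, 2, 10, 0 and 2 lower neuronal genes and 1, 6, 0 and 1 lower glial genes. *Mapt* and *Egr2* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0539 to 0.0734). *Gap43* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.0532). All of these genes except *Osr1* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.0532 to 0.247). *Carmil1*, *Sema4g*, *Gap43*, *Rtn1* and *Erbb3* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0829 to 0.130).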

We therefore aimed to clarify whether Osr1 controls the expression of signaling molecules in mesenchymal cells that could act on LECs to promote their migration. We assessed LEC migration *in vitro* by performing scratch assays in cultures of tdLECs isolated from the dermis of adult tail tissues supplemented with conditioned media produced by E13.5 *Osr1^GCE/+^* and *Osr1^GCE/GCE^* cells. tdLECs cultured for 24 h in conditioned medium from E13.5 *Osr1^GCE/GCE^* cells migrated slower into the acellular space compared with LECs cultured in conditioned medium from E13.5 *Osr1^GCE/+^* control cells (Fig. 7B). 

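Table S7 lists 24 upregulated and 44 downregulated LEC genes in ligand-receptor pairs with Osr1+ cells. Here all 24 were higher and all 44 lower in the libraries labelled *Osr1 GCE/GCE*, read against an *Osr1* level that was also higher there. Of the former 13 rose and 11 did not pass the test, and of the latter 19 fell and 25 did not pass. DESeq2 on the recovered reads called 23 of the 24 and 44 of the 44. These genes were chosen by the study on these libraries, so their directions are not independent evidence.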

To evaluate putative interactions between E13.5 Osr1^+^ cells and LECs, we analyzed ligand-receptor interactions using all deregulated genes found in E13.5 *Osr1^GCE/GCE^* cells (511 genes) and in E13.5 LECs (1386 genes) that matched with the interacting pairs defined in Skelly et al. (2018) (Fig. 7C; Table S7). Within the interactions of deregulated ligands in Osr1^+^ cells and deregulated LEC receptors, we found that the Osr1-LEC ligand-receptor pairs TNC-EGFR/ITGA9/ITGAV represented interactions of genes found upregulated in both cell types in line with increased TNC protein abundance in *Osr1^GCE/GCE^* skin (Fig. 5B). By contrast, the ligand-receptor pairs COL3A1-DDR1*/*2 and CXCL12-CXCR4 depicted ligands highly expressed by Osr1^+^ cells (*Col3a1* and *Cxcl12*), which were downregulated in E13.5 *Osr1^GCE/GCE^* cells. Conversely, their interaction partners (*Ddr1*/*2* and *Cxcr4*) were downregulated in LECs of *Osr1^GCE/GCE^* embryos. 

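*Itga9*, which encodes the integrin α9 subunit, rose from 9868 and 10729 normalized counts in the *Osr1 controls* libraries to 15777 and 14709 in the libraries labelled *Osr1 GCE/GCE*, the group that read higher for *Osr1* (log2 fold change 0.57, standard error 0.09, adjusted p = 0.0329). *Itgav*, which encodes the αV subunit, had 7802 and 9440 in the former and 13202 and 10161 in the latter and did not pass the test (log2 fold change 0.43, standard error 0.15, adjusted p = 0.154). *Egfr* had 1816 and 1317 normalized counts in the *Osr1 controls* libraries and 778 and 1150 in the libraries labelled *Osr1 GCE/GCE* and did not pass the test (log2 fold change -0.71, standard error 0.24, adjusted p = 0.175). *Tnc* itself, measured in the LEC libraries, fell (log2 fold change -0.39, standard error 0.08, adjusted p = 0.0496), although *Tnc* and *Itga9* overlap other tested genes and are uncertain. *Tnc* lost its call without *Osr1 controls* replicate 1 (adjusted p = 0.0927). *Tnc* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.131). *Itga9* and *Tnc* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.136 to 0.178). *Tnc* lost its call without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p = 0.102). *Itgav* and *Egfr* had log2 fold changes of 0.24 and -0.43 without replicate 1 labelled *Osr1 GCE/GCE*. DESeq2 on the recovered reads gave adjusted p-values of 0.0477 for *Itgav* and 0.0181 for *Egfr*, in the same directions.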

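*Ddr1*, which encodes a collagen-activated receptor tyrosine kinase, fell in the libraries labelled *Osr1 GCE/GCE*, which are the libraries with more *Osr1*, from 1682 and 1490 normalized counts in the *Osr1 controls* libraries to 975 and 1012 (log2 fold change -0.67, standard error 0.11, adjusted p = 0.0329). Its relative *Ddr2*, uncertain through an overlapping gene, had 4625 and 3982 in the former and 2859 and 3321 in the latter and did not pass the test (log2 fold change -0.48, standard error 0.11, adjusted p = 0.0640). *Cxcr4* had 882 and 769 normalized counts in the *Osr1 controls* libraries and 629 and 531 in the libraries labelled *Osr1 GCE/GCE*, which did not pass either (log2 fold change -0.51, standard error 0.14, adjusted p = 0.0870). DESeq2 on the recovered reads gave adjusted p-values of 0.00900 for *Ddr2* and 0.0385 for *Cxcr4*. The ligand *Cxcl12* was present in the LEC libraries and fell (log2 fold change -0.52, standard error 0.10, adjusted p = 0.0434), and *Col3a1* had a log2 fold change of -0.57, adjusted p = 0.0555. The paper describes Osr1+ mesenchymal cells as what appears to be the main source of *Cxcl12* (Fig. 7D). Non-ECM fibroblast markers were lower in these libraries too, at a median of -0.54. Bulk libraries do not assign a transcript to a cell, so these changes are not shown to be of LECs. *Cxcl12* was the only one of 14 measured genes of the CXCL12 axis and chemokines to fall, and none rose (3 and 1 when adjusted over the list alone). The list had a median of -0.41 (camera adjusted p = 0.0232, a call lost with library totals, and adjusted p = 0.464 with an estimated correlation), and the scavenger receptor *Ackr3* had -0.51, adjusted p = 0.0982. Mesothelial and epithelial genes, which the sort was meant to leave out, were lower at a median of -0.84 over 23 genes, of which none passed the test, singly or adjusted over the list alone (camera adjusted p = 4.42e-05, and adjusted p = 0.464 with an estimated correlation). Without replicate 1 labelled *Osr1 GCE/GCE* that median was -0.31, and without *Osr1 controls* replicate 1 -0.49. *Ddr1* and *Cxcl12* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.180 to 0.231). *Ddr1* and *Cxcl12* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0526 to 0.0676). *Ddr2*, *Cxcr4* and *Col3a1* had log2 fold changes of -0.59, -0.61 and -0.73 without *Osr1 controls* replicate 2.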

The chemokine CXCL12 controls LEC migration in zebrafish development and in newborn mice via its receptor CXCR4 (Peng et al., 2022; Cha et al., 2012). Therefore, we asked whether CXCL12 might have a similar function in embryonic dermal lymphatic vasculature formation in mouse embryos. First, we assessed *Cxcl12* expression in E13.5 Osr1^+^ cells, BECs and LECs and observed that mesenchymal Osr1^+^ cells appear as the main source of *Cxcl12* expression (Fig. 7D). Next, we used the *Cxcr4^KO/KO^* line (Zou et al., 1998) to assess the importance of the CXCL12/CXCR4 axis and performed whole-mount immunofluorescence for LEC markers. At E14.5 LECs showed impaired migration to the dorsal midline in E14.5 *Cxcr4^KO/KO^* embryos, with a concomitant increase in lymphatic vessel caliber and reduced arborization (Fig. 7E; Fig. S6A), similar to E14.5 *Osr1^GCE/GCE^* embryos. In line with the pro-migratory function assigned to *cxcl12* in zebrafish (Peng et al., 2022), LECs in *Cxcr4^KO/KO^* embryos did not show a reduced proliferation at the tip of the migrating front (Fig. 7F). This suggests that, in the mouse, CXCL12/CXCR4 signaling is required for LEC dorsal migration downstream of mesenchymal *Osr1*.

**Fig. 7.**
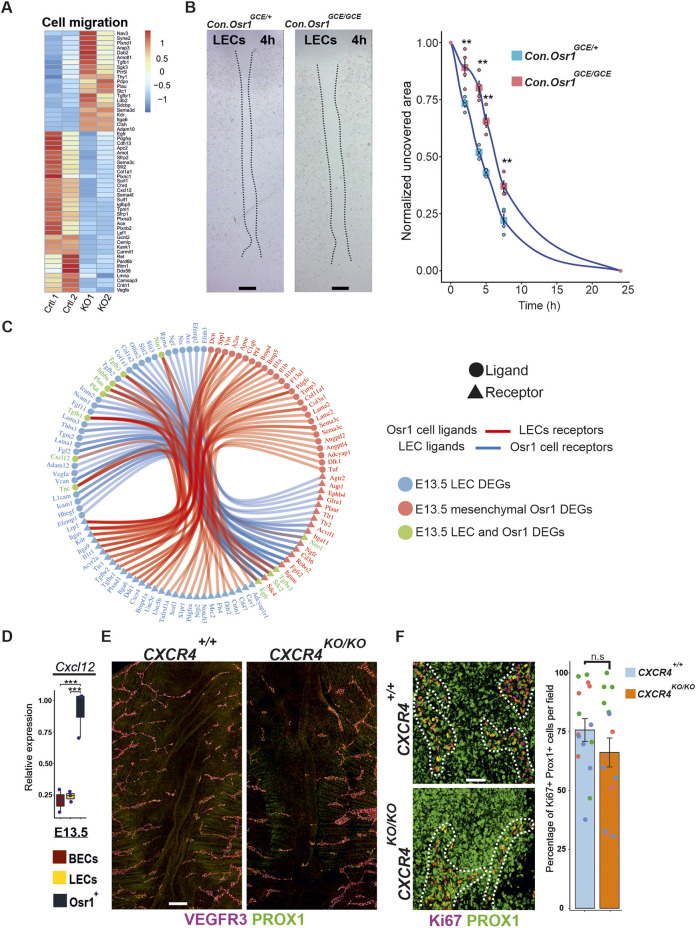
**Mesenchymal Osr1^+^ cells promote LEC migration.** (A) Heatmap depiction of TPM values of genes belonging to the GO biological process ‘regulation of cell migration’. Raw scaled normalization is represented on the right. (B) Migration assay using tdLECs under conditioned media produced by E13.5 *Osr1^GCE/+^* and *Osr1^GCE/GCE^* cells. Representative images after 4 h of culture shown left, quantification of wound closure at 0, 2, 4, 5, 7.5 and 24 h after induction with conditioned media shown on the right. *n*=4. (C) Ligand-receptor pair analysis using DEGs of E13.5 *Osr1^GCE/GCE^* cells and LECs from E13.5 *Osr1^GCE/GCE^* embryos. (D) RT-qPCR analysis showing Cxcl12 relative expression in E13.5 FACS isolated *Osr1^GCE/+^* Osr1^+^ cells, BECs and LECs. *n*=3. (E) E14.5 skin whole-mount immunofluorescence of *Cxcr4^+/+^* and *Cxcr4^KO/KO^* embryos showing lymphatic vessel impairments. Lymphatic vasculature is labeled by VEGFR3. (F) Representative micrographs of E14.5 skin whole-mount immunofluorescence showing normal proliferation of LECs in the migrating front from *Cxcr4^KO/KO^* embryos. LECs are labeled for PROX1 and proliferation measured by Ki67. Quantification of Ki67^+^/PROX1^+^ cells per region is shown on the right. *n*=4. Representative immunofluorescence images have been captured from at least three different embryos. *P<0.05, **P<0.01, ***P<0.001 (D: one-way ANOVA with Dunnett's multiple comparisons; B,F: unpaired, two-tailed Student's *t*-tests). n.s., not significant. Error bars represent s.e.m. Box plot shows median values (middle bars), first to third interquartile ranges (boxes), whiskers indicate 1.5× the interquartile ranges and dots indicate measured sample values. Scale bars: 500 µm (B); 200 µm (E); 50 µm (F).

## DISCUSSION

The formation of lymphatic vasculature during development is crucial for body fluid homeostasis and, therefore, for animal survival. Although several steps in lymphatic vessel development have been well characterized, the role of mesenchymal cells in lymphatic vessel development has remained understudied.

We have shown that mesenchymal Osr1^+^ cells accompany the early migration path of LECs from the cardinal vein to peripheral tissues, including the mesenchyme surrounding the primordial thoracic duct, and Osr1^+^ cells remain in close association with lymphatic vasculature in several vascular beds. Lineage tracing experiments suggest that mesenchymal Osr1^+^ cells appear in the mesenchyme preceding the LEC migration front in the dermis of the embryo. Osr1^+^ descendants also contribute to mural cells of arteries and veins; it remains to be elucidated whether Osr1^+^ cells constitute a population of mural cells for mature lymphatic vessels. Interestingly, in the medulla of lymph nodes, *Osr1* expression remains active in close association to blood and lymphatic vessels, and *Osr1* and *Vegfc/Vegfa* expression are both found in lymph node mesenchymal stromal subpopulations (data not shown, Cyster Lab Shyni Server).

Reminiscent of *Osr1* expression induction in skeletal muscle mesenchymal fibro-adipogenic progenitors triggered by acute muscle injury (Stumm et al., 2018), we observed transcriptional activation of *Osr1* in the dermis of the ear after trauma. This indicates that *Osr1* activation may represent a general mechanism employ by mesenchymal cells as a trauma response, possibly to induce a pro-remodeling phenotype.

Lack of *Osr1* in mesenchymal cells in *Osr1^GCE/GCE^* embryos led to impairment of lymphatic vasculature formation, indicating that Osr1^+^ mesenchymal cells are a new important player controlling LEC behavior in a non-cell-autonomous fashion. In line with the function assigned to mural cells in zebrafish controlling LEC migration and survival (Peng et al., 2022), we observed LEC migration defects in *Osr1*-deficient embryos and a reduced dermal LEC proliferation specifically at the tips of the migrating front. Conversely, blood vessel morphology and pattern were not significantly impaired in *Osr1*-deficient embryos. Of note, the collagen-rich basal lamina of capillaries in the skin of E14.5 *Osr1^GCE/GCE^* embryos shows defects in COL1 abundance, hinting at a possible function of Osr1^+^ cells in blood vessel stability, which remains to be explored. The differential impact of *Osr1* deficiency on blood and lymphatic vasculature formation is in agreement with the earlier formation of the blood vascular plexus in the embryo (Walls et al., 2008) and a later appearance of Osr1^+^ mesenchymal cells in close proximity to blood vasculature (Mugford et al., 2008; Stricker et al., 2006).

We found that Osr1^+^ cells are a source of *Vegfc* in embryonic tissues. Interestingly, *Vegfc* expression at early stages of development was higher in endothelial cells (Cao et al., 2019), whereas at E13.5 Osr1^+^ mesenchymal cells and BECs expressed similar amounts of *Vegfc*. 

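The VEGFR3 co-receptor gene *Nrp2* rose in the libraries labelled *Osr1 GCE/GCE*, with *Osr1* running the same way, from 53279 and 62306 normalized counts in the *Osr1 controls* libraries to 96470 and 92333 (log2 fold change 0.71, standard error 0.10, adjusted p = 0.0276). *Nrp2* overlaps another tested gene and is uncertain. The ligand genes had low levels in these LECs and did not pass the test. *Vegfc* had 336 and 279 normalized counts in the *Osr1 controls* libraries and 266 and 249 in the libraries labelled *Osr1 GCE/GCE* (log2 fold change -0.25, standard error 0.17, adjusted p = 0.446). For *Vegfd*, these values were 206 and 226 against 83.6 and 129 (log2 fold change -1.05, standard error 0.25, adjusted p = 0.0628). *Nrp2* lost its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p = 0.0839). *Vegfc* had a log2 fold change of -0.12 without *Osr1 controls* replicate 1. *Vegfc* had a log2 fold change of -0.38 without *Osr1 controls* replicate 2. *Vegfd* had a log2 fold change of -1.36 without replicate 2 labelled *Osr1 GCE/GCE*.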

Despite *Vegfc* downregulation observed only in E13.5 *Osr1^GCE/GCE^* mesenchymal cells, the LEC transcriptome data suggested that embryonic E13.5 LECs show increased expression of genes involved in the VEGFC-VEGFR3 cascade, at least when assessed at the transcriptional level. This might represent a compensatory mechanism in line with the transcriptional upregulation of ECM components, ECM-interaction genes and other genes positively involved in vascular development, as observed in GO analysis of E13.5 LECs from *Osr1^GCE/GCE^* embryos. Alternatively, two important further aspects may separately or in combination play a role in this transcriptional upregulation. One aspect is the ECM and its mechanical properties sensed by LECs in *Osr1^GCE/GCE^* embryos. We have shown that Osr1^+^ cells are important producers of ECM proteins and that lack of *Osr1* leads to impaired ECM in muscle connective tissue (Vallecillo-Garcia et al., 2017), and in the skin of E14.5 embryos embedding lymphatic vasculature and capillaries (Fig. 5; Fig. S4). It has been demonstrated that the VEGFR3 tyrosine kinase function is highly dependent on mechanical forces (Galvagni et al., 2010; Planas-Paz et al., 2012; Baeyens et al., 2015), representing a crucial aspect in signaling pathway activation downstream of VEGFR3, even independent of VEGFC action. It was shown that reduced tissue stiffness leads to the upregulation of genes positively implicated in lymphatic vascular formation, e.g. *Vegfr3*, *Itga9* or *Hey1* (Frye et al., 2018), which we found upregulated in LECs from E13.5 *Osr1^GCE/GCE^* embryos. 

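*Hey1*, a Notch target gene, had 3576 and 3975 normalized counts in the *Osr1 controls* libraries and 6550 and 4691 in the libraries labelled *Osr1 GCE/GCE*, which had more *Osr1*, and did not pass the test (log2 fold change 0.56, standard error 0.16, adjusted p = 0.110). DESeq2 on the recovered reads gave an adjusted p of 0.00967. Of 24 genes that respond to shear or stiffness 3 rose, *Flt4* and *Itga9* among them, and none fell (9 and 0 when adjusted over the list alone), with a median log2 fold change of 0.28 (camera adjusted p = 0.000192, and adjusted p = 0.464 with an estimated correlation). Of these genes 18 also stand in another list and 7 in panels or tables of the paper. The pan-endothelial list had a median of 0.35, so the shear list does not measure a response to shear or stiffness alone. *Nos3*, which encodes endothelial nitric oxide synthase, had 2000 and 963 normalized counts in the *Osr1 controls* libraries and 799 and 626 in the libraries labelled *Osr1 GCE/GCE* (log2 fold change -0.97, standard error 0.42, adjusted p = 0.310), and overlaps *Atg9b*. Among 22 genes of Notch signaling none rose and 1 fell, *Dlk1* (log2 fold change -0.59, standard error 0.11, adjusted p = 0.0434), with the same counts when adjusted over the list alone. *Dlk1* also stands in the list of non-ECM fibroblast markers, which was lower as a list. The Notch list did not differ from other genes (median -0.16, camera adjusted p = 0.624), and its median was -0.01 without *Osr1 controls* replicate 1 and -0.32 without *Osr1 controls* replicate 2. Without replicate 1 labelled *Osr1 GCE/GCE* the shear list had a median of 0.16, and 3, 2, 1 and 5 members rose without *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE*. *Flt4* and *Dlk1* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0854 to 0.108). *Flt4*, *Itga9* and *Dlk1* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.136 to 0.243). *Flt4* lost its call without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p = 0.0879). *Nos3* had a log2 fold change of -0.45 without *Osr1 controls* replicate 1. Without *Osr1 controls* replicate 2 it was -1.50. *Hey1* had a log2 fold change of 0.32 without replicate 1 labelled *Osr1 GCE/GCE*. Without replicate 2 so labelled it was 0.80.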

Intriguingly, we have observed reduced tissue stiffness upon loss of *Osr1* in a model of skeletal muscle injury (Kotsaris et al., 2023). Thus, the defective EMC we found in *Osr1^GCE/GCE^* embryos may lead to the transcriptional upregulation of genes involved in lymphangiogenesis in LECs. Another important aspect also coupled to the ECM component is fluid shear stress sensed by LECs. LECs are very sensitive to changes in shear stress and VEGFR3 builds a mechanosensory complex modulating different aspects of LEC behavior (Baeyens et al., 2015; Angeli and Lim, 2023). *Osr1^GCE/GCE^* embryos show malformation in the septum primum (Wang et al., 2005) and we here found lymphatic vasculature defects; both aspects very likely affect the shear stress experienced by LECs in E13.5 *Osr1^GCE/GCE^* embryos. Thus, the combination of changes in fluid shear stress experienced by LECs on the luminal side and an impaired ECM and defective support of signaling molecules at the basal side could, in combination, explain upregulation of genes involved in lymphangiogenesis in LECs of E13.5 *Osr1^GCE/GCE^* embryos. Furthermore, *Vegfc^+/−^* heterozygous embryos showed only very subtle defects in embryonic lymphangiogenesis (Hagerling et al., 2013; Srinivasan et al., 2014). Altogether, this argues against reduced *Vegfc* expression in *Osr1^GCE/GCE^* cells as the primary explanation for the lymphatic vasculature defects observed in *Osr1* KO embryos.

In the embryonic dermis, fibroblasts are the main producers of ECM components and therefore key players in the formation of the ECM scaffold embedding dermal blood and lymphatic vasculature (Sennett et al., 2015). Lack of *Osr1* leads to a severely disorganized ECM scaffold in the dermis of E14.5 embryos, paralleling our previous observations in skeletal muscle (Vallecillo-Garcia et al., 2017). In addition, the most prominent terms after GO analysis of deregulated genes in LECs of E13.5 *Osr1^GCE/GCE^* embryos are related to ECM and ECM-interaction genes, suggesting that LECs themselves react to the altered ECM produced by *Osr1*-deficient mesenchymal cells. 

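Proteoglycan genes were lower as a list in the LEC libraries labelled *Osr1 GCE/GCE*, where *Osr1* was higher. Of 30 such genes, small leucine-rich proteoglycans included, 4 fell and none rose (12 and 1 when adjusted over the list alone), with a median log2 fold change of -0.55 (camera adjusted p = 5.88e-06, and adjusted p = 0.473 with an estimated correlation). Examples are the glypicans *Gpc1* (log2 fold change -0.64, standard error 0.10, adjusted p = 0.0329), *Gpc3* (-0.61, adjusted p = 0.0434) and *Gpc4* (-0.79, adjusted p = 0.0333). The small leucine-rich proteoglycan genes *Dcn* (-0.23, adjusted p = 0.504) and *Lum* (-0.44, adjusted p = 0.191) did not pass the test. *Dcn* and *Lum* had log2 fold changes of -0.11 and -0.24 without *Osr1 controls* replicate 1. *Dcn* and *Lum* had log2 fold changes of -0.36 and -0.64 without *Osr1 controls* replicate 2. *Dcn* and *Lum* had log2 fold changes of 0.02 and -0.27 without replicate 1 labelled *Osr1 GCE/GCE*. *Dcn* had a log2 fold change of -0.49 without replicate 2 labelled *Osr1 GCE/GCE*. The dermal genes that Table S6 gives as downregulated in *Osr1 GCE/GCE* mesenchymal cells had a median of -0.44 in the LEC libraries, with 1 of 19 lower, *Sulf1* (-0.50, adjusted p = 0.0453), and 2 higher, *Gap43* and *Tgfbr3* (3 and 2 when adjusted over the list alone, camera adjusted p = 0.0153, and adjusted p = 0.671 with an estimated correlation). Those it gives as upregulated there had a median of -0.47, with 5 of 31 lower, for example *Cpxm2* (-1.20, adjusted p = 0.0402), and 1 higher, *Arhgap6* (0.68, adjusted p = 0.0338) (14 and 3 when adjusted over the list alone, camera adjusted p = 2.88e-05, and adjusted p = 0.464 with an estimated correlation). *Tgfbr3*, *Cpxm2* and *Arhgap6* overlap other tested genes and are uncertain. Chondrocyte and skeletal genes were lower as well, with 2 of 23 falling, *Fmod* (-0.94, adjusted p = 0.0490) and *Tnmd*, none rising, and a median of -0.49 (5 and 1 when adjusted over the list alone, camera adjusted p = 0.000609, and adjusted p = 0.617 with an estimated correlation). Without *Osr1 controls* replicate 1 the medians of the proteoglycan, chondrocyte and Table S6 down lists were -0.33, -0.12 and -0.29, without *Osr1 controls* replicate 2 the chondrocyte median was -0.87, and without replicate 1 labelled *Osr1 GCE/GCE* the Table S6 down median was -0.27. In the fits without *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE*, 4, 13, 0 and 3 proteoglycan genes and 2, 15, 0 and 1 chondrocyte genes fell. *Gpc3*, *Sulf1*, *Tgfbr3* and *Cpxm2* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0601 to 0.0736). *Gap43* and *Tgfbr3* lost their calls without *Osr1 controls* replicate 2 (adjusted p from 0.0532 to 0.0548). Of the called genes named, only *Osr1* kept its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.101 to 0.263). All except *Osr1*, *Gpc3*, *Gpc4* and *Tnmd* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0565 to 0.116).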

Decellularized ECM, but not conditioned medium, produced by E13.5 *Osr1^GCE/GCE^* cells *in vitro* failed to properly sustain LEC proliferation.

Altogether, this suggests that the reduced proliferation of LECs at the tips of the migrating zone in the dorsal skin of *Osr1^GCE/GCE^* embryos was caused by aberrant ECM deposition from *Osr1*-expressing mesenchymal cells rather than by deregulated expression of signaling molecules such as VEGFC. This agrees with previous reports showing that ECM composition and stiffness can modulate BEC (Yeh et al., 2012; Sack et al., 2016; LaValley et al., 2017) and LEC (Frye et al., 2018) behavior.

In addition to producing the bulk of ECM, mesenchymal cells express signaling molecules that control LEC migration (Peng et al., 2022). Conditioned media experiments suggested that Osr1^+^ mesenchymal cells produce signaling molecules necessary for LEC migration, and transcriptome-based Osr1 cell–LEC interaction analysis highlighted the CXCL12/CXCR4 axis as a possible mechanism. Of note, *Cxcl12* expression is directly regulated by *Osr1* and *Cxcl12* is highly expressed by Osr1^+^ cells (Vallecillo-Garcia et al., 2017). In support of this idea, *CXCR4^KO/KO^* embryos displayed similar defects in lymphatic vessel formation as *Osr1^GCE/GCE^* embryos. However, in the dermis of E14.5 *CXCR4^KO/KO^* embryos, LEC proliferation at the tip of the migrating front was not affected. In agreement, *cxcr4* inhibition in zebrafish mainly affected LEC migration and not their proliferation (Peng et al., 2022). This suggests that the CXCL12/CXCR4 signaling pathway may contribute to LEC migration during lymphatics development in the mouse and in zebrafish, whereas LEC proliferation, specifically at the migration front, is primarily controlled by the ECM. It is noteworthy that the defects in arterial orientation and impairments in smooth muscle cell coverage observed in CXCR4 KO mouse embryos (Ara et al., 2005; Li et al., 2013, 2021) could affect the source of CXCL12 signals required for LEC migration, making it difficult to distinguish between primary and secondary effects.

However, the ECM and factors involved in endothelial-ECM interaction also play a role in controlling endothelial migration and stability (Zhang et al., 2021; Levchenko et al., 2003; Aase et al., 2007). 

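*Kank1*, which encodes a scaffold at focal adhesions (ENSMUSG00000032702.16, chromosome 19 of mm10 from 25236975 to 25434496), fell in the libraries labelled *Osr1 GCE/GCE*, whose *Osr1* was higher, from 1321 and 1272 normalized counts in the *Osr1 controls* libraries to 732 and 785 (log2 fold change -0.77, standard error 0.11, adjusted p = 0.0276). *Tln2*, a talin gene linking integrins to actin, fell as well (log2 fold change -0.57, standard error 0.09, adjusted p = 0.0295). *Amot*, which encodes angiomotin, had 9334 and 7933 normalized counts in the *Osr1 controls* libraries and 5978 and 6822 in the libraries labelled *Osr1 GCE/GCE* and did not pass the test (log2 fold change -0.43, standard error 0.11, adjusted p = 0.0749). *Flnc*, a filamin gene, had 7082 and 8034 against 6186 and 5568 (log2 fold change -0.36, standard error 0.10, adjusted p = 0.0914), and *Kank3* had 2321 and 2130 against 3214 and 2676 (log2 fold change 0.40, standard error 0.11, adjusted p = 0.0948), and neither passed. *Kank3* overlaps *Rps28*, a ribosomal protein gene, and *Kank1* another tested gene, so their levels are uncertain. *Kank4* (-0.75, adjusted p = 0.0627) and *Ctnna2* (-0.70, adjusted p = 0.0849) were lower without passing and also overlap other tested genes. Of 33 genes linking integrins and AMOT to actin 2 fell, *Kank1* and *Tln2*, and 1 rose, *Lims1*, which encodes PINCH1 (0.57, adjusted p = 0.0281), whereas 30 did not pass (8 and 4 when adjusted over the list alone). The list did not differ from other genes (camera adjusted p = 0.692), and its median was 0.04 while its mean was -0.06. That median was -0.02 without replicate 1 and 0.11 without replicate 2 labelled *Osr1 GCE/GCE*, and 0.07 and 0.00 without *Osr1 controls* replicates 1 and 2. *Kank1*, *Tln2* and *Lims1* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.111 to 0.155). *Tln2* lost its call without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p = 0.0593). *Ctnna2* had a log2 fold change of -0.42 without *Osr1 controls* replicate 1. *Amot*, *Kank4* and *Ctnna2* had log2 fold changes of -0.55, -0.95 and -0.97 without *Osr1 controls* replicate 2. By DESeq2 on the recovered reads *Amot* (adjusted p = 0.0152), *Flnc* (adjusted p = 0.0345), *Kank4* and *Ctnna2* were downregulated and *Kank3* upregulated.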

Interestingly, *Amot* and genes encoding direct AMOT interactors such as *Kank1*, *Kank3* and *Flnc* (Angeli and Lim, 2023) are downregulated in LECs of E13.5 *Osr1^GCE/GCE^* embryos (Fig. S6B). We also observed a reduced formation of filopodia at the tips of migrating LECs in E14.5 *Osr1^GCE/GCE^* embryos, altogether suggesting a defective LEC-ECM interaction. We therefore cannot exclude that the altered ECM in *Osr1^GCE/GCE^* embryos may also in part contribute to impaired LEC migration.

In summary, our data show that mesenchymal Osr1^+^ cells play a fundamental role in LEC migration, proliferation and lymphatic vasculature assembly. Hereby, *Osr1* is a key player controlling the production of critical ECM scaffold components and signaling ligands in a bimodal manner to create a microenvironment necessary for lymphatic vessel formation. This parallels the mode of action applied by Osr1^+^ cells in the developmental formation and adult regeneration of skeletal muscle (Vallecillo-Garcia et al., 2017; Kotsaris et al., 2023) and the developmental formation of lymph nodes (Vallecillo-Garcia et al., 2023), and thus suggests an overarching mechanism by which mesenchymal cells control organ formation with the transcription factor *Osr1* at a key nexus.

## MATERIALS AND METHODS

### Animals

Mice were maintained in an enclosed, pathogen-free facility, and experiments were performed in accordance with European Union regulations and under permission from the Landesamt für Gesundheit und Soziales (LaGeSo) Berlin, Germany (permission numbers ZH120, G0346/13, G0240/11, G0268-16). Mouse lines have been described previously; *Osr1^GCE^* (Mugford et al., 2008), *R26R^mTmG^* (Muzumdar et al., 2007), *Osr1^lacZ^* (Stumm et al., 2018), *Cxcr4*^+/−^ (Zou et al., 1998).

### Tamoxifen and Progesterone administration for Osr1^+^ cell lineage tracing

As we described previously (Vallecillo-Garcia et al., 2023, 2017), tamoxifen (Sigma Aldrich) was dissolved in a 1:10 ethanol/sunflower oil mixture. For lineage tracing experiments, we bred *R26R^mTmG^*^/mTmG^ females to *Osr1^GCE^*^/+^ males. Pregnant females were injected with 150 µl of a 20 mg ml^−1^ tamoxifen stock. Tissues were collected at E14.5.

### Tissue preparation

Embryonic tissues were fixed in 4% paraformaldehyde (PFA) for 2 h on ice. Tissues were dehydrated in two steps using 15% and 30% (w/v) sucrose (Roth) solutions before O.C.T. (Sakura) cryo-embedding in a chilled ethanol bath. Embryonic tissue was sectioned at 12 or 100 μm thickness.

### Immunolabeling

Cryosections were warmed up for at least 30 min at room temperature (RT). Sections and E14.5 isolate skin tissue were blocked with 5% (v/v) horse serum (Vector Laboratories) in 0.1% (v/v) Triton X-100 (Sigma-Aldrich) PBS for 1 h at RT. Primary antibodies in blocking solution were incubated at 4°C overnight, followed by secondary antibody staining of 1 h at RT. Antibodies used are listed in Tables S2 and S4. Specimens were counterstained with 5 µg µl^−1^ 4′, 6-diamidino-2-phenylindole (DAPI; Invitrogen) and mounted with FluoromountG (SouthernBiotech).

### Cell isolation and flow cytometry

Isolation of E13.5 Osr1^+^ cells has been described before (Vallecillo-Garcia et al., 2023, 2017). Briefly, inner organs, tail, limbs and cranial tissue above the tongue were removed from E13.5 *Osr1^GCE^*^/+^ and *Osr1^GCE^*^/GCE^ embryos. Next, embryonic tissue was minced using a small scissor in 1 ml high-glucose Dulbecco's modified eagle medium (DMEM, Pan Biotech) containing 10% fetal bovine serum (FBS, Pan Biotech) and 1% penicillin/streptomycin (P/S) solution. Further enzymatic digestion was performed using 0.7 mg ml^−1^ of Collagenase (Collagenase A, Roche) in DMEM medium at 37°C for 45 min. For the isolation of E13.5 LECs and BECs, embryonic tissue was dissected from E13.5 *Osr1^controls^* and *Osr1^GCE/GCE^* embryos and treated as described above for E13.5 Osr1^+^ mesenchymal cells. Antibody labeling (for antibodies see Table S3) was performed for 20 min on ice.

Isolation of primary tail-derived LECs (tdLECs) has been described before (Hagerling et al., 2018). Briefly, tails of at least seven wild-type adult animals (8-30 weeks) were used. Tails were cut at the attachment site and washed twice with Hank's Balanced Salt Solution (HBSS) containing 1% P/S. Next, epidermis and dermis were isolated mechanically from the underlying musculoskeletal system. Isolated tissue was cut in pieces of 2 cm and digested for 1 h at 37°C in a HBSS solution containing 1% P/S and 2 U ml^−1^ Dispase II (Roche). The epidermal layer was separated from the dermis using two tweezers. Collected dermal tissues were further digested enzymatically in 30 ml DMEM medium containing 10% FBS, 1% P/S and 1 mg ml^−1^ collagenase A (Roche) for 90 min. Digested tissue was filtered through a 100 µm cell strainer and cells were collected by centrifugation at 300 ***g*** for 10 min. Cell suspensions were cultured on 0.4% gelatine-coated dishes using LEC medium that contained high-glucose DMEM, 20% FBS, 1% P/S solution, 10 µg/ml endothelial cell growth supplement (ECGS) (Thermo Fisher Scientific), 50 µM 2-mercaptoethanol, 1% non-essential amino acids solution (Thermo Fisher Scientific) and 50 µM for 4-7 days. Before FACS purification, cells were detached using Accutase (Thermo Fisher Scientific) for epitope conservation and washed once with HBSS supplemented with 1% P/S and 0.4% FBS. Antibody labeling was performed for 20 min on ice.

Before flow cytometry, cell suspensions were washed using a solution containing PBS, 0.4% FBS and 2 mM EDTA, collected by centrifugation at 300 g for 5 min and passed through a 35-µm cell strainer filter (BD Biosciences). To assess viability, cells were stained with Propidium Iodide (2 μg ml^−1^, eBioscience) immediately before sorting or analysis.

Sorts and analyses were performed on a FACS Aria II and FACS Aria fusion (BD Biosciences). Data were collected using FACSDIVA software. Further analyses were performed using FlowJo 10 (FlowJo LLC) software. Sorting gates were defined based on unstained and fluorescence negative controls. Cells were collected into 400 µl high-glucose DMEM containing 10% FBS, and 1% P/S solution for Osr1^+^ mesenchymal cells or LEC medium.

### Conditioned media and wound healing assay

For the production of conditioned media, 80,000 E13.5 *Osr1^GCE^*^/+^ and *Osr1^GCE^*^/GCE^ cells isolated by FACS were plated in 24-well plates. After 100% confluence was reached, Osr1^+^ cells were cultured in 300 µl high-glucose DMEM containing only 1% P/S solution. After 24 h, media containing secreted molecules from E13.5 *Osr1^GCE^*^/+^ and *Osr1^GCE^*^/GCE^ cells were collected and used as a conditioned medium. Conditioned media from several time points was collected.

For wound healing assays, 24-well plates were coated with 0.4% gelatine and 20,000 tdLECs (P3-P5) were seeded into two-wells culture-inserts (Ibidi^®^). After 45 min two-wells culture-inserts were removed and gap closure was monitored every 2 h using a Leica DMi8 microscope.

### ECM deposition and decellularization

For ECM deposition, 80,000 embryonic E13.5 *Osr1^GCE^*^/+^ and *Osr1^GCE^*^/GCE^ cells isolated by FACS were plated on a 10 mm coverslip coated with 1 mg/ml fibronectin and cultured in DMEM containing 10% FBS and 1% P/S solution until 100% confluence. Next, cells were cultured for 3 weeks in DMEM containing 10% FBS, 1% P/S solution and 2 µ/ml ascorbic acid. ECM produced by Osr1^+^ cells was decellularized using a freeze/thaw method as described previously (Vallecillo-Garcia et al., 2017). Briefly, culture medium was aspirated and cultures were washed with PBS. Next, PBS was removed and exchanged with 300 µl distilled water. Cultures were frozen in a −80°C freezer and thawed in a 37°C water bath. Remaining water was careful aspirated by pipetting and tdLECs were seeded on the dECM. To assess tdLECs proliferation cultures on dECM, they were cultured for 48 h in LEC medium.

### Imaging

X-Gal staining of whole lymph nodes or the dermis of the ear was documented using a Zeiss SteREO Discovery V12 stereomicroscope. Confocal images of immunolabeled sections were taken using the confocal laser scanning microscope systems LSM710, LSM810 (Zeiss) or Leica DMi8 microscopes. Images were captured using Zen 2010 (Zeiss) and LAS Life System (Leica). For quantifications shown in Fig. 2A, at least three consecutive 100 µm sections were quantified per embryo. In Fig. 2B, four to five regions along the rostro-caudal axis of the back from four to five consecutive 100 µm sagittal sections were quantified per embryo. VEGFR3 expression was quantified using the ImageJ algorithm ‘integrated density’ as the sum of pixels per region of VEGFR3 staining. For normalization, each value was normalized to the average value obtained from wild-type sections. In Fig. 2D,E, the lumbar and cervical regions were quantified separately, assessing the distance of the tips to the center of the avascular midline in at least 20-30 lymphatic vessels per embryo. In Fig. 2G,H and Fig. S2F, branching points, vessel thickness and vessel density were quantified in three different regions of 1 mm^2^ skin per embryo. In Fig. 2I, the number of filopodia per PROX1^+^ LEC was quantified in six different regions at the tip of the migrating zone per embryo. In Figs 6E and 7F, PROX1^+^/KI67^+^ double positive cells were quantified in three different regions at the tip and three different regions at the ventral side per embryo. In Fig. 6G,H, Prox1^High^ cells were quantified per region, choosing three to four regions of 1 mm^2^ per biological replicate (cells or medium derived from one embryo). In each region 20-500 cells per region were quantified. In Fig. 2A,B,D,E,G-I, Fig. S2F, Fig. 6E,G,H and Fig. 7F, measurements from a single embryo are depicted in the same color.

### Quantitative real-time PCR

Total RNA extraction from FACS isolated cells was performed using Direct-zol^TM^ RNA MicroPrep (Zymo Research) following the manufacturer's protocol. Reverse transcription was conducted using the M MuLV Reverse Transcriptase Kit (Biozym). Relative gene expression analyses were performed using GoTaq^®^ qPCR kit (Promega) or Blue S'Green qPCR kit (Byozim) on a 7900HT Real Time PCR system or QuantStudio 7 Flex Real-Time-PCR-System (Applied Biosystems). Primer sequence information is provided in Table S5. Data were acquired and analyzed using SDS 2.0 and QuantStudio^TM^ Real-Time PCR software (Applied Biosystems).

### Transcriptome analysis

To obtain the total RNA amount necessary for RNA-seq, we pooled LECs from eight to ten E13.5 *Osr1^controls^* embryos and eight to ten *Osr1^GCE/GCE^* embryos per sample. E13.5 LECs were isolated by FACS as described above. Total RNA was isolated using Direct-zol RNA Microprep (ZYMO RESEARCH) following the manufacturer's protocol. Total RNA was measured using a Qubit 4 Fluorometer and RNA quality was assessed using an Agilent RNA 6000 Nano kit before library preparation. Library preparation was conducted according to Illumina instructions TruSeq Library Preparation Kit V2. Next, libraries were subjected to high-throughput sequencing using an HiSeq 2500 device. Obtained fastq data were further analyzed using the platform Galaxy Europe (https://usegalaxy.eu). We obtained and mapped 53-81 million reads using STAR (Dobin et al., 2013) against the genome of *Mus musculus* version mm10. Quantification of aligned reads at the gene level was conducted using featureCounts (Liao et al., 2014). Differential gene expression analysis was performed using DESeq2 (Love et al., 2014). Transcript per million (TPM) abundances were calculated using normalized gene counts from DESeq2 analysis of E13.5 *Osr1^GCE/GCE^* LEC samples. Genes with an absolute log2 fold change of ≥0.3, a Benjamini-Hochberg adjusted *P*-value (padj)<0.05, and TPM value>1 were considered as being differentially expressed between E13.5 *Osr1^cantrols^* and *Osr1^GCE/GCE^* LECs. GO analysis was performed using Enrichr (Chen et al., 2013). The ligand-receptor interaction network was drawn using graph-tool v2.45_5 (https://graph-tool.skewed.de/) with a hierarchical edge bundling. Raw fastq and count data were uploaded to the Gene Expression Omnibus (GEO) database under the accession number GSE269397.

### Statistical analysis

Unpaired, two-tailed Student's *t*-test and one-way ANOVA with Dunnett's post-hoc comparison were performed using Prism 8 (GraphPad) software. Error bars in all figures, including supplementary information, represent the mean±standard error of the mean (s.e.m.). In Fig. 6G, a paired, two-tailed Student's *t*-test was used due to the differential proliferation showed by tdLECs isolated from different experiments.

## Supplementary Material

10.1242/develop.202747_sup1 Supplementary information

Table S6. Dermal fibroblast intersection analysis. List of genes found upregulated in E13.5 *Osr1^GCE/+^* cluster 7 (log2FC ≥ 0.2 and percFC ≥ and deregulated in E13.5 *Osr1^GCE/GCE^* mesenchymal cells (log2FC ≥ 0.2 and padj ≤ 0.1).

Table S7. Mesenchymal-LEC ligand-receptor pair analysis. List of ligand-receptor pairs found after analysis of deregulated genes in E13.5 *Osr1^GCE/GCE^* mesenchymal cells (511 genes) and in E13.5 LECs (1386 genes) from *Osr1^controls^* and *Osr1^GCE/GCE^* embryos. For each ligand-receptor pair, the role as a receptor or ligand and the expression (upregulated or downregulated) in E13.5 LECs and mesenchymal cells are defined.

## References

[DEV202747C1] Aase, K., Ernkvist, M., Ebarasi, L., Jakobsson, L., Majumdar, A., Yi, C., Birot, O., Ming, Y., Kvanta, A., Edholm, D. et al. (2007). Angiomotin regulates endothelial cell migration during embryonic angiogenesis. *Genes Dev.* 21, 2055-2068. 10.1101/gad.43200717699752 PMC1948860

[DEV202747C2] Alitalo, K., Tammela, T. and Petrova, T. V. (2005). Lymphangiogenesis in development and human disease. *Nature* 438, 946-953. 10.1038/nature0448016355212

[DEV202747C3] Angeli, V. and Lim, H. Y. (2023). Biomechanical control of lymphatic vessel physiology and functions. *Cell. Mol. Immunol.* 20, 1051-1062. 10.1038/s41423-023-01042-937264249 PMC10469203

[DEV202747C4] Ara, T., Tokoyoda, K., Okamoto, R., Koni, P. A. and Nagasawa, T. (2005). The role of CXCL12 in the organ-specific process of artery formation. *Blood* 105, 3155-3161. 10.1182/blood-2004-07-256315626744

[DEV202747C5] Baeyens, N., Nicoli, S., Coon, B. G., Ross, T. D., Van den Dries, K., Han, J., Lauridsen, H. M., Mejean, C. O., Eichmann, A., Thomas, J. L., et al. (2015). Vascular remodeling is governed by a VEGFR3-dependent fluid shear stress set point. *eLife* 4, e04645. 10.7554/eLife.0464525643397 PMC4337723

[DEV202747C6] Bussmann, J., Bos, F. L., Urasaki, A., Kawakami, K., Duckers, H. J. and Schulte-Merker, S. (2010). Arteries provide essential guidance cues for lymphatic endothelial cells in the zebrafish trunk. *Development* 137, 2653-2657. 10.1242/dev.04820720610484

[DEV202747C7] Cao, J., Spielmann, M., Qiu, X., Huang, X., Ibrahim, D. M., Hill, A. J., Zhang, F., Mundlos, S., Christiansen, L., Steemers, F. J. et al. (2019). The single-cell transcriptional landscape of mammalian organogenesis. *Nature* 566, 496-502. 10.1038/s41586-019-0969-x30787437 PMC6434952

[DEV202747C8] Cha, Y. R., Fujita, M., Butler, M., Isogai, S., Kochhan, E., Siekmann, A. F. and Weinstein, B. M. (2012). Chemokine signaling directs trunk lymphatic network formation along the preexisting blood vasculature. *Dev. Cell* 22, 824-836. 10.1016/j.devcel.2012.01.01122516200 PMC4182014

[DEV202747C9] Chen, E. Y., Tan, C. M., Kou, Y., Duan, Q., Wang, Z., Meirelles, G. V., Clark, N. R. and Ma'ayan, A. (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* 14, 128. 10.1186/1471-2105-14-12823586463 PMC3637064

[DEV202747C10] Dieterich, L. C., Ducoli, L., Shin, J. W. and Detmar, M. (2017). Distinct transcriptional responses of lymphatic endothelial cells to VEGFR-3 and VEGFR-2 stimulation. *Sci. Data* 4, 170106. 10.1038/sdata.2017.10628850122 PMC5574372

[DEV202747C11] Dobin, A., Davis, C. A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M. and Gingeras, T. R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21. 10.1093/bioinformatics/bts63523104886 PMC3530905

[DEV202747C12] Flister, M. J., Wilber, A., Hall, K. L., Iwata, C., Miyazono, K., Nisato, R. E., Pepper, M. S., Zawieja, D. C. and Ran, S. (2010). Inflammation induces lymphangiogenesis through up-regulation of VEGFR-3 mediated by NF-kappaB and Prox1. *Blood* 115, 418-429. 10.1182/blood-2008-12-19684019901262 PMC2808162

[DEV202747C13] Francois, M., Caprini, A., Hosking, B., Orsenigo, F., Wilhelm, D., Browne, C., Paavonen, K., Karnezis, T., Shayan, R., Downes, M. et al. (2008). Sox18 induces development of the lymphatic vasculature in mice. *Nature* 456, 643-647. 10.1038/nature0739118931657

[DEV202747C14] Frye, M., Taddei, A., Dierkes, C., Martinez-Corral, I., Fielden, M., Ortsater, H., Kazenwadel, J., Calado, D. P., Ostergaard, P., Salminen, M. et al. (2018). Matrix stiffness controls lymphatic vessel formation through regulation of a GATA2-dependent transcriptional program. *Nat. Commun.* 9, 1511. 10.1038/s41467-018-03959-629666442 PMC5904183

[DEV202747C15] Galvagni, F., Pennacchini, S., Salameh, A., Rocchigiani, M., Neri, F., Orlandini, M., Petraglia, F., Gotta, S., Sardone, G. L., Matteucci, G. et al. (2010). Endothelial cell adhesion to the extracellular matrix induces c-Src-dependent VEGFR-3 phosphorylation without the activation of the receptor intrinsic kinase activity. *Circ. Res.* 106, 1839-1848. 10.1161/CIRCRESAHA.109.20632620431062

[DEV202747C16] Gauvrit, S., Villasenor, A., Strilic, B., Kitchen, P., Collins, M. M., Marin-Juez, R., Guenther, S., Maischein, H.-M., Fukuda, N., Canham, M. A. et al. (2018). HHEX is a transcriptional regulator of the VEGFC/FLT4/PROX1 signaling axis during vascular development. *Nat. Commun.* 9, 2704. 10.1038/s41467-018-05039-130006544 PMC6045644

[DEV202747C17] Ge, W., Tan, S. J., Wang, S. H., Li, L., Sun, X. F., Shen, W. and Wang, X. (2020). Single-cell transcriptome profiling reveals dermal and epithelial cell fate decisions during embryonic hair follicle development. *Theranostics* 10, 7581-7598. 10.7150/thno.4430632685006 PMC7359078

[DEV202747C18] Gupta, K., Levinsohn, J., Linderman, G., Chen, D., Sun, T. Y., Dong, D., Taketo, M. M., Bosenberg, M., Kluger, Y., Choate, K. et al. (2019). Single-cell analysis reveals a hair follicle dermal niche molecular differentiation trajectory that begins prior to morphogenesis. *Dev. Cell* 48, 17-31.e6. 10.1016/j.devcel.2018.11.03230595533 PMC6361530

[DEV202747C19] Hagerling, R., Pollmann, C., Andreas, M., Schmidt, C., Nurmi, H., Adams, R. H., Alitalo, K., Andresen, V., Schulte-Merker, S. and Kiefer, F. (2013). A novel multistep mechanism for initial lymphangiogenesis in mouse embryos based on ultramicroscopy. *EMBO J.* 32, 629-644. 10.1038/emboj.2012.34023299940 PMC3590982

[DEV202747C20] Hagerling, R., Hoppe, E., Dierkes, C., Stehling, M., Makinen, T., Butz, S., Vestweber, D. and Kiefer, F. (2018). Distinct roles of VE-cadherin for development and maintenance of specific lymph vessel beds. *EMBO J.* 37, e98271. 10.15252/embj.20179827130297530 PMC6236332

[DEV202747C21] Jafree, D. J., Long, D. A., Scambler, P. J. and Ruhrberg, C. (2021). Mechanisms and cell lineages in lymphatic vascular development. *Angiogenesis* 24, 271-288. 10.1007/s10456-021-09784-833825109 PMC8205918

[DEV202747C22] Janssen, L., Dupont, L., Bekhouche, M., Noel, A., Leduc, C., Voz, M., Peers, B., Cataldo, D., Apte, S. S., Dubail, J. et al. (2016). ADAMTS3 activity is mandatory for embryonic lymphangiogenesis and regulates placental angiogenesis. *Angiogenesis* 19, 53-65. 10.1007/s10456-015-9488-z26446156 PMC4700087

[DEV202747C23] Jeltsch, M., Jha, S. K., Tvorogov, D., Anisimov, A., Leppanen, V. M., Holopainen, T., Kivelä, R., Ortega, S., Kärpanen, T. and Alitalo, K. (2014). CCBE1 enhances lymphangiogenesis via A disintegrin and metalloprotease with thrombospondin motifs-3-mediated vascular endothelial growth factor-C activation. *Circulation* 129, 1962-1971. 10.1161/CIRCULATIONAHA.113.00277924552833

[DEV202747C24] Jurisic, G. and Detmar, M. (2009). Lymphatic endothelium in health and disease. *Cell Tissue Res.* 335, 97-108. 10.1007/s00441-008-0644-218648856

[DEV202747C25] Karkkainen, M. J., Haiko, P., Sainio, K., Partanen, J., Taipale, J., Petrova, T. V., Jeltsch, M., Jackson, D. G., Talikka, M., Rauvala, H. et al. (2004). Vascular endothelial growth factor C is required for sprouting of the first lymphatic vessels from embryonic veins. *Nat. Immunol.* 5, 74-80. 10.1038/ni101314634646

[DEV202747C26] Koltowska, K., Paterson, S., Bower, N. I., Baillie, G. J., Lagendijk, A. K., Astin, J. W., Chen, H., Francois, M., Crosier, P. S., Taft, R. J. et al. (2015). mafba is a downstream transcriptional effector of Vegfc signaling essential for embryonic lymphangiogenesis in zebrafish. *Genes Dev.* 29, 1618-1630. 10.1101/gad.263210.11526253536 PMC4536310

[DEV202747C27] Kotsaris, G., Qazi, T. H., Bucher, C. H., Zahid, H., Pohle-Kronawitter, S., Ugorets, V., Jarassier, W., Börno, S., Timmermann, B., Giesecke-Thiel, C. et al. (2023). Odd skipped-related 1 controls the pro-regenerative response of fibro-adipogenic progenitors. *NPJ Regen. Med.* 8, 19. 10.1038/s41536-023-00291-637019910 PMC10076435

[DEV202747C28] LaValley, D. J., Zanotelli, M. R., Bordeleau, F., Wang, W., Schwager, S. C. and Reinhart-King, C. A. (2017). Matrix stiffness enhances VEGFR-2 internalization, signaling, and proliferation in endothelial cells. *Converg. Sci. Phys. Oncol.* 3, 044001. 10.1088/2057-1739/aa926329531793 PMC5844494

[DEV202747C29] Levchenko, T., Aase, K., Troyanovsky, B., Bratt, A. and Holmgren, L. (2003). Loss of responsiveness to chemotactic factors by deletion of the C-terminal protein interaction site of angiomotin. *J. Cell Sci.* 116, 3803-3810. 10.1242/jcs.0069412902404

[DEV202747C30] Li, W., Kohara, H., Uchida, Y., James, J. M., Soneji, K., Cronshaw, D. G., Zou, Y.-R., Nagasawa, T. and Mukouyama, Y.-R. (2013). Peripheral nerve-derived CXCL12 and VEGF-A regulate the patterning of arterial vessel branching in developing limb skin. *Dev. Cell* 24, 359-371. 10.1016/j.devcel.2013.01.00923395391 PMC3591512

[DEV202747C31] Li, W., Liu, C., Burns, N., Hayashi, J., Yoshida, A., Sajja, A., González-Hernández, S., Gao, J.-L., Murphy, P. M., Kubota, Y. et al. (2021). Alterations in the spatiotemporal expression of the chemokine receptor CXCR4 in endothelial cells cause failure of hierarchical vascular branching. *Dev. Biol.* 477, 70-84. 10.1016/j.ydbio.2021.05.00834015362 PMC8277738

[DEV202747C32] Liao, Y., Smyth, G. K. and Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923-930. 10.1093/bioinformatics/btt65624227677

[DEV202747C33] Lioux, G., Liu, X., Temino, S., Oxendine, M., Ayala, E., Ortega, S., Kelly, R. G., Oliver, G. and Torres, M. (2020). A second heart field-derived vasculogenic niche contributes to cardiac lymphatics. *Dev. Cell* 52, 350-63.e6. 10.1016/j.devcel.2019.12.00631928974 PMC7374559

[DEV202747C34] Liu, X., Gu, X., Ma, W., Oxendine, M., Gil, H. J., Davis, G. E., Cleaver, O. and Oliver, G. (2018). Rasip1 controls lymphatic vessel lumen maintenance by regulating endothelial cell junctions. *Development* 145, dev165092. 10.1242/dev.16509230042182 PMC6141773

[DEV202747C35] Love, M. I., Huber, W. and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. 10.1186/s13059-014-0550-825516281 PMC4302049

[DEV202747C36] Makinen, T., Veikkola, T., Mustjoki, S., Karpanen, T., Catimel, B. and Nice, E. C. (2001). Isolated lymphatic endothelial cells transduce growth, survival and migratory signals via the VEGF-C/D receptor VEGFR-3. *EMBO J.* 20, 4762-4773. 10.1093/emboj/20.17.476211532940 PMC125596

[DEV202747C37] Mugford, J. W., Sipila, P., McMahon, J. A. and McMahon, A. P. (2008). Osr1 expression demarcates a multi-potent population of intermediate mesoderm that undergoes progressive restriction to an Osr1-dependent nephron progenitor compartment within the mammalian kidney. *Dev. Biol.* 324, 88-98. 10.1016/j.ydbio.2008.09.01018835385 PMC2642884

[DEV202747C38] Muzumdar, M. D., Tasic, B., Miyamichi, K., Li, L. and Luo, L. (2007). A global double-fluorescent Cre reporter mouse. *Genesis* 45, 593-605. 10.1002/dvg.2033517868096

[DEV202747C39] Niimi, K., Kohara, M., Sedoh, E., Fukumoto, M., Shibata, S., Sawano, T., Tashiro, F., Miyazaki, S., Kubota, Y., Miyazaki, J. et al. (2020). FOXO1 regulates developmental lymphangiogenesis by upregulating CXCR4 in the mouse-tail dermis. *Development* 147, dev181545. 10.1242/dev.18154531852686

[DEV202747C40] Oliver, G. (2004). Lymphatic vasculature development. *Nat. Rev. Immunol.* 4, 35-45. 10.1038/nri125814704766

[DEV202747C41] Peng, D., Ando, K., Hussmann, M., Gloger, M., Skoczylas, R., Mochizuki, N., Betsholtz, C., Fukuhara, S., Schulte-Merker, S., Lawson, N. D. et al. (2022). Proper migration of lymphatic endothelial cells requires survival and guidance cues from arterial mural cells. *eLife* 11, e74094. 10.7554/eLife.7409435316177 PMC9042226

[DEV202747C42] Pichol-Thievend, C., Betterman, K. L., Liu, X., Ma, W., Skoczylas, R., Lesieur, E., Bos, F. L., Schulte, D., Schulte-Merker, S., Hogan, B. M. et al. (2018). A blood capillary plexus-derived population of progenitor cells contributes to genesis of the dermal lymphatic vasculature during embryonic development. *Development* 145, dev160184. 10.1242/dev.16018429773646 PMC6001371

[DEV202747C43] Planas-Paz, L., Strilic, B., Goedecke, A., Breier, G., Fassler, R. and Lammert, E. (2012). Mechanoinduction of lymph vessel expansion. *EMBO J.* 31, 788-804. 10.1038/emboj.2011.45622157817 PMC3280555

[DEV202747C44] Rezza, A., Wang, Z., Sennett, R., Qiao, W., Wang, D., Heitman, N., Mok, K. W., Clavel, C., Yi, R., Zandstra, P. et al. (2016). Signaling networks among stem cell precursors, transit-amplifying progenitors, and their niche in developing hair follicles. *Cell Rep* 14, 3001-3018. 10.1016/j.celrep.2016.02.07827009580 PMC4826467

[DEV202747C45] Sack, K. D., Teran, M. and Nugent, M. A. (2016). Extracellular matrix stiffness controls VEGF signaling and processing in endothelial cells. *J. Cell. Physiol.* 231, 2026-2039. 10.1002/jcp.2531226773314

[DEV202747C46] Schulte-Merker, S., Sabine, A. and Petrova, T. V. (2011). Lymphatic vascular morphogenesis in development, physiology, and disease. *J. Cell Biol.* 193, 607-618. 10.1083/jcb.20101209421576390 PMC3166860

[DEV202747C47] Sennett, R., Wang, Z., Rezza, A., Grisanti, L., Roitershtein, N., Sicchio, C., Mok, K. W., Heitman, N. J., Clavel, C., Ma'ayan, A. et al. (2015). An integrated transcriptome atlas of embryonic hair follicle progenitors, their niche, and the developing skin. *Dev. Cell* 34, 577-591. 10.1016/j.devcel.2015.06.02326256211 PMC4573840

[DEV202747C48] Shiiya, T. and Hirashima, M. (2023). From lymphatic endothelial cell migration to formation of tubular lymphatic vascular network. *Front. Physiol.* 14, 1124696. 10.3389/fphys.2023.112469636895637 PMC9989012

[DEV202747C49] Shin, J. W., Huggenberger, R. and Detmar, M. (2008). Transcriptional profiling of VEGF-A and VEGF-C target genes in lymphatic endothelium reveals endothelial-specific molecule-1 as a novel mediator of lymphangiogenesis. *Blood* 112, 2318-2326. 10.1182/blood-2008-05-15633118614759 PMC2532805

[DEV202747C50] Skelly, D. A., Squiers, G. T., McLellan, M. A., Bolisetty, M. T., Robson, P., Rosenthal, N. A. and Pinto, A. R. (2018). Single-cell transcriptional profiling reveals cellular diversity and intercommunication in the mouse heart. *Cell Rep.* 22, 600-610. 10.1016/j.celrep.2017.12.07229346760

[DEV202747C51] Srinivasan, R. S., Escobedo, N., Yang, Y., Interiano, A., Dillard, M. E., Finkelstein, D., Mukatira, S., Gil, H. J., Nurmi, H., Alitalo, K. et al. (2014). The Prox1-Vegfr3 feedback loop maintains the identity and the number of lymphatic endothelial cell progenitors. *Genes Dev.* 28, 2175-2187. 10.1101/gad.216226.11325274728 PMC4180978

[DEV202747C52] Stanczuk, L., Martinez-Corral, I., Ulvmar, M. H., Zhang, Y., Lavina, B., Fruttiger, M., Adams, R. H., Saur, D., Betsholtz, C., Ortega, S. et al. (2015). cKit lineage hemogenic endothelium-derived cells contribute to mesenteric lymphatic vessels. *Cell Rep.* 10, 1708-1721. 10.1016/j.celrep.2015.02.02625772358

[DEV202747C53] Stricker, S., Brieske, N., Haupt, J. and Mundlos, S. (2006). Comparative expression pattern of Odd-skipped related genes Osr1 and Osr2 in chick embryonic development. *Gene Expr. Patterns* 6, 826-834. 10.1016/j.modgep.2006.02.00316554187

[DEV202747C54] Stumm, J., Vallecillo-Garcia, P., Vom Hofe-Schneider, S., Ollitrault, D., Schrewe, H., Economides, A. N., Marazzi, G., Sassoon, D. A. and Stricker, S. (2018). Odd skipped-related 1 (Osr1) identifies muscle-interstitial fibro-adipogenic progenitors (FAPs) activated by acute injury. *Stem Cell Res.* 32, 8-16. 10.1016/j.scr.2018.08.01030149291

[DEV202747C55] Tammela, T. and Alitalo, K. (2010). Lymphangiogenesis: molecular mechanisms and future promise. *Cell* 140, 460-476. 10.1016/j.cell.2010.01.04520178740

[DEV202747C56] Uchida, Y., James, J. M., Suto, F. and Mukouyama, Y. S. (2015). Class 3 semaphorins negatively regulate dermal lymphatic network formation. *Biol. Open* 4, 1194-1205. 10.1242/bio.01230226319580 PMC4582121

[DEV202747C57] Vaahtomeri, K., Karaman, S., Makinen, T. and Alitalo, K. (2017). Lymphangiogenesis guidance by paracrine and pericellular factors. *Genes Dev.* 31, 1615-1634. 10.1101/gad.303776.11728947496 PMC5647933

[DEV202747C58] Vallecillo-Garcia, P., Orgeur, M., Vom Hofe-Schneider, S., Stumm, J., Kappert, V., Ibrahim, D. M., Börno, S. T., Hayashi, S., Relaix, F., Hildebrandt, K. et al. (2017). Odd skipped-related 1 identifies a population of embryonic fibro-adipogenic progenitors regulating myogenesis during limb development. *Nat. Commun.* 8, 1218. 10.1038/s41467-017-01120-329084951 PMC5662571

[DEV202747C59] Vallecillo-Garcia, P., Orgeur, M., Comai, G., Poehle-Kronnawitter, S., Fischer, C., Gloger, M., Dumas, C. E., Giesecke-Thiel, C., Sauer, S., Tajbakhsh, S. et al. (2023). A local subset of mesenchymal cells expressing the transcription factor Osr1 orchestrates lymph node initiation. *Immunity* 56, 1204-19.e8. 10.1016/j.immuni.2023.04.01437160119

[DEV202747C60] Walls, J. R., Coultas, L., Rossant, J. and Henkelman, R. M. (2008). Three-dimensional analysis of vascular development in the mouse embryo. *PLoS One* 3, e2853. 10.1371/journal.pone.000285318682734 PMC2478714

[DEV202747C61] Walma, D. A. C. and Yamada, K. M. (2020). The extracellular matrix in development. *Development* 147, dev175596. 10.1242/dev.17559632467294 PMC7272360

[DEV202747C62] Wang, J. F., Zhang, X. F. and Groopman, J. E. (2001). Stimulation of beta 1 integrin induces tyrosine phosphorylation of vascular endothelial growth factor receptor-3 and modulates cell migration. *J. Biol. Chem.* 276, 41950-41957. 10.1074/jbc.M10137020011553610

[DEV202747C63] Wang, Q., Lan, Y., Cho, E.-S., Maltby, K. M. and Jiang, R. (2005). Odd-skipped related 1 (Odd 1) is an essential regulator of heart and urogenital development. *Dev. Biol.* 288, 582-594. 10.1016/j.ydbio.2005.09.02416223478 PMC3869089

[DEV202747C64] Wang, G., Muhl, L., Padberg, Y., Dupont, L., Peterson-Maduro, J., Stehling, M., le Noble, F., Colige, A., Betsholtz, C., Schulte-Merker, S. et al. (2020). Specific fibroblast subpopulations and neuronal structures provide local sources of Vegfc-processing components during zebrafish lymphangiogenesis. *Nat. Commun.* 11, 2724. 10.1038/s41467-020-16552-732483144 PMC7264274

[DEV202747C65] Wiig, H., Keskin, D. and Kalluri, R. (2010). Interaction between the extracellular matrix and lymphatics: consequences for lymphangiogenesis and lymphatic function. *Matrix Biol.* 29, 645-656. 10.1016/j.matbio.2010.08.00120727409 PMC3992865

[DEV202747C66] Xiang, M., Grosso, R. A., Takeda, A., Pan, J., Bekkhus, T., Brulois, K., Dermadi, D., Nordling, S., Vanlandewijck, M., Jalkanen, S. et al. (2020). A single-cell transcriptional roadmap of the mouse and human lymph node lymphatic vasculature. *Front. Cardiovasc. Med.* 7, 52. 10.3389/fcvm.2020.0005232426372 PMC7204639

[DEV202747C67] Yeh, Y. T., Hur, S. S., Chang, J., Wang, K. C., Chiu, J. J., Li, Y. S. and Chien, S. (2012). Matrix stiffness regulates endothelial cell proliferation through septin 9. *PLoS One* 7, e46889. 10.1371/journal.pone.004688923118862 PMC3485289

[DEV202747C68] Zhang, L., Zhou, F., Han, W., Shen, B., Luo, J., Shibuya, M. and He, Y. (2010). VEGFR-3 ligand-binding and kinase activity are required for lymphangiogenesis but not for angiogenesis. *Cell Res.* 20, 1319-1331. 10.1038/cr.2010.11620697430

[DEV202747C69] Zhang, Y., Zhang, Y., Kameishi, S., Barutello, G., Zheng, Y., Tobin, N. P., Nicosia, J., Hennig, K., Chiu, D. K.-C., Balland, M. et al. (2021). The Amot/integrin protein complex transmits mechanical forces required for vascular expansion. *Cell Rep.* 36, 109616. 10.1016/j.celrep.2021.10961634433061

[DEV202747C70] Zou, Y. R., Kottmann, A. H., Kuroda, M., Taniuchi, I. and Littman, D. R. (1998). Function of the chemokine receptor CXCR4 in haematopoiesis and in cerebellar development. *Nature* 393, 595-599. 10.1038/312699634238

# Supplementary material for: Mesenchymal Osr1+ cells regulate embryonic lymphatic vessel formation
**Source:** Development. 2024 Sep 2;151(17):dev202747. doi: 10.1242/dev.202747
**Supplement:** Supplementary information

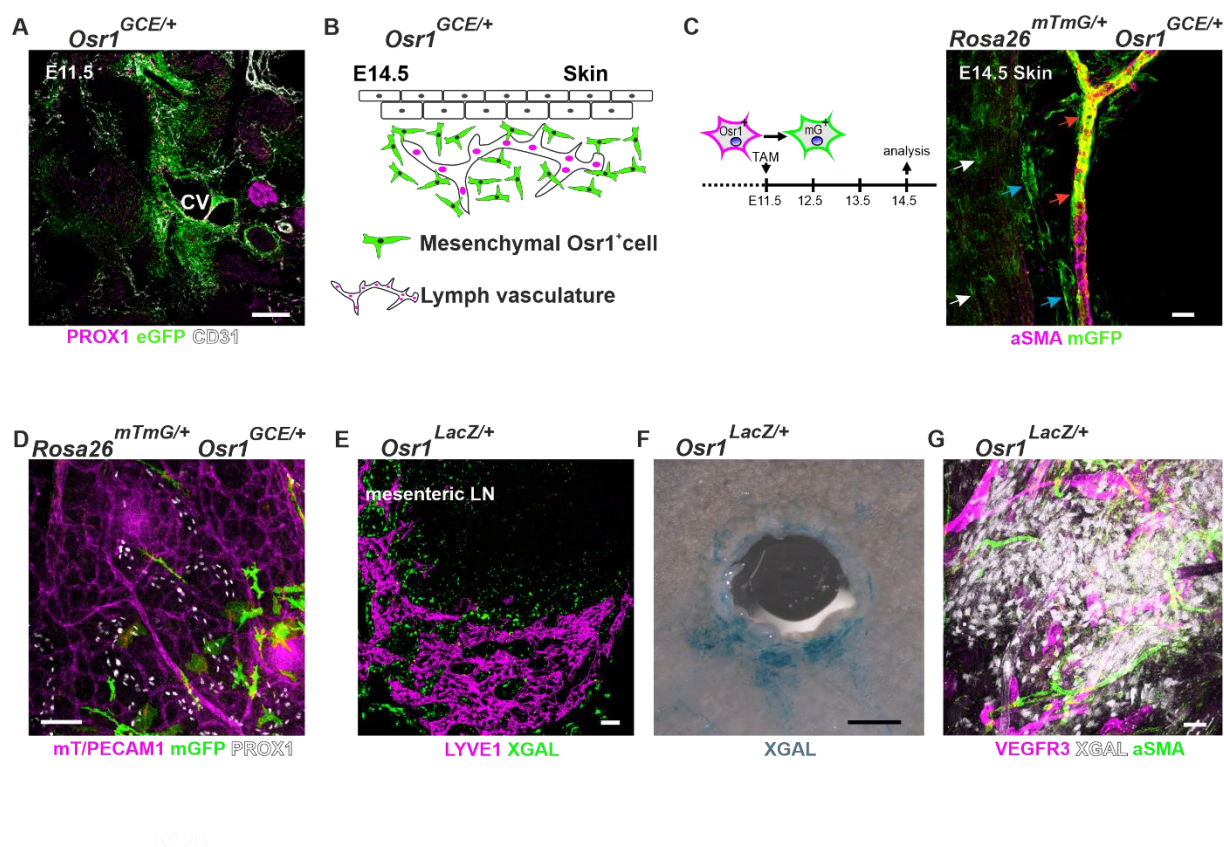

**Fig. S1. related to Fig. 1.** Mesenchymal *Osr1*<sup>+</sup> cells are in close proximity to vascular structures during development, in adults and after trauma. **(A)** Maximal intensity projection of E11.5 100  $\mu$ m cross-section of *Osr1*<sup>GCE/+</sup> embryos. PROX1<sup>+</sup> LECs delaminating from the cardinal vein (CV) are surrounded by *Osr1*<sup>+</sup> (eGFP) mesenchymal cells. **(B)** Schematic representation of E14.5 dermis showing lymphatic vasculature surrounded by *Osr1*<sup>+</sup> mesenchymal cells. **(C)** Schematic representation of CreERT2 recombinase induction, at the left. Whole-mount immunofluorescence of E14.5 skin from *Rosa26*<sup>mTmG/+</sup> *Osr1*<sup>GCE/+</sup> embryos with tamoxifen induction at E11.5, at the right. *Osr1* lineage cells are found as dermal fibroblasts (white arrows), as  $\alpha$ SMA<sup>+</sup> cells of arteria (red arrows) and in close association to veins (blue arrows). **(D)** Representative immunofluorescence image of E14.5 skin from *Rosa26*<sup>mTmG/+</sup> *Osr1*<sup>GCE/+</sup> embryos showing E11.5 lineage traced *Osr1*<sup>+</sup> cells in association to blood and lymphatic vasculature. **(E)** *Osr1*<sup>+</sup> cells (*LacZ*<sup>+</sup> identified by XGal staining) are found in the medulla of mesenteric lymph nodes in close association with lymphatic vasculature labelled for LYVE1. **(F, G)** Activation of *Osr1* expression in mesenchyme upon tissue trauma. *Osr1* expression is reactivated in the ear dermis of adult *Osr1*<sup>LacZ/+</sup> animals. Immunofluorescence of XGal stained ear dermis revealed *Osr1*<sup>+</sup> cells intermingling with lymphatic and blood vasculature labelled for VEGFR3 and  $\alpha$ SMA in the regenerating area. Representative immunofluorescence images have been captured from at least 3 different embryos. Scale bar represents in **A** 100  $\mu$ m, in **C** 50  $\mu$ m, in **D** 100  $\mu$ m, in **E** 200  $\mu$ m, in **F** 500  $\mu$ m and in **G** 50  $\mu$ m.

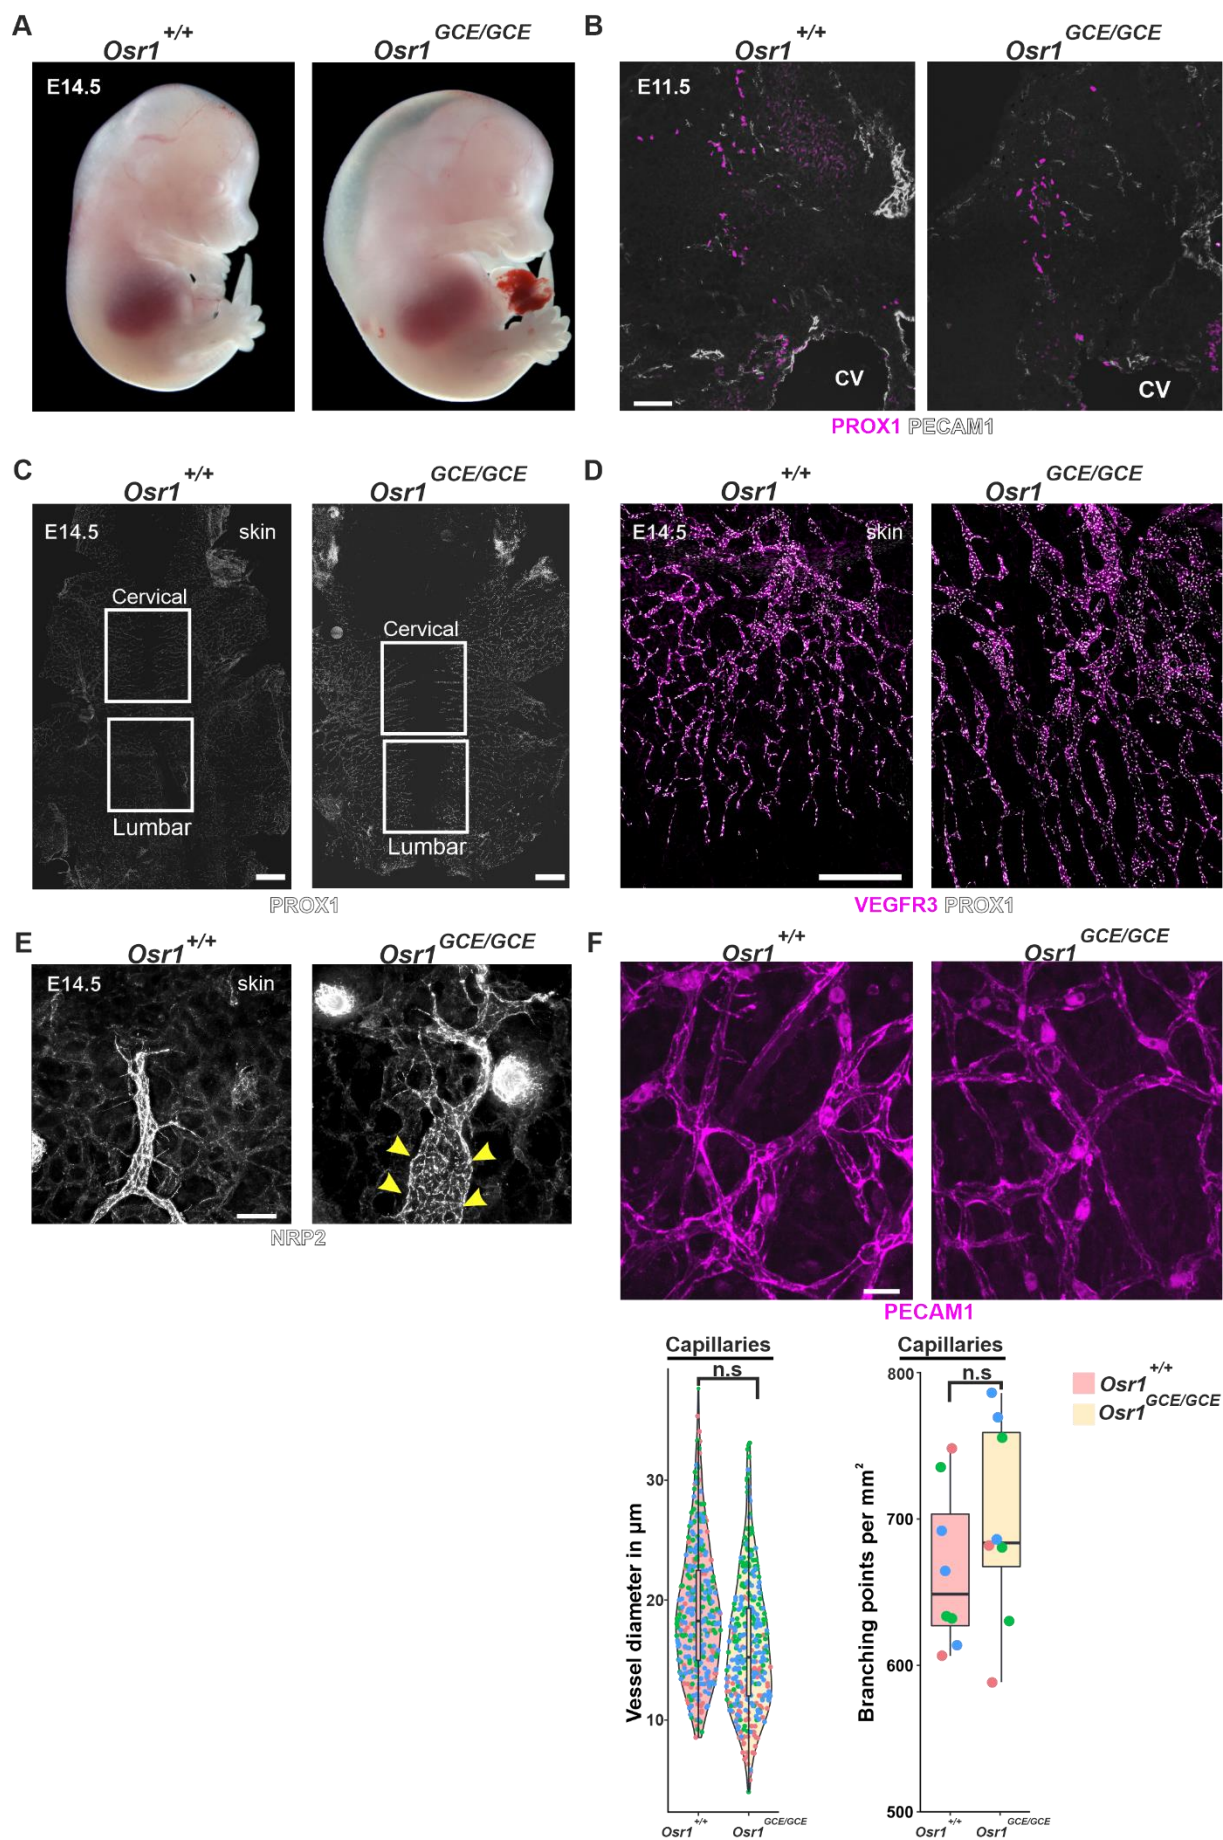

**Fig. S2. related to Fig. 2.** Lack of Osr1 in mesenchymal cells leads to lymphatic vasculature defects. **(A)** Images of E14.5 Osr1<sup>+/+</sup> and Osr1<sup>GCE/GCE</sup> embryos showing prominent back edema. **(B)** Immunofluorescence of E11.5 cross-section shows normal delamination of LECs labelled for PROX1 from the cardinal vein (CV). **(C)** Whole-mount immunofluorescence of E14.5 Osr1<sup>+/+</sup> and Osr1<sup>GCE/GCE</sup> skin immunolabelled for PROX1 shows impaired/delayed LECs migration in the cervical and lumbar region. **(D)** Representative micrographs of E14.5 Osr1<sup>+/+</sup> and Osr1<sup>GCE/GCE</sup> labelled for VEGFR3 and PROX1 show reduced lymphatic vessel arborization and increase vessel caliber. **(E)** Reduced filopodia at the tips of lymphatic vessels in E14.5 Osr1<sup>GCE/GCE</sup> embryos after skin whole-mount immunofluorescence using an anti-NRP2 antibody. Arrowheads point to enlarged lymphatic vessels with reduced filopodia. **(F)** Whole-mount immunofluorescence of E14.5 Osr1<sup>+/+</sup> and Osr1<sup>GCE/GCE</sup> skin immunolabelled for PECAM1 shows normal blood vessel formation. Quantification of branching points per mm<sup>2</sup> and blood vessel caliber in E14.5 Osr1<sup>+/+</sup> and Osr1<sup>GCE/GCE</sup> skins shown below (n=3). Measurements obtained from the same embryo are represented as dots with the same color. Representative immunofluorescence images have been captured from at least 3 different embryos. Scale bar represents in **B** 100 µm, in **C** 1 mm, in **D** 500 µm, in **E** 50 µm and in **F** 20 µm.

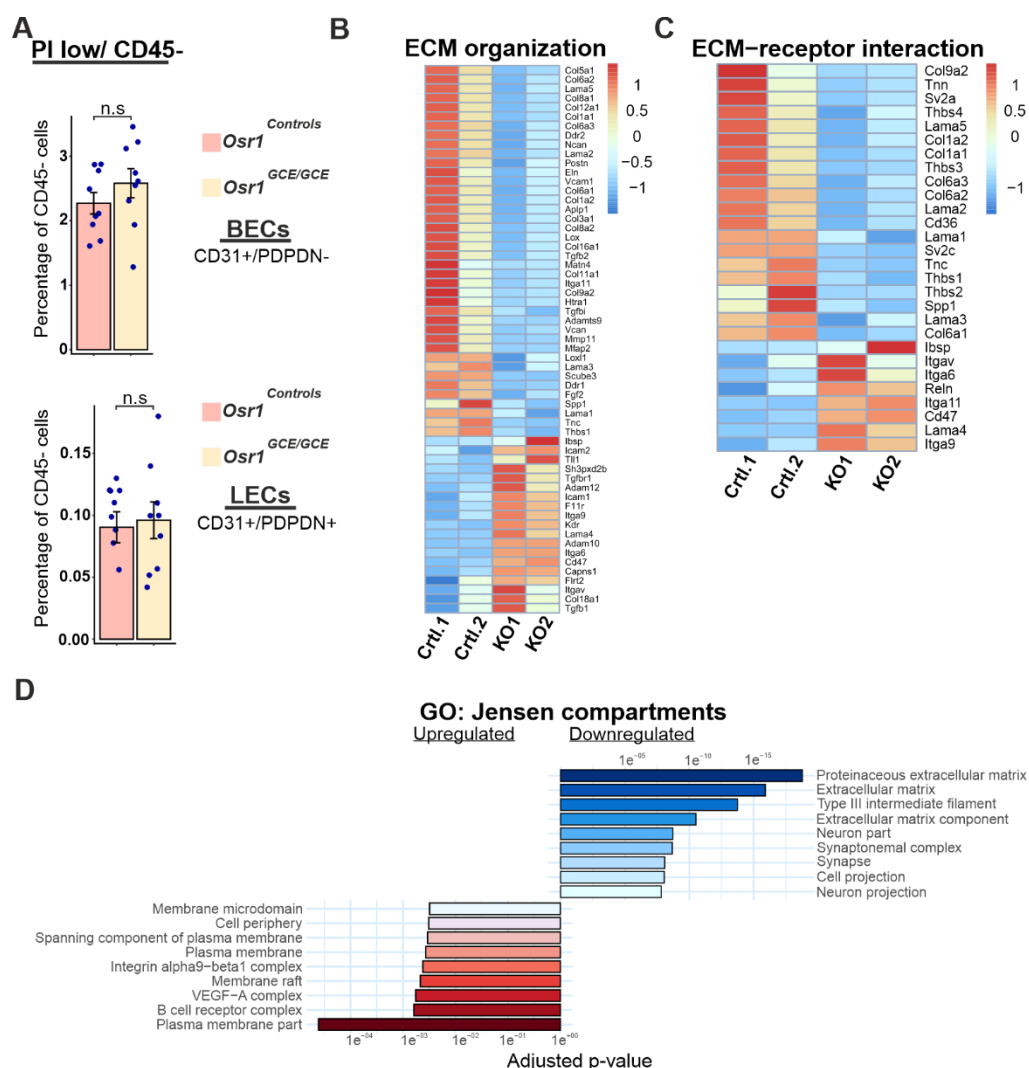

**Fig. S3 related to Fig. 3.** Transcriptional adaptations of LECs to an environment lacking *Osr1*. **(A)** Quantification of E13.5 LEC (PDPN+ CD31+) and BEC (PDPN- CD31+) relative percentage from *Osr1*<sup>controls</sup> (*Osr1*<sup>+/+</sup> and *Osr1*<sup>GCE/+</sup>) and *Osr1*<sup>GCE/GCE</sup> embryos (n=9). **(B, C)** Heatmap depiction of TPM values for the genes associated with the GO terms ECM organization and ECM-receptor interaction detected after E13.5 LECs RNA-seq. Raw scaled normalization is represented at the right. **(D)** Bar plot representation of GO analysis for Jensen compartments performed in genes up- or downregulated in LECs from *Osr1*<sup>GCE/GCE</sup> embryos. Terms were ranked by their adjusted p-value. In **A**, p-values were obtained from student-t tests. Error bar represents s.e.m., \* p<0.05, and \*\* p<0.01.

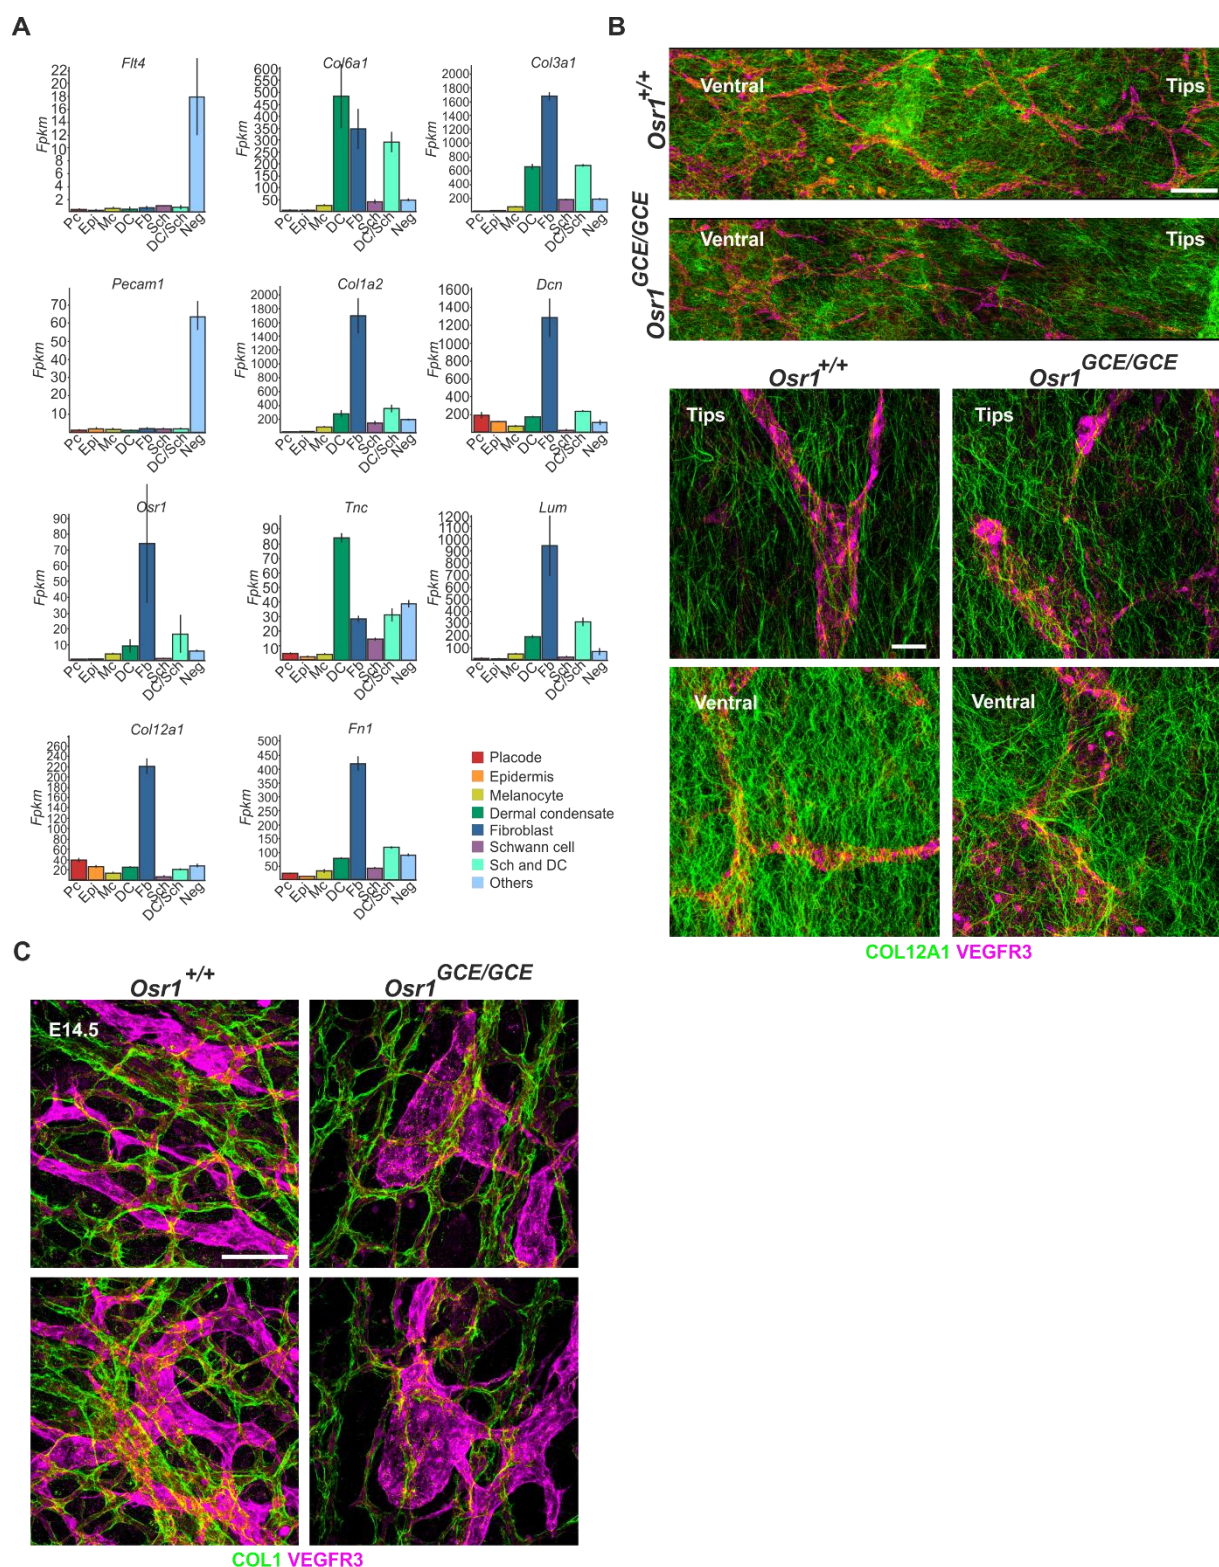

**Fig. S4 related to Fig. 5.** Impaired dermal ECM in E14.5  $Osr1^{GCE/GCE}$  embryos. **(A)** Bar plot depiction of relative expression for selected genes in E14.5 skin cell populations (legend shown bottom right). Expression is represented in FPKM values obtained from RNA-seq analyses (37). **(B, C)** Whole-mount immunofluorescence of E14.5  $Osr1^{+/+}$  and  $Osr1^{GCE/GCE}$  skin immunolabelled for the ECM protein COL12A1, the lymphatic vessel marker VEGFR3 and COL1 that labels blood vessel basal lamina. Representative immunofluorescence images have been captured from at least 3 different embryos. Scale bar represents in **B**, 100  $\mu$ m, 20  $\mu$ m (below) and in **C**, 50  $\mu$ m.

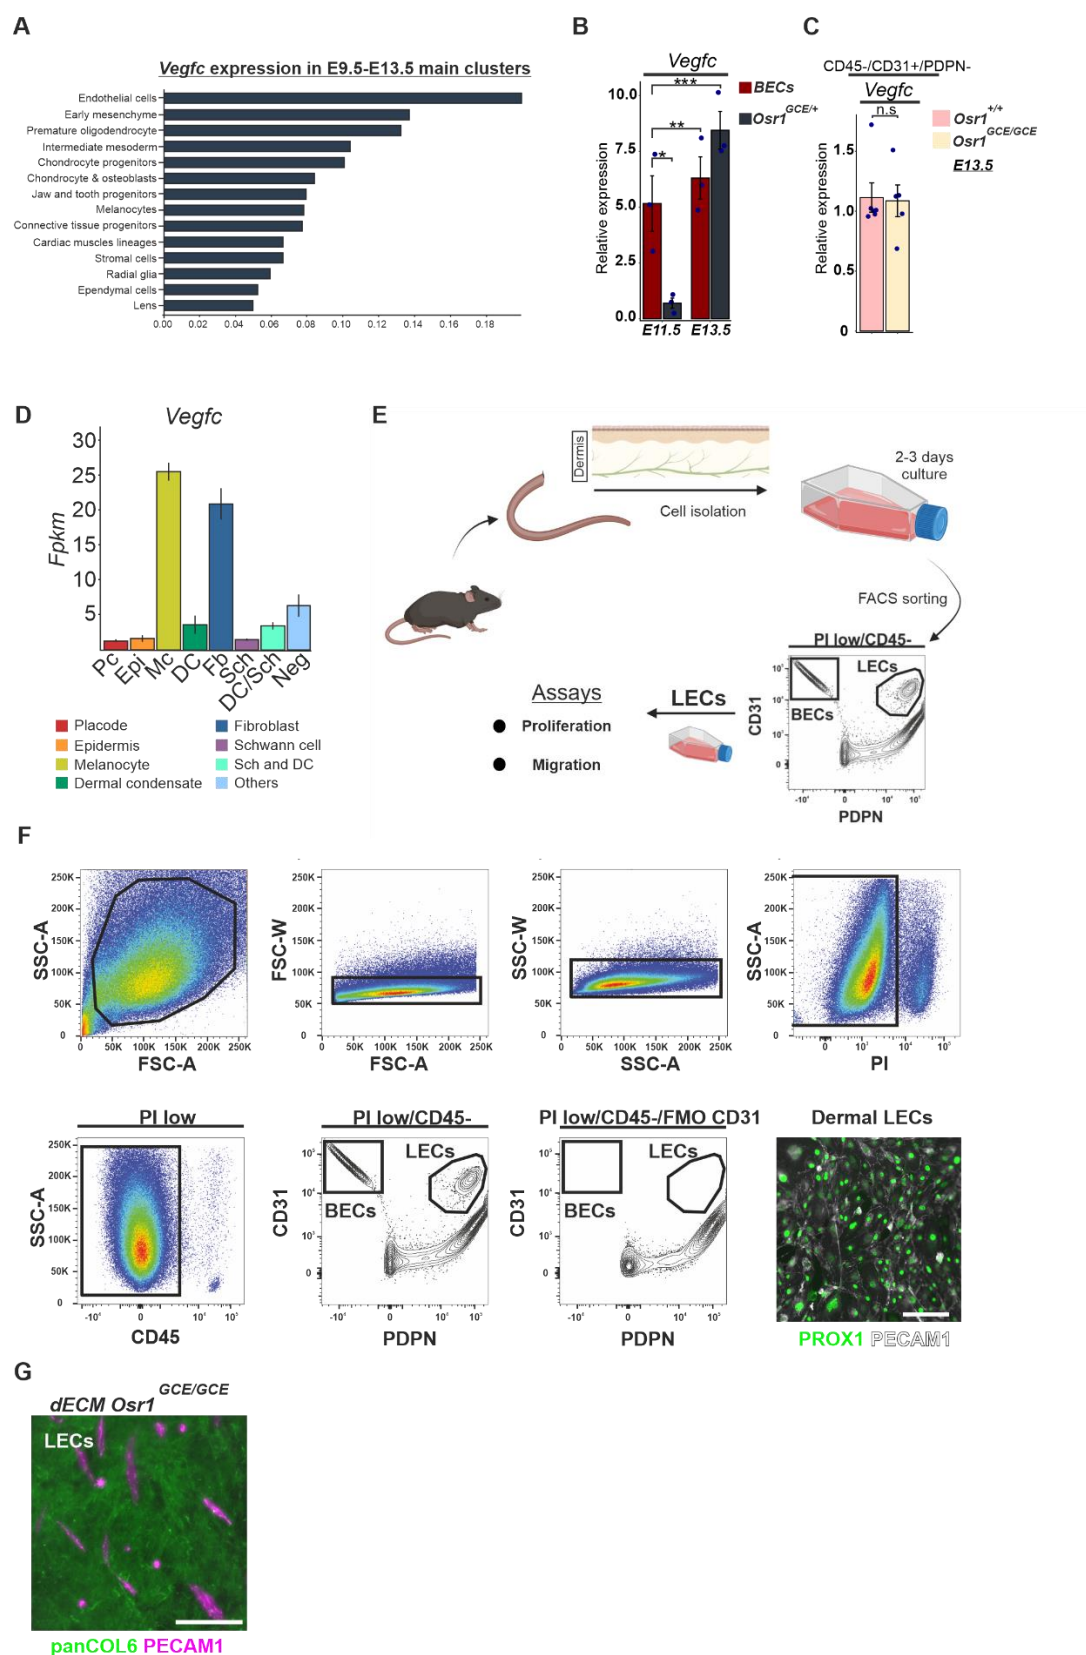

**Fig. S5 related to Fig. 6.** Mesenchymal *Osr1*<sup>+</sup> cells promote LEC proliferation at the migrating front via the ECM. **(A)** Bar plot depiction of relative *Vegfc* expression in embryonic subpopulations from E9-E13.5 tissues obtained from scRNA-seq analyses (42). **(B)** Relative expression of *Vegfc* transcripts measured by RT-qPCR in FACS isolated BECs (CD31<sup>+</sup>PDPN<sup>-</sup>) and *Osr1*<sup>+</sup> cells from E11.5 and E13.5 *Osr1*<sup>GCE/+</sup>

embryonic tissues. N=3. **(C)** Relative expression of Vegfc transcripts measured by RT-qPCR in FACS isolated BECs (CD31+PDPN-) from E13.5 Osr1 controls (Osr1<sup>+/+</sup> and Osr1<sup>GCE/+</sup>) or Osr1<sup>GCE/GCE</sup> embryos. N=5. **(D)** Bar plot depiction of Vegfc relative expression in E14.5 skin cell populations. Expression is represented in FPKM values obtained from RNA-seq analysis (37). **(E)** Schematic representation of tail skin dermal LEC (tdLEC) isolation from C57Bl/6 adult animals and culturing for subsequent migration and proliferation assays. **(F)** FACS gating strategy for tdLECs isolation using CD45, CD31 and PDPN antibodies. Immunofluorescence of culture tdLECs using PECAM1 and PROX1 antibodies confirms LEC purity after FACS isolation. **(G)** Representative immunofluorescence of decellularized ECM (dECM) produced by E13.5 Osr1<sup>GCE/+</sup> cells after 2 days of tdLEC culturing on dECM. An anti-panCOL6 antibody was used for ECM labeling and an anti-PECAM1 antibody for LEC labeling. In **B**, p values were obtained from student-t tests. Error bar represents s.e.m. and \* p< 0.05, \*\* p< 0.01 and \*\*\* p< 0.001. Scale bar in **F** and **G** represents 200  $\mu$ m.

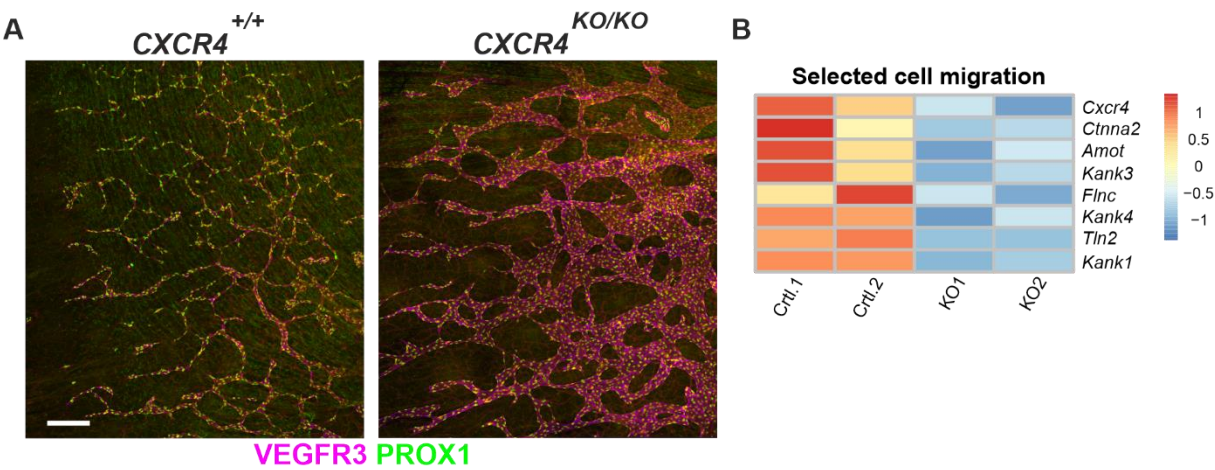

**Fig. S6. related to Fig. 7.** CXCR4 controls LEC dermal migration. **(A)** Whole-mount immunofluorescence of E14.5 CXCR4<sup>+/+</sup> and CXCR4<sup>KO/KO</sup> skin labelled for the lymphatic vessel markers VEGFR3 and PROX1. **(B)** Heatmap depiction of TPM values for selected genes involved in cell migration being deregulated in E13.5 LECs RNA-seq analysis. Raw scaled normalization is represented at the right. Representative immunofluorescence images have been captured from at least 3 different embryos. Scale bar in **A** represents 200  $\mu$ m.

**Table S1.**

| Gene name      | Mean TPM | TPM Rank |
|----------------|----------|----------|
| <i>Col4a1</i>  | 1068     | 73       |
| <i>Cdh5</i>    | 1044     | 75       |
| <i>Fos</i>     | 976      | 89       |
| <i>Col18a1</i> | 924      | 96       |
| <i>Fosb</i>    | 837      | 112      |
| <i>Plxnd1</i>  | 808      | 118      |
| <i>Junb</i>    | 739      | 133      |
| <i>Col4a2</i>  | 727      | 136      |
| <i>Mmrn1</i>   | 706      | 141      |
| <i>Nrp2</i>    | 619      | 162      |
| <i>Flt4</i>    | 583      | 184      |
| <i>Egr1</i>    | 499      | 231      |
| <i>Tie1</i>    | 476      | 251      |
| <i>Prox1</i>   | 312      | 404      |
| <i>Lyve1</i>   | 293      | 448      |
| <i>Kdr</i>     | 490      | 240      |
| <i>Pecam1</i>  | 387      | 312      |
| <i>Nrp1</i>    | 21       | 6073     |
| <i>Cd44</i>    | 15       | 8408     |
| <i>Postn</i>   | 131      | 1238     |
| <i>Lum</i>     | 72       | 2652     |
| <i>Pdgfra</i>  | 44       | 4333     |
| <i>Dcn</i>     | 37       | 5009     |
| <i>Osr1</i>    | 6        | 11724    |

**Table S2. Primary antibodies.**

| Antibody                   | Clone      | Conjugate    | Concentration/<br>Dilution  | Source              |
|----------------------------|------------|--------------|-----------------------------|---------------------|
| Mouse anti-MyHC            | Monoclonal | Unconjugated | 1:500                       | Chemicon            |
| Chicken anti-GFP           | Polyclonal | Unconjugated | 1:1000                      | Aves                |
| Rabbit anti- $\alpha$ -SMA | Polyclonal | Unconjugated | 2 $\mu$ g ml <sup>-1</sup>  | Abcam               |
| Hamster anti-Pecam1        | Polyclonal | Unconjugated | 1:250                       | DSHB (2H8)          |
| Rat anti-Pecam1            | Mec 13.3   | Unconjugated | 1:100                       | Biolegend           |
| Goat anti-collagen I       | Polyclonal | Unconjugated | 1:400                       | Novus Biologicals   |
| Hamster anti PDPN          | Polyclonal | Unconjugated | 1:100                       | DSHB (8.1.1)        |
| Rat anti CD45              | 30-F11     | Unconjugated | 1:100                       | Biolegend           |
| Rabbit anti TNC            | Polyclonal | Unconjugated | 1:200                       | Chemicon            |
| Rabbit anti PROX1          | Polyclonal | Unconjugated | 1:200                       | ReliaTech           |
| Rabbit anti LYVE1          | Polyclonal | Unconjugated | 1:200                       | Abcam (33682)       |
| Mouse anti VCAM1           | Polyclonal | Unconjugated | 1:100                       | DSHB (P3C4)         |
| Goat anti VEGFR3           | Polyclonal | Unconjugated | 1:200                       | R&D System          |
| Goat anti CCL21            | Polyclonal | Unconjugated | 10 $\mu$ g ml <sup>-1</sup> | R&D System (AF457)  |
| Rat anti PDGFR $\beta$     | APB5       | PE           | 1:100                       | Biolegend           |
| Rabbit anti-Col12a1        | Polyclonal | Unconjugated | 1:500                       | M. Koch             |
| Rabbit anti Ki-67          | Polyclonal | Unconjugated | 1:200                       | Abcam               |
| Goat anti Nrp2             | Polyclonal | Unconjugated | 10 $\mu$ g ml <sup>-1</sup> | R&D System (AF2215) |
| Goat anti hPROX1           | Polyclonal | Unconjugated | 1:100                       | R&D System(AF2727)  |
| Rabbit anti panCol6        | Polyclonal | Unconjugated | 1:250                       | Abcam               |

**Table S3. FACS antibodies**

| Antibody      | Clone   | Conjugate       | Concentration/<br>Dilution | Source      |
|---------------|---------|-----------------|----------------------------|-------------|
| Rat anti-T119 | TER-119 | APC             | 1:100                      | eBioscience |
| Rat anti CD31 | 390     | APC             | 1:100                      | eBioscience |
| Rat anti PDPN | PMab2   | Alexa Fluor 594 | 1:100                      | Biolegend   |
| Rat anti-CD45 | 30-F11  | APC             | 1:100                      | eBioscience |

**Table S4. Secondary antibodies.**

| Antibody            | Conjugate(s)                 | Source           |
|---------------------|------------------------------|------------------|
| Donkey anti-mouse   | Alexa Fluor 488, 568 and 680 | Molecular Probes |
| Donkey anti-rabbit  | Alexa Fluor 488, 568 and 647 | Molecular Probes |
| Donkey anti-goat    | Alexa Fluor 488, 568 and 680 | Molecular Probes |
| Goat anti-hamster   | Alexa Fluor 488, 568         | Molecular Probes |
| Donkey anti-rat     | Alexa Fluor 488, 568, 647    | Molecular Probes |
| Donkey anti-chicken | Alexa Fluor 488              | Molecular Probes |
| Donkey anti-sheep   | Alexa Fluor 488, 568         | Molecular Probes |

**Table S5. Primer sequences (RT-qPCR).**

| Gene          | Forward              | Reverse              |
|---------------|----------------------|----------------------|
| <i>Gadph</i>  | CTGCACCACCAACTGCTTAG | GGATGCAGGGATGATGTTCT |
| <i>Cxcl12</i> | GCTCCACCCACAAGGTTAAG | CTGGCAGAAGGCCTTGAATA |
| <i>Osr1</i>   | GCACACTGATGAGCGACCT  | TGTAGCGTCTTGTGGACAGC |
| <i>Ccl21</i>  | CCAAGTTTAGGCTGTCCATC | TTAGAGGTTCCCCGGTTCTT |
| <i>Flt4</i>   | TCATTGGGGGCCTCTCCATA | GTCCCCCAGGATCTCCACTA |
| <i>Prox1</i>  | TCGCAGCTCATCAAGTGGTT | TAGTGCATGTTGAGGGCTCG |
| <i>Vegfc</i>  | CACCAGCACAGGTTACCTCA | TGCTGGCAGAGAACGTCTAA |

**Table S6. Dermal fibroblast intersection analysis.**

List of genes found upregulated in E13.5 *Osr1*<sup>GCE/+</sup> cluster 7 ( $\log_2FC \geq 0.2$  and  $\text{percFC} \geq 0$  and deregulated in E13.5 *Osr1*<sup>GCE/GCE</sup> mesenchymal cells ( $\log_2FC \geq 0.2$  and  $\text{padj} \leq 0.1$ ).

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202747#supplementary-data>

**Table S7. Mesenchymal-LEC ligand-receptor pair analysis.**

List of ligand-receptor pairs found after analysis of deregulated genes in E13.5 *Osr1*<sup>GCE/GCE</sup> mesenchymal cells (511 genes) and in E13.5 LECs (1386 genes) from *Osr1*<sup>controls</sup> and *Osr1*<sup>GCE/GCE</sup> embryos. For each ligand-receptor pair, the role as a receptor or ligand and the expression (upregulated or downregulated) in E13.5 LECs and mesenchymal cells are defined.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202747#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

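RNA of LECs sorted from pooled E13.5 embryos was measured in 4 libraries, 2 of *Osr1 controls* and 2 labelled *Osr1 GCE/GCE*. By the paper's methods the authors prepared libraries with a TruSeq V2 kit, which does not mark strand, sequenced them on an Illumina HiSeq instrument, aligned the reads to mm10 with STAR and counted reads per gene with featureCounts. The versions of these tools are not given in the sources used here. The signal values that the authors deposited are read counts per gene divided by DESeq2's size factors, for 55385 gene IDs. Of these IDs 55144 were found, without their version suffix, in GENCODE release 21 for mouse, which gave symbols and coordinates on mm10, and 241 were not found.

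Whole reads were recovered by taking each library's smallest value above 0 as 1 read, which gave size factors of 1.40, 0.955, 0.921 and 0.807 for *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE*. Mitochondrially encoded genes held 2.65% to 3.26% of a library's reads, and the 10 genes with the most reads held 5.24% to 6.27%. Between replicates of a group, Pearson correlations over genes of log2 values were 0.989 for *Osr1 controls* and 0.990 for the libraries labelled *Osr1 GCE/GCE*. TPM were computed from the normalized counts and the union length of each gene's exons.

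Groups were compared with limma 3.58.1 (lmFit, then eBayes with trend and robust options) in R 4.3.3 on log2(normalized count + 1), over genes with a mean of at least 10 over the 4 libraries. Fold changes are on that scale, which understates changes of low genes. A gene was called with an absolute log2 fold change of at least 0.3, a Benjamini-Hochberg adjusted p under 0.05 and a mean TPM over 1, the paper's thresholds. Gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01, and again with a correlation estimated from the data, with adjustment over 38 lists. The estimated version tests on the residual degrees of freedom, which are few with 4 libraries, so it had little power to call any list. The p-values of the meiotic and germ cell lists, chosen after seeing the data, were not adjusted over lists. Intervals of list medians came from 10000 bootstrap resamples of the members. Mouse Reactome sets shipped with fgsea 1.28.0, with 10 to 500 background genes, were tested with one-sided Fisher's exact tests per direction.

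The genes named in the text are those the paper names for the LEC libraries or lists in Table S1, those of Fig. 3H, 6C and S6B, up to 6 examples per direction from Fig. 7A, S3B and S3C, the 10 DEGs with the largest change per direction among those with a mean of at least 100 and no overlap between groups, and up to 3 members with the smallest adjusted p per list and direction. These rules, the comparison, its test, the gene lists and most alternatives were chosen before the data were examined. Values in the paper's tables had been seen at that time. The lists of meiotic and germ cell genes and 4 alternatives were chosen after seeing the data, namely a crossed pairing of the libraries, DESeq2 on every gene with a read, the removal of genes on chromosomes X and Y, and a wider background for Reactome sets.

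The alternatives were the replicate number as a block, TMM scaling, library totals, DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, limma without its trend and robust options, no filter on low values, a mean of at least 50, pseudocounts of 0.5 and 5, no fold threshold, a log2 fold change of at least 1, no TPM filter, an adjusted p under 0.1, and each library left out. The limma, edgeR and DESeq2 fits, camera and the Fisher tests were first run on simulated counts drawn for 19479 genes, with 200 genes changed in each of 5 simulations. The scaling alternatives, the replicate block and the leave-one-out fits were not simulated. Genes were drawn independently of each other, so the preset correlation was not tested. In the simulations limma called 19.1% of genes changed by a log2 of 0.5, 54.3% at 1 and 88.5% at 2, and 0.0809% of unchanged genes. For edgeR the shares of changed genes were 21.2%, 54.3% and 88.8%, and for DESeq2 26.0%, 57.0% and 80.9%. Over the 5 simulations limma made 78 calls among unchanged genes, against 64, 182 and 292 among genes changed by 0.5, 1 and 2. Calls among unchanged genes numbered 86 for edgeR, against 71, 182 and 293, and 114 for DESeq2, against 87, 191 and 267. For each method false calls were a larger share of all calls than the main threshold on the adjusted p allows. Other splits of the libraries were not counted, as the groups hold 2 libraries each. GO, Jensen and KEGG libraries, the RNA-seq dataset of Osr1+ mesenchymal cells and data of other assays in the paper were not analysed here, and 1 gene that the rule names is not reported here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.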

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

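Of the tests below, those on fibroblast markers, on the collagens without a control library and on the share of endothelial genes above 0 were set before the values were seen, and those on muscle against macrophage genes, on the endothelial lists without a control library, on germ cells and on *Xist* were chosen afterwards. *Osr1*, the targeted gene, was higher in the libraries labelled *Osr1 GCE/GCE* (32.8 and 30.4 against 168 and 303 normalized counts, log2 fold change 2.80, standard error 0.31, adjusted p = 0.0262; without replicate 1 so labelled, adjusted p = 0.0174, and without replicate 2, 0.0235), a direction the paper does not report. Counts over the whole gene do not tell transcripts of the GCE allele from those of an intact allele, so whether the labels account for this direction is not settled, and its cause was not tested. All 68 genes of Table S7 had the paper's direction, so the deposited labels match the grouping in the paper, which does not check the genotypes. The directions below are read between labelled groups.

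Genes of the ECM were lower in the libraries labelled *Osr1 GCE/GCE*, with a collagen median of -0.61. The lower levels do not rest on a single control library, since the collagen median was -0.42 without *Osr1 controls* replicate 1 and -0.87 without *Osr1 controls* replicate 2. Fewer mesenchymal cells carried over into these sorts may account for the lower ECM transcripts, since non-ECM fibroblast markers, of which 3 of 30 stand in another list and 3 in the paper's panels, had a median of -0.54 (*Dlk1* from 380 to 240 TPM, *Crabp1* from 231 to 114 TPM), or -0.34 without *Osr1 controls* replicate 1. The PDPN and CD31 gates should remove such cells. A lower transcription of ECM genes in LECs, tied to genotype as the paper proposes, stays open and was not tested, as bulk libraries do not assign a transcript to a cell.

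Genes of LECs and of endothelium in general were higher in the libraries labelled *Osr1 GCE/GCE*, with 41 of 49 listed members above 0 (83.7%). Over both lists together, this share met the preset bound for a larger share of endothelial cells in these sorts. Of the pan-endothelial members alone 72% were above 0. The preset test also asked for a like small rise, but the medians were 0.58 for LEC identity and 0.35 for pan-endothelial genes. The lists of muscle, mural, mesothelial, neuronal and fibroblast genes had medians below 0, as that test further asked. As the whole cause, such a share would lower markers of all other cells alike if these were carried over in fixed proportions, which was not tested. Here the median of skeletal muscle genes lay 0.76 below that of macrophage genes (difference -0.76, 95% interval -1.01 to -0.52), although the CD45 gate removes leukocytes. Without *Osr1 controls* replicates 1 and 2 in turn, the muscle medians were -0.93 and -0.80 and the macrophage medians -0.11 and -0.12. LEC identity genes moved apart from blood endothelial ones by 0.83 (0.52 to 1.22). That gap rests in part on *Osr1 controls* replicate 1, without which the medians were 0.42 and 0.00, against 0.70 and -0.46 without *Osr1 controls* replicate 2. Intervals here and below resample the members of a list and not libraries, so they leave out the spread between libraries. A larger share of endothelial cells as a part of the cause stays open. The increase of LEC identity genes does not rest on a single control library, as the lower of the 2 medians without a *Osr1 controls* library was 0.42. A change in LECs with genotype, or a different mix of lymphatic and blood endothelial cells, was not tested and stays open.

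Genes of meiotic prophase were lower in the libraries labelled *Osr1 GCE/GCE*, with a median of -1.42, which the paper does not report. Camera gave p = 2.20e-18, and p = 0.109 with an estimated correlation, neither adjusted over lists. The list was chosen after these values were seen, so the p-values are not independent evidence. Fewer germ cells among the sorted cells may account for part of this. Germ cell genes outside meiosis, 0 of which stand in another list or the paper's panels, had a median of -0.87 (-1.01 to -0.71). *Dppa3* went from 319 to 157 TPM, *Dazl* from 199 to 103 TPM and *Ddx4* from 105 to 47.4 TPM. The germ cell median was -1.35 without *Osr1 controls* replicate 1 and -0.42 without *Osr1 controls* replicate 2, short of the bound of -0.5 set for this test. The meiotic median was -1.34 and -1.48 in the same fits, so it held where the germ cell median shrank. Whether fewer germ cells could be the whole cause was not tested. By the methods, inner organs were removed before digestion in the isolation of Osr1+ cells and LEC tissue was treated in the same way, which should leave few gonads. Whether germ cells pass the PDPN and CD31 gates was not tested. Fewer female embryos in these pools, which would lower *Xist*, is argued against by the log2 fold change of *Xist* of 1.86 (standard error 0.90, adjusted p = 0.413; 2.84 without *Osr1 controls* replicate 1 and 0.88 without *Osr1 controls* replicate 2) and by lower Y-linked transcripts. A difference in germ cells with genotype stays open and was not tested.

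*Xist*, expressed from the inactive X chromosome, had 14780 and 3779 normalized counts in the *Osr1 controls* libraries and 26159 and 28150 in the libraries labelled *Osr1 GCE/GCE* (1.86), a difference between groups in a gene the paper does not discuss. The Y-linked *Eif2s3y* differed the other way, with 1214 and 2154 against 760 and 591 (-1.27, adjusted p = 0.118). *Ddx3y*, also Y-linked, had a log2 fold change of -0.76, adjusted p = 0.0923. In the limma fit of all libraries *Xist* did not pass the test either (adjusted p = 0.413), as its *Osr1 controls* libraries lay far apart. The log2 fold changes of *Xist*, *Eif2s3y* and *Ddx3y* were 2.84, -1.68 and -1.02 without *Osr1 controls* replicate 1. They were 0.88, -0.86 and -0.49 without *Osr1 controls* replicate 2. Skeletal muscle genes, outside those the paper discusses, had a median of -0.89, with *Actc1* at 120 against 59.9 TPM and *Mylpf* at 39.1 against 18.1 TPM. Mural cell genes had a median of -0.68, or -0.33 without *Osr1 controls* replicate 1. Mesothelial and epithelial genes had a median of -0.84, with *Epcam* at 66.1 against 35.0 TPM, or -0.49 without *Osr1 controls* replicate 1 and -0.31 without replicate 1 labelled *Osr1 GCE/GCE*. Neuronal genes had a median of -0.53, or -0.32 without the last library. Genes of glycolysis and hypoxia had a median of -0.24.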

How the results depend on the processing

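The alternatives with a crossed pairing, with DESeq2 on every gene with a read, without chromosomes X and Y and with all tested genes as background were chosen after seeing the data. Of the values of single genes under an alternative, 3876 kept direction and side of the threshold, 523 lost their call, 235 gained one and 21 moved; of the list medians, 699 kept both, 49 lost and 11 gained a call, 11 moved, and 1 reversed, cytosolic ribosomal proteins at -0.026 with library totals against 0.046, by a scaling that shifts all genes alike. DEGs numbered 562 (341 down, 221 up). The counts were 1469 (902, 567) with DESeq2 on the recovered reads, 1409 (887, 522) with DESeq2 on every gene with a read, 1120 (695, 425) with no filter on low values, 1488 (916, 572) with an adjusted p under 0.1, 128 (119, 9) with a log2 fold change of at least 1, and 0 (0, 0) with limma without trend and robust, where 3425 genes had an unadjusted p under 0.05. They were 475 with a mean of at least 50, 528 with edgeR, 571 with no TPM filter, 559 and 587 with pseudocounts of 0.5 and 5 and 562 with no fold threshold; TMM scaling gave 469, library totals 677, of which 443 and 516 were among the 562, and 526 of the 562 were kept without X and Y. The median of all genes was -0.09 with library totals, -0.01 with TMM and -0.02 with the authors' factors. Leave-one-out fits, in which the lone library is assumed to vary like the others, gave 25 to 1460 DEGs, 12 to 1069 down and 13 to 391 up.

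Of 38 lists 28 were called with the preset correlation and 0 with the estimated inter-gene correlation, where the medians of 0.58 for LEC identity, 0.27 for lymphangiogenic signalling, -0.28 for VEGFR3 targets and early genes and -0.61 for collagens each had adjusted p = 0.464. Many lists share that value through the adjustment. The estimated version had little power with so few libraries, so its lack of calls cannot tell which lists changed. Reactome sets for downregulated DEGs numbered 16, and 3 with TMM scaling, 8 with library totals, 27 with DESeq2, 0 with limma without trend and robust, 25 with no filter on low values, 7 with a mean of at least 50, 6 with a log2 fold change of at least 1, 29 with an adjusted p under 0.1, 17 with all tested genes as background and 4 to 60 in leave-one-out fits. For upregulated DEGs 7 sets passed, and 12 with TMM scaling, 0 with limma without trend and robust, 0 with a log2 fold change of at least 1 and 0 to 10 in leave-one-out fits. Of 62 tested genes that the paper names 19 were called, and 50 with DESeq2, 0 with limma without trend and robust, 37 with no filter on low values, 1 with a log2 fold change of at least 1, 42 with an adjusted p under 0.1 and 1 to 35 in leave-one-out fits. A stricter threshold on p or fold calls fewer genes by construction, and the cause of the other changes was not tested.

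Replicate numbers are shared between the groups in the labels alone, and the deviations of same-numbered libraries from their group means had a correlation of -0.118. With the replicate block, 125 genes were called (96 down, 29 up), 107 of them among the 562, with 8 Reactome sets for downregulated and 1 for upregulated DEGs and 6 of the genes the paper names. The crossed pairing of the libraries gave 1282 (766 down, 516 up). Genes with a mean under 10 at this depth were not tested, apart from the alternative with no filter on low values. Whether more reads or more libraries would call more genes was not tested.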

Differences from the paper's values

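The paper's number of DEGs is 1386, and 562 were found here at the paper's thresholds. Of the alternatives chosen before the data were examined, DESeq2 on the recovered reads (1469), no filter on low values (1120), an adjusted p under 0.1 (1488) and the fit without *Osr1 controls* replicate 2 (1460) came within 1.5 times the paper's value, and the others did not. The paper's number of downregulated DEGs is 877 against 341 here, and DESeq2 (902), no filter (695), an adjusted p under 0.1 (916) and the fits without *Osr1 controls* replicate 1 (626) or 2 (1069) came within that range, unlike the others. The paper's number of upregulated DEGs is 509 against 221 here, and DESeq2 (567), no filter (425), an adjusted p under 0.1 (572) and the fit without *Osr1 controls* replicate 2 (391) came within it, unlike the others. DESeq2 on every gene with a read, chosen after seeing the values, gave 1409 (887 down, 522 up) and dropped 0 of the 68 genes of Table S7.

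The paper's reads per library run from 53 to 81 M and are reads obtained and mapped, and the reads in genes recovered here run from 31.6 to 53.4 M. No alternative changes these numbers.

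Of the 68 genes of Table S7 all had the paper's direction, and limma called 13 of 24 as higher and 19 of 44 as lower, where DESeq2 on the recovered reads called 23 and 44. In Fig. 3H, DESeq2 on the recovered reads called 17 of the 18 genes where limma called 8, and likewise 20 of 21 and 33 of 34 in Fig. 7A where limma called 11 and 14. Fig. S3B shows 40 genes as lower and 19 as higher; all had that direction here, 12 and 7 were called by limma, and 40 and 18 by DESeq2 on the recovered reads.

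Table S1 gives *Nrp1* a mean TPM of 21 by the paper, against 28.7 here, while the other genes of that table lay close to the paper's values. Fig. 6C shows *Egr1* as higher and *Ltb* as lower, whereas *Egr1* was lower here (-0.77, adjusted p = 0.0896) and *Ltb* higher (0.80, adjusted p = 0.0397); 5 of 6 higher and 5 of 6 lower genes of that panel had the paper's direction, of which limma called 4 and 0 and DESeq2 on the recovered reads all 10. The paper shows *Kank3* as lower, and it was higher here (0.40, adjusted p = 0.0948), with 7 of the 8 genes of Fig. S6B in the paper's direction, of which limma called 2 and DESeq2 on the recovered reads 7. In the text *Egfr* is described as higher, although Table S7 and Fig. 7A give it as lower, and it was lower here (-0.71, adjusted p = 0.175), while *Itga9* was higher as in the paper (0.57, adjusted p = 0.0329). Fig. S3C shows *Itga11* as higher, although Fig. S3B shows it as lower, and *Cd36* as lower, whereas *Itga11* had -0.82, adjusted p = 0.0872 here and *Cd36* 0.47 (adjusted p = 0.105); 7 of 8 and 19 of 20 genes of Fig. S3C had the paper's direction. *Itga11* had a log2 fold change of -0.49 without *Osr1 controls* replicate 1. It was -1.15 without *Osr1 controls* replicate 2. *Egr1* and *Egfr* had log2 fold changes of -0.49 and -0.43 without replicate 1 labelled *Osr1 GCE/GCE*. *Egr1* had a log2 fold change of -1.05 without replicate 2 labelled *Osr1 GCE/GCE*. The paper describes targets downstream of VEGFR3 as not decreased, and the listed early genes had a median of -0.28 here, with 28 of 31 not passing the test and *Flt4* itself higher as in the paper. That list is not the paper's set. It also holds general immediate early genes such as *Fos* and *Jun*, so its median does not measure VEGFR3 output alone.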

Other observations

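Wnt pathway genes were lower in the libraries labelled *Osr1 GCE/GCE*, where *Osr1* was higher, as were marker lists of fibroblasts, mural cells and skeletal muscle. Of 36 such genes 4 fell and none rose (11 and 1 when adjusted over the list alone), with a median log2 fold change of -0.42 (camera adjusted p = 4.50e-05, and adjusted p = 0.464 with an estimated correlation). *Axin2*, a target and brake of Wnt signaling (-0.74, adjusted p = 0.0276), *Notum*, which inactivates Wnt proteins (-1.06, adjusted p = 0.0377), and *Sfrp1* are examples. Of 30 genes of glycolysis and hypoxia 5 fell and none rose (12 and 1 when adjusted over the list alone, camera adjusted p = 4.09e-06, and adjusted p = 0.464 with an estimated correlation), such as the lactate transporter gene *Slc16a3* (-1.23, adjusted p = 0.0233), *Bnip3* (-0.95, adjusted p = 0.0316) and *Pdk1* (-0.62, adjusted p = 0.0333). Of 29 genes of cell-cell junctions 2 rose, *F11r* (0.46, adjusted p = 0.0390) and *Icam2* (0.49, adjusted p = 0.0496), and *Gja5* fell (9 and 4 when adjusted over the list alone, median 0.18 with a mean of -0.05, camera adjusted p = 0.0201, and adjusted p = 0.464 with an estimated correlation). Of 43 genes of TGF-beta and BMP signaling 3 rose and 2 fell (7 and 7 when adjusted over the list alone), among them *Smad1* (0.50, adjusted p = 0.0367) and *Bmpr1a* (-0.59, adjusted p = 0.0329), and the list did not differ from other genes (median -0.03 with an upward test, camera adjusted p = 0.801), with medians of -0.12 and 0.06 without replicates 1 and 2 labelled *Osr1 GCE/GCE* and -0.01 and 0.02 without *Osr1 controls* replicates 1 and 2. *F11r* and *Gja5* lost their calls without *Osr1 controls* replicate 1 (adjusted p from 0.0538 to 0.0688). *Icam2* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.0635). Except for *Osr1*, no called gene named kept its call without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p of the others from 0.0574 to 0.219). All except *Osr1*, *Sfrp1*, *Slc16a3*, *Gja5* and *Bmpr1a* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0593 to 0.15). Leaving out *Osr1 controls* replicates 1 and 2 and replicates 1 and 2 labelled *Osr1 GCE/GCE* in turn gave 4, 13, 0 and 3 lower Wnt genes and 4, 8, 0 and 1 lower genes of glycolysis and hypoxia.

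Proliferation genes did not differ from other genes, with 0 of 35 called by limma or adjusted over the list alone (median 0.05, camera adjusted p = 0.0519), although TMM scaling gave the list a call. Their median was -0.09 without *Osr1 controls* replicate 1 and 0.16 without *Osr1 controls* replicate 2. Macrophage and leukocyte genes had 1 of 25 higher, *Mrc1* (0.47, adjusted p = 0.0467), and none lower, with a median of -0.13 and a mean of 0.04 (camera adjusted p = 0.801), and medians of -0.33 and 0.10 without replicates 1 and 2 labelled *Osr1 GCE/GCE*. Erythroid genes had 1 of 17 lower, *Tfrc* (-0.46, adjusted p = 0.0457), at a median of -0.20 (camera adjusted p = 0.275) that was 0.00 and -0.41 without *Osr1 controls* replicates 1 and 2 and -0.48 and 0.23 without replicates 1 and 2 labelled *Osr1 GCE/GCE*. Melanocyte genes had 0 of 7 called at a median of -0.30 (camera adjusted p = 0.104). Interferon response genes had 0 of 23 called at a median of -0.19 (camera adjusted p = 0.103), or -0.05 without *Osr1 controls* replicate 1 and -0.29 without *Osr1 controls* replicate 2. Of 40 ribosomal protein genes 0 were called, with a median of 0.05 (camera adjusted p = 0.0312, and adjusted p = 0.788 with an estimated correlation). The ribosomal median ran from 0.01 without *Osr1 controls* replicate 1 to 0.08 without *Osr1 controls* replicate 2. Mitochondrially encoded genes had a median of 0.23 (0.34 and 0.15 without *Osr1 controls* replicates 1 and 2) with *mt-Atp8* higher (2 when adjusted over the list alone, camera adjusted p = 2.88e-05, and adjusted p = 0.464 with an estimated correlation). Housekeeping genes had a median of 0.12 (0.03 without *Osr1 controls* replicate 1 and 0.07 without replicate 1 labelled *Osr1 GCE/GCE*) with *Tfrc* lower (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0292, a call lost with library totals, and adjusted p = 0.671 with an estimated correlation). Sex-linked genes had a median of -1.02 (camera adjusted p = 0.0149, and adjusted p = 0.464 with an estimated correlation). Germ cell genes outside meiosis, a list chosen after seeing the data, had camera p = 4.34e-09, and p = 0.258 with an estimated correlation, neither adjusted over lists. *Mrc1* lost its call without *Osr1 controls* replicate 1 (adjusted p = 0.0932). *Tfrc* lost its call without *Osr1 controls* replicate 2 (adjusted p = 0.0579). *Mrc1*, *Tfrc* and *mt-Atp8* lost their calls without replicate 1 labelled *Osr1 GCE/GCE* (adjusted p from 0.111 to 0.236). *Mrc1*, *Tfrc* and *mt-Atp8* lost their calls without replicate 2 labelled *Osr1 GCE/GCE* (adjusted p from 0.0540 to 0.131).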
